# Transcriptomic Analysis of the Interaction Between *FLOWERING LOCUS T* Induction and Photoperiodic Signaling in Response to Spaceflight

**DOI:** 10.3389/fcell.2021.813246

**Published:** 2022-02-01

**Authors:** Lihua Wang, Junyan Xie, Chenghong Mou, Yuwei Jiao, Yanhui Dou, Huiqiong Zheng

**Keywords:** photoperiod, spaceflight, transcriptome, *Arabidopsis thaliana*, reproductive stage

## Abstract

Spaceflight has an impact on the growth and development of higher plants at both the vegetative stage and reproductive stage. A great deal of information has been available on the vegetative stage in space, but relatively little is known about the influence of spaceflight on plants at the reproductive stage. In this study, we constructed transgenic *Arabidopsis thaliana* plants expressing the flowering control gene, *FLOWERING LOCUS T* (*FT*), together with the green fluorescent protein gene (*GFP*) under control of a heat shock-inducible promoter (*HSP17.4*), by which we induced *FT* expression inflight through remote controlling heat shock (HS) treatment. Inflight photography data showed that induction of *FT* expression in transgenic plants in space under non-inductive short-day conditions could promote flowering and reduce the length of the inflorescence stem in comparison with that of wild-type plants under the same conditions. Whole-genome microarray analysis of gene expression changes in leaves of wild-type and these transgenic plants grown under the long-day and short-day photoperiod conditions in space indicated that the function of the photoperiod-related spaceflight responsive genes is mainly involved in protein synthesis and post-translation protein modulation, notably protein phosphorylation. In addition, changes of the circadian component of gene expression in response to spaceflight under different photoperiods indicated that roles of the circadian oscillator could act as integrators of spaceflight response and photoperiodic signals in Arabidopsis plants grown in space.

## Introduction

Spaceflight conditions, including microgravity, could cause an impact on growth and development of higher plants at both the vegetative stage and the reproductive stage. A great deal of information is available on the vegetative stage in space. For example, alteration of auxin polar transport in etiolated pea seedlings and maize coleoptiles in space (Ueda et al., 2000), inhibition of cell division and mitosis, as well as significant karyological disturbances in the root-tip cells of oat, mung bean, and sunflower seedlings grown in space, and the modification of cell wall metabolism (Krikorian and O’Connor, 1984; Rasmussen et al., 1994; Soga et al., 2002). Reduction in the fresh weight of shoots and photosynthetic function of wheat plants grown onboard a space shuttle (Tripathy et al., 1996). Most plant seedlings grown in space were smaller than comparably aged ground controls (Kiss et al., 2000; Paul et al., 2012; Wang et al., 2018), while some seedlings grew faster in space (Matía et al., 2010; Hoson et al., 2014). However, relatively little is known about the influence of spaceflight on plants at the reproductive stage, including flowering. Some early experiments reported failure in seed formation under spaceflight conditions (Kuang et al., 1996; Strickland et al., 1997; Soga et al., 1999; Levinskikh et al., 2000; Campbell et al., 2001). As hardware improved, the seed-to-seed cycle of several plants in space was achieved (Link et al., 2003; Sychev et al., 2003; Link et al., 2014). These results indicated that plants could adapt to spaceflight for seed-to-seed growth, but reproductive fitness was often reduced in space (De Micco, et al., 2014). Interruption of the reproductive process, delay in the completion of a single reproductive phase, the lowering of reproductive success and alteration of seed reserves are still major bottlenecks to maximizing the efficiency of plant growth and reproduction in space, as well as to be used to support life in long-term manned missions (Hoson et al., 2014; reviewed by; Zheng 2018).

The reproductive success of plants is often dependent on their flowering time being adapted to the growth environment. Several studies suggest that both biotic and abiotic stress factors play key roles in controlling the alteration of flowering time and architecture for reproductive fitness in plants. For example, plants often accelerate the flowering process under drought stress (Sherrard and Maherali, 2006; Galbiati et al., 2016) and delay flowering time by salt stress (Achard et al., 2006; Ma et al., 2015). Heat and cold stress can also have a dramatic effect on flowering and impaired concomitant change of architecture for continued resource production through photosynthesis. Increasing evidence documents that spaceflight conditions are novel stressors for plants grown in space, which causes changes at the physiological, morphological, and molecular levels, including altered transcription patterns of many genes (Paul et al., 2001; De Micco et al., 2014; Zhang et al., 2015; Xie and Zheng, 2020; Karahara et al., 2020). In the space-grown Mizunna, a total of 20 in 32 ROS oxidative maker genes were up-regulated, including the common genes’ responses to abiotic and biotic stress (Sugimoto et al., 2014). In Arabidopsis culture cells grown in space, genes associated with heat shock, salt, drought, metals, wounding, phosphate, ethylene, senescence, terpenoids, seed development, cell walls, photosynthesis, and auxin were up-regulated by five folds in comparison with their ground controls (Paul et al., 2012; Kwon et al., 2015). The endogenous systems that measure day length were found to interact with stress responses and override interpretation of the signals in plants on the ground (Becker et al., 2005). It is however unclear how the photoperiod influences the reproductive fitness of plants during spaceflight.

The developmental rate of Arabidopsis plants on the ground is directly related to daylength, because it is a long-day (LD) plant, an increase in photoperiod results in an increase in development rate. How photoperiod affects plant development in space is yet to be known. No space experiments had been carried out to compare the effects of different photoperiods on plant growth and development so far. To examine the effects of photoperiod signals on the spaceflight response of plants during the reproductive stage, we conducted the space experiment by growing Arabidopsis plants under the LD and the short-day (SD), respectively, on board the Chinese recoverable satellite SJ-10. A transgenic plant expressing *FLOWERING LOCUS T* (*FT*) and the reporter gene green fluorescent protein (GFP) under control of a heat shock-inducible promoter (*HSP17.4*) was constructed to investigate the role of *FT* expression in plants at the reproductive stage in space in counteracting the stresses of spaceflight and regulation of the reproductive development. In addition, a full-genome analysis of RNA derived from the leaves of Arabidopsis plants grown under the LD and the SD during spaceflight, respectively, was also performed in comparison with their controls on the ground. As the plants for the transcription analysis in this study were sampled about 2 h post-landing, we use “spaceflight” (not microgravity) to include altered gravity during landing and other spaceflight environmental factors.

## Materials and Methods

### Plant Materials and Growth Conditions

*Arabidopsis thaliana* Columbia (Col-0) ecotype was used as the wild-type (WT). Plants were germinated and grown in plastic cups under long-day (16 h light/8 h dark, LD) at 120 μmol m^−2^. s^−1^ conditions for 5 days, then set in the root modules (240 × 120 × 65 mm^3^) containing a commercially available vermiculite immersed by a medium containing MS macronutrients (Murashige and Skoog, 1962) and cultured in a greenhouse under the LD or the short-day (16 h dark/8 h light, SD) for an additional 15 days prior to flight.

### Construction of Transgenic Arabidopsis Plants

For the construction of *pHSP*:*FT*, the coding sequence (CDS) of *FT* was amplified by PCR from a WT (Col-0) cDNA using the primers with the restriction sites underlined 5′-ATCACT​AGTATG​TCT​ATA​AAT​ATA​AGA​GAC​CCT​CTT​A-3′ and 5′- CGTTCT​AGACTA​AAG​TCT​TCT​TCC​TCC​GCA​GC-3′ and ligated into a pBluescript KS minus vector. A 1109 bp DNA fragment, upstream from *HSP17.4* (AT3G46230) start codon corresponding to the putative promoter, was amplified by PCR with the primers 5′-ACTCTG​CAGACC​AGT​CAT​ACG​TAG​CGC​AAT-3′ and 5′-ATGACT​AGTCGT​TTC​GCT​TAC​TCT​GTT​TGC-3′, and fused to the *FT* coding sequence in the pBluescript KS minus vector. For the construction of *pHSP*: *GFP*, the *HSP17.4* promoter DNA fragment was fused to a *GFP* in pBluescript SK minus vector. *pHSP:FT* or *pHSP:GFP* were then cleaved and ligated into the *p*Cambia1301-NOS-3^**,**^ vector. These two gene fusions were transferred to Arabidopsis (Col-0) plants through the *Agrobacterium tumefaciens* strain GV3101, respectively, by the floral dip method according to the methods of Clough and Bent (1998). After regeneration in the presence of hygromycin, transgenic plants were screened for expression of *FT* and *GFP* by heat shock (37°C for 1 h) in an incubator. *pHSP*:*FT*, *pHSP*:*GFP* (FG) gene were co-expression in Arabidopsis by genetic crossing as described by Qi and Zheng (2013). F3 progeny homozygous for FG were used for space experiments.

### Hardware Design and the Spaceflight Experiment

The plant growth system used for the SJ-10 experiment consisted of four growth compartments, illumination, photograph, air-flowing heating, and humidity controlling system (Figures 1A–C). Plants had about six to seven rosette leaves when they were loaded into the growth chamber (Figures 1E,F). Two set of plants were prepared and placed in the plant growth units (PGUs) for spaceflight experiment (Figures 1A–C) and the ground control, respectively. The flight PGU was positioned in the capsule of satellite SJ-10 about 8 h prior to launch. The SJ-10 satellite was in orbit for about 12 days and 15 h (launch: 1:38, April 6, 2016; landing: 16:30, April 18, 2016). Illumination was provided by light banks made up of 200 solid state light emitting diode (LED) lamps (400–700 nm white light and red light, 2:1) in LD (16 h light/8 h dark) and SD (8 h light/16 h dark) photoperiod conditions, respectively. Inside the chambers, temperatures were 22 ± 2°C, relative humidity was between 90 and 100%. The photosynthetically active photon flux density produced by LED lamps was 120 μmol m^−2^. s^−1^ for Arabidopsis at the surface of the first leaf of the experimental plants. Temperature and humidity were recorded every 1 min during flight. These data were used to set the ground control in a control PGU. Three digital cameras were mounted in the PGU to allow the recording of plant growth and development of plants in space. Photographic equipment consisted of two digital cameras (image size 1,280 × 1,024 pixels) and one GFP fluorescence camera, which was automatic and preprogrammed and allowed the recording of plants in PGUs both in visible light and in GFP fluorescence (Figures 1B,C). The photographs were taken at 2 h intervals during the light period. Two digital cameras were used for photographed seedlings grown under the LD and the SD conditions, respectively. The GFP fluorescence camera was used to follow the expression of GFP in seedlings after heating was induced (Figure 1D). All manipulations involved in the experiment were automated or carried out by remote control.

**FIGURE 1:**
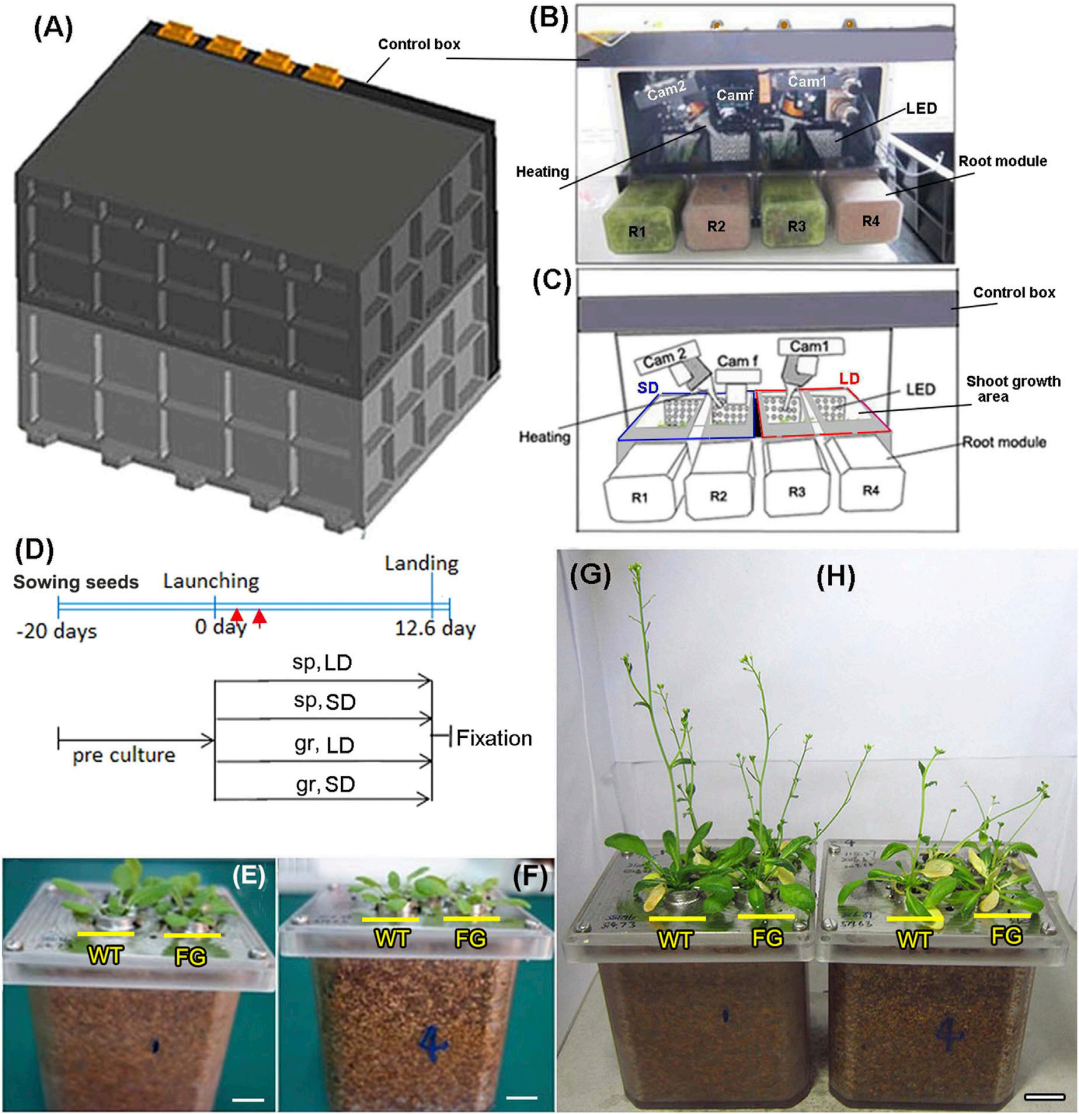
Experimental setup on board the Chinese recoverable satellite SJ-10. **(A)** The external view of the plant growth unit (PGU) (H×W×D = 370 × 270 × 270 mm) with the cover. **(B)** The inside view of the PGU without the cover, as described in **(C)**. **(C)** Diagram of PGU used on board the Chinese satellite SJ-10. Showing the distribution and state of components and samples in PGU during space flight. The components included four root modules, three cameras, two fans and heating parts, and four LED banks with controlled a long-day (LD, 16 h light/8 h dark) and a short-day (SD, 8 h light/16 h dark) photoperiods, respectively. LED plates, heating systems, video CCD cameras (Cam 1 and Cam 2), the GFP imaging camera (Cam f) and root modules (R1 and R3 with rice seedlings; R2 and R4 with Arabidopsis seedlings) are indicated. **(D)** An overview of the time process of the space experiment. wild-type (WT) and transgenic (*pHSP:FT; pHSP:GFP, FG*) plants were germinated and grown in the root module in green house on ground for 20 days after sowing (pre-culture). At this age, all plants had six to seven rosette leaves were selected to load into the PGU less than 24 h prior to took off. Heating treatment (red arrows point) to activate expression of *FT* and *GFP* was performed at day 2 on orbiter. The plants in the PGU were grown under the LD and the SD conditions in space (sp) and on ground (gr), respectively. **(E,F)** 20-day old WT and FG plants grown in the root modules before being loaded into chambers of the PGU under the LD **(E)** and the SD **(F)** conditions, respectively. **(G,H)** The situation of samples of **(E)** and **(F)** recovered from spaceflight under the LD **(G)** and the SD **(H)** conditions in the PGU. Bars = 1 cm.

After SJ-10 satellite return to Earth, the PGU was unloaded and received at a temporary laboratory in the landing site about 2 h post-landing (Figures 1G,H). Plants were harvested and fixed with RNAlater solution (ambion, Austin, TX, United States ) at the landing site. The samples were then brought to our Shanghai laboratory where they were analyzed for transcriptional changes.

### Sample Processing and Analysis

Total RNA was extracted from rosette leaves of WT plants and FG plants grown under the LD and the SD in space and on ground, respectively. Each treatment included four full expansion rosette leaves from two different plants. The RNA was then purified using miRNeasy Mini Kit (Cat#217004, QIAGEN, GmBH, Germany) following the manufacturer’s instructions and checked for a RIN number to inspect RNA integration by an Agilent Bioanalyzer 2,100 (Agilent technologies, Santa Clara, CA, US). RNA was amplified, labeled, and purified by using GeneChip 3′ IVT PLUS Reagent Kit (Cat#902416, Affymetrix, Santa Clara, CA, US) following the manufacturer’s instructions to obtain biotin labeled cRNA. Array hybridization and wash was performed using GeneChip® Hybridization, Wash and Stain Kit (Cat#900720, Affymetrix, Santa Clara, CA, US) in Hybridization Oven 645 (Cat#00–0331-220V, Affymetrix, Santa Clara, CA, US), and Fluidics Station 450 (Cat#00–0,079, Affymetrix, Santa Clara, CA, US) following the manufacturer’s instructions.

### Analysis of Microarray Data

Slides were scanned by GeneChip® Scanner 3,000 (Cat#00–00212, Affymetrix, Santa Clara, CA, US) and Command Console Software 4.0 (Affymetrix, Santa Clara, CA, US) with default settings. Raw data were normalized by MAS 5.0 algorithm, Affymetrix packages in R. Probe sets with signal values lower than the detectable range were adjusted to 75 and probe sets with the values of 75 for all conditions were removed from subsequent analysis. The averages of normalized ratios were calculated by dividing the average of the normalized signal channel intensity by the average of the normalized control channel intensity. The standard deviation of the ground control (two biological replicates) was employed to identify genes of significant changes relative to the ground controls (*p* value < 0.05). Only genes that showed transcript level changes in at least two folds in comparison with its ground control and with the same tendency in both biological replicates were considered as relevant for spaceflight. Gene Ontology (GO) over representation was performed using PANTHER (Fisher’s exact type with false discovery rate correction, http://www.pantherdb.org, Mi et al., 2019). For motif enrichment, motifscan (Sun et al., 2018) was used to determine whether the occurrence of a given motif in input genes was significantly high as compared with that in random regions (Ran et al., 2019).

### Quantitative Real-Time RT-PCR

Total RNA was extracted from leaves of the space samples and the ground controls as described. The genes and their qRT-PCR primers are presented in Supplementary Table S1. The Arabidopsis *ACTIN* gene (At3g18780) was used as a quantitative control for all qRT-PCRs. At least three technical replicates of each biological replicate were used for real-time PCR analysis.

## Results

### Gene Switch for Inducing Expression of *FT* in Arabidopsis Plants During Spaceflight

To address the effects of spaceflight on the *FT* regulating reproductive development, we generated transgenic Arabidopsis plants that stably harbor *FT* and *GFP*, under the control of the *HSP17.4* promoter (*pHSP*:*FT, pHSP*:*GFP*). Under the LD conditions, these *pHSP*:*FT, pHSP*:*GFP* (FG) transgenic plants grown on the ground at normal temperatures (22 ± 2°C) exhibited a phenotype like WT, except the size was slightly smaller and flowering took place early (Supplementary Figures S1,S2). In the absence of heat shock (HS), no GFP fluorescence in leaves of FG plants was observed (Supplementary Figure S1C), while heating at 37°C for 1 h resulted in a clear induction of GFP expression in the leaves of FG plants (Supplementary Figure S1D), but did not in the leaves of WT plants (Supplementary Figure S1B). Early floral development and apparent increase of *FT* gene expression in FG plants under the SD conditions (Supplementary Figure S2) were also observed after HS induction, while the control plants (WT and *pHSP*:*GFP*) with or without exposure to HS treatments showed negligible levels of background *FT* expression and little GFP fluorescent under the same conditions (Supplementary Figures S1,S2).

For space experiments on the satellite SJ-10, seeds of WT and FG were germinated and grown in the root modules on ground under the LD and the SD conditions, respectively, for 20 days (Figure 1E; corresponding to stage 1.06, Boyes et al., 2001). At this age, the plants had formed about six to seven rosette leaves (Figures 1E,F), when they took off. Under the LD condition, the first bolting (start of peduncle growth) of WT plants on the ground appeared at day 4 after the satellite launched, while plants in space initiated bolting on day 6 after take-off (Figures 2A,B). For FG plants, bolting appeared at day 2 under the LD on the ground, earlier than those in space at day 4 (Figures 2A,C), and slightly earlier than WT under the same condition.

**FIGURE 2:**
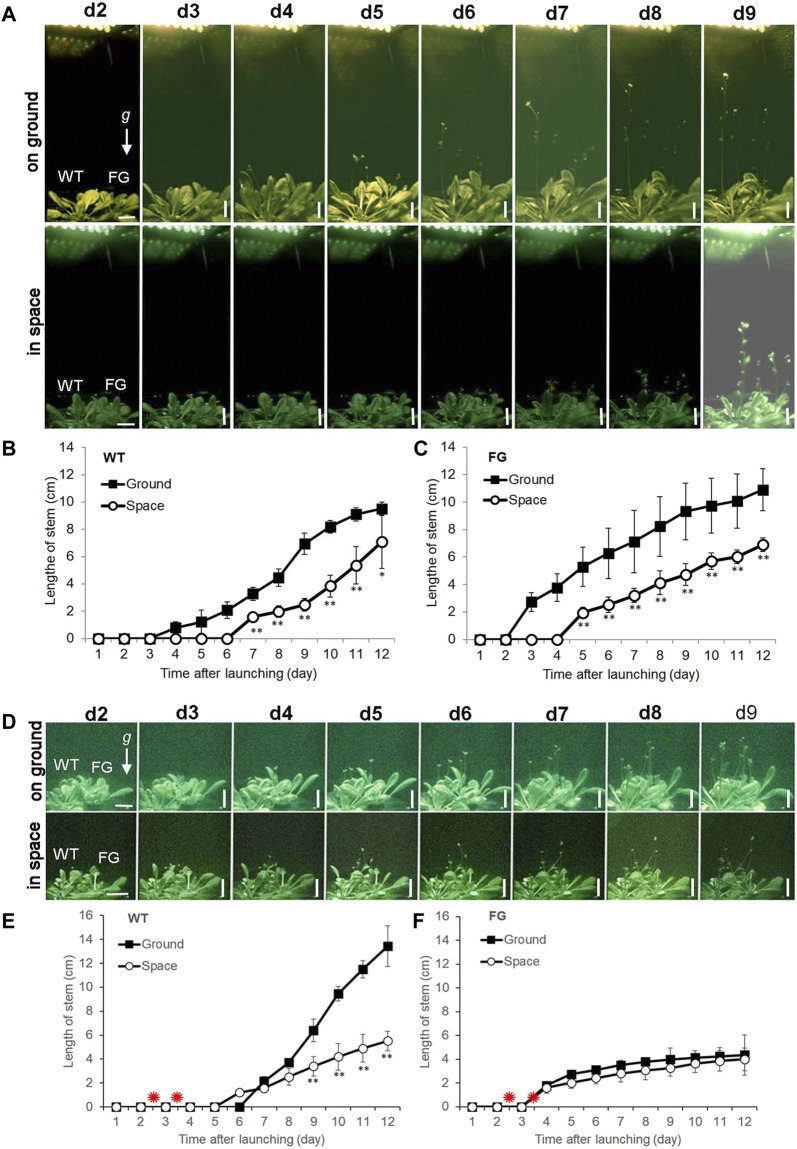
Floral transition time of wild-type (WT) and *pHSP*:*FT*; *pHSP*:*GFP* (FG) transgenic plants grown under the long-day (LD) and the short-day (SD) conditions on the ground and in space on board the SJ-10 satellite. **(A)** Example images of plants grown under the LD condition on ground and in space at day 2 (d2) to day 9 (d9) after the SJ-10 took off. Scale bars = 10 mm. **(B,C)** Comparison of floral transition time and average length of stems of WT and FG transgenic plants under the LD in space with their controls on ground. Data are determined from the downlined images of plants on orbit in space or on ground. Error bars indicate the Standard deviation of the mean for the length of stems from the four plants (*p < 0.05, **p < 0.001, Student’s t-test). **(D)** Example images of plants of WT and FG plants under the SD condition on ground and in space at d2 to d9 after the SJ-10 took off. Scale bars = 10 mm **(E,F)** Comparison of floral transition time and average length of stems of WT and FG plants treated by heating shock (red asterisks indicate) under the SD condition in space and on ground. Data are determined from the images downlined from the PGU in space and on ground. Error bars indicate the Standard deviation of the mean for the length of stems from the four plants per treatment (**p < 0.001, Student’s t-test).

Under the SD condition, both WT and FG plants on the ground and in space were treated by 37°C HS for 1 h at day two and day three after take-off, respectively. No apparent GFP signal was detected in the leaves of WT and FG plants before the HS induction (Figures 3D,E). A strong transient expression of the transgenic GFP fluorescence in the leaves of FG plants in space and on the ground was detected under the SD condition at 24 h after the first HS-treatment, while no signal appeared in leaves of WT plants under the same conditions (Figure 3H–O). The highest abundance of GFP signal in the leaves of HS-treated plants grown under SD in space was observed at day 8 (Figure 3P). Flowering of the HS-treated WT plants under the SD in space showed a slight earlier flowering (about at Day 5) than those on the ground (at Day 6, Figures 2D,E), while the HS-treated FG plants under the SD showed similar flowering time (at Day 3) between in space and on the ground (Figures 2D,F). Overall, FG under SD exhibited 2∼3 days earlier flowering than that of the HS-treated WT plants under the same conditions (Figure 2D). In addition, the stem elongation of HS-treated FG plants in spaceflight under the SD was similar to the ground control (Figure 2F), while stem growth of WT plants in space under the same conditions was significantly slower than that of the ground control (Figure 2E). These results indicated that the *pHSP:FT, pHSP:GFP* system we constructed in this study could mediate an “on/off” situation of *FT* gene activity in FG plants by HS treatment and could be used as a gene switch for flowering induction both in space and on the ground.

**FIGURE 3:**
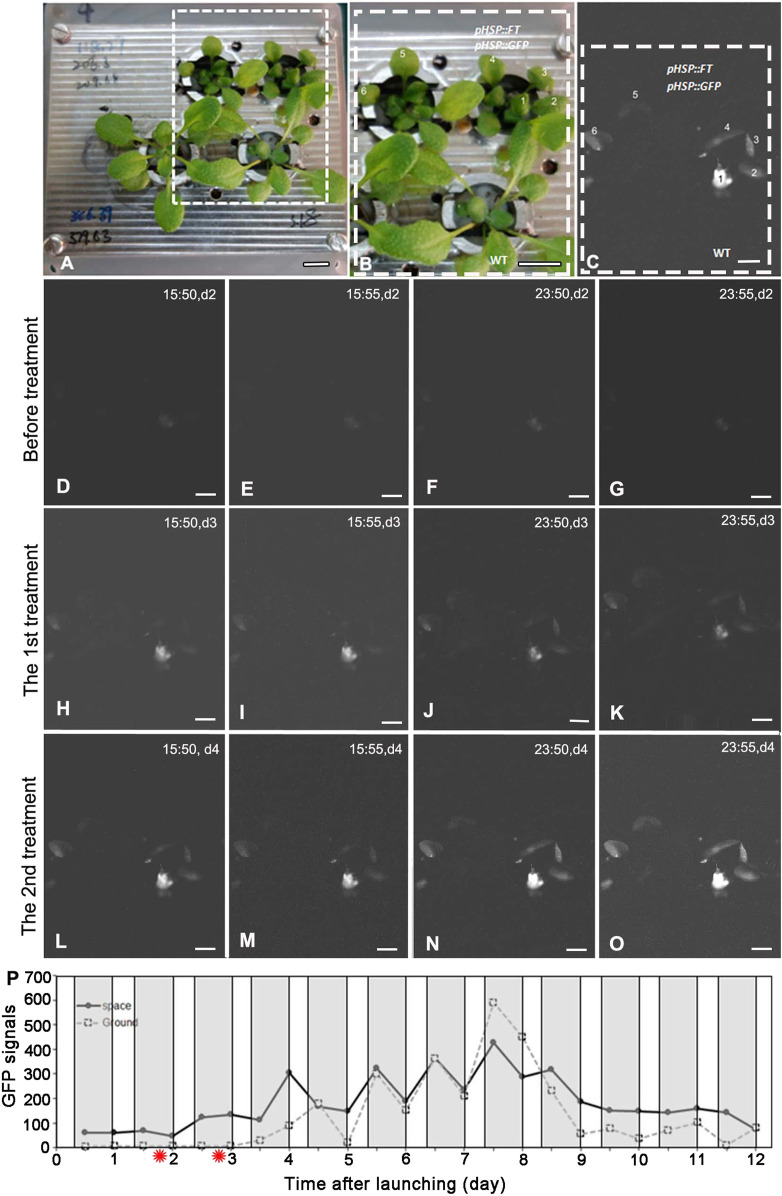
GFP expressing in plants grown under the short-day treated by heat shock on board SJ-10. **(A,B)** *pHSP*:*FT*; *pHSP*:*GFP* transgenic plants (FG) and wild-type (WT) plants photographed in white light before launching. The framed region in **(A)** is detailed in **(B)**. Bars = 10 mm. **(C)** A represent GFP image showed the expression of GFP in leaves one to six of plants in (B). Bar = 5 mm. **(D–O)** Example GFP images were captured by the GFP imager at day 2 to day 4 after heating treatment. The images were captured at four time points (15:50, 15:55, 23:50 and 23:55 on board SJ-10 satellite time) every day and reflect heating induction (37°Cfor 1 h, twice: the first treatment and the second treatment) of GFP expressing. Bars = 2.5 mm. **(P)** Quantification of the intensity of GFP signal in plants grown under the short-day (8 h light/16 h dark) in the PGU on board the SJ-10 in space and on the ground, respectively. The GFP signals was measured as described in Materials and Methods. Values represent means for two time point images (at 15:50 and 15:55 dark period and 23:50 and 23:55 light period every satellite day, respectively). The red asterisks indicate the time points of heat shock. White areas, light; dark grey panels, dark.

### Identification of Differential Expressed Genes Under Different Photoperiodic Conditions in Response to Spaceflight

To identify the molecular basis of the influence of spaceflight conditions on plants at the reproductive stage, the global transcriptional changes were monitored in plants grown in space in comparison with their controls on the ground using whole-genome Arabidopsis GeneChips (Affymetrix). RNA was extracted from leaves of WT and FG grown in space (sp) under the LD (LD, sp) and the SD (SD, sp), and their controls on the ground (gr) under the LD (LD, gr) and the SD (SD, gr), respectively. 

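Leaves of WT and FG plants were compared on 16 ATH1 arrays, 2 for each of 8 groups given by genotype, daylength (LD, 16 h light and 8 h dark; SD, 8 h light and 16 h dark) and environment (space, sp; ground, gr). FG plants carry FT and GFP, each behind the heat-inducible promoter of HSP17.4, and WT plants carry neither. Only plants under SD were heated, to 37 °C for 1 h on days 2 and 3, in space and on the ground, so SD against LD also compares heated with unheated plants. Each treatment took 4 leaves from 2 plants, and those in space were taken about 2 h after landing. The flight lasted about 12 days and 15 h, so the heating fell early in it. The deposited values are MAS 5.0 signals, which the authors had scaled on every array to a trimmed mean of 500. They were taken as log2 signals with values under 75 raised to 75, the floor that the paper's methods name. Of all probe sets, 14286 were above 75 on both arrays of at least 1 group and were tested with limma's moderated test, with 1 mean per group fitted over all 16 arrays. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold, and log2 fold changes are given with the standard error after the ± sign. A difference between responses was tested as an interaction, by daylength (the response to space under SD minus that under LD) or by genotype (that of FG minus that of WT). Where no array of a group had a present call above the floor, the fold change is given as a bound. The test, the thresholds and the gene lists were set before the data were examined, and 27 lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. With 2 arrays per group, precision is limited by their number. By the paper, plants in space grew in 1 flight unit and the controls in 1 ground unit. Standard errors and p-values therefore cover at most the spread between arrays within a unit, not between flights or units. Fisher's exact tests of gene groups take genes as independent, so their p-values do not cover that spread either. Differences between space and ground cannot be told apart from those of the unit, the handling at harvest or the hour of harvest.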

The estimated mean level of gene expression in WT or FG in space was significantly different compared with the estimated mean of controls on the ground when controlling the false discovery rate (FDR) at the level of 0.05 using the method of storey and Tibshirani (2003). Of the genes that met these criteria, we rank ordered them by fold change (FC). Those expression levels that changed more than two-fold (FC ≥ 2) were selected as differential expression genes (DEG). The DEGs were analyzed through a series of comparisons including five steps (Figure 4A). Step 1, expression of genes in leaves grown under the SD on the ground was compared with those under the LD on the ground (SD vs LD, gr, namely SD-gr). This approach allowed us to overview the influence of the photoperiod on gene expression in WT and FG, respectively, on the ground (Supplementary Tables S2,3). Step 2, to select genes with altered expression in response to spaceflight under the LD, gene expression in WT and FG plants grown under the LD in space were compared with those under the LD on the ground (LD, sp *vs* gr, namely LD-sp), respectively (Supplementary Tables S4,5). Step 3, to identify gene expression changes in response to spaceflight occurring in WT and FG plants under the SD condition (SD, sp *vs* gr, namely SD-sp) (Supplementary Tables S6,7). Step 4, photoperiod related spaceflight responsive genes were selected by comparisons between LD-sp and SD-sp responsive genes in WT and FG plants, respectively (Supplementary Tables S8,9). Step 5, comparison of altered expression of photoperiod related spaceflight responsive genes between WT and FG was performed (Supplementary Table S10). Using this strategy, FT-regulated and photoperiod-related spaceflight responsive genes were accordingly identified.

**FIGURE 4:**
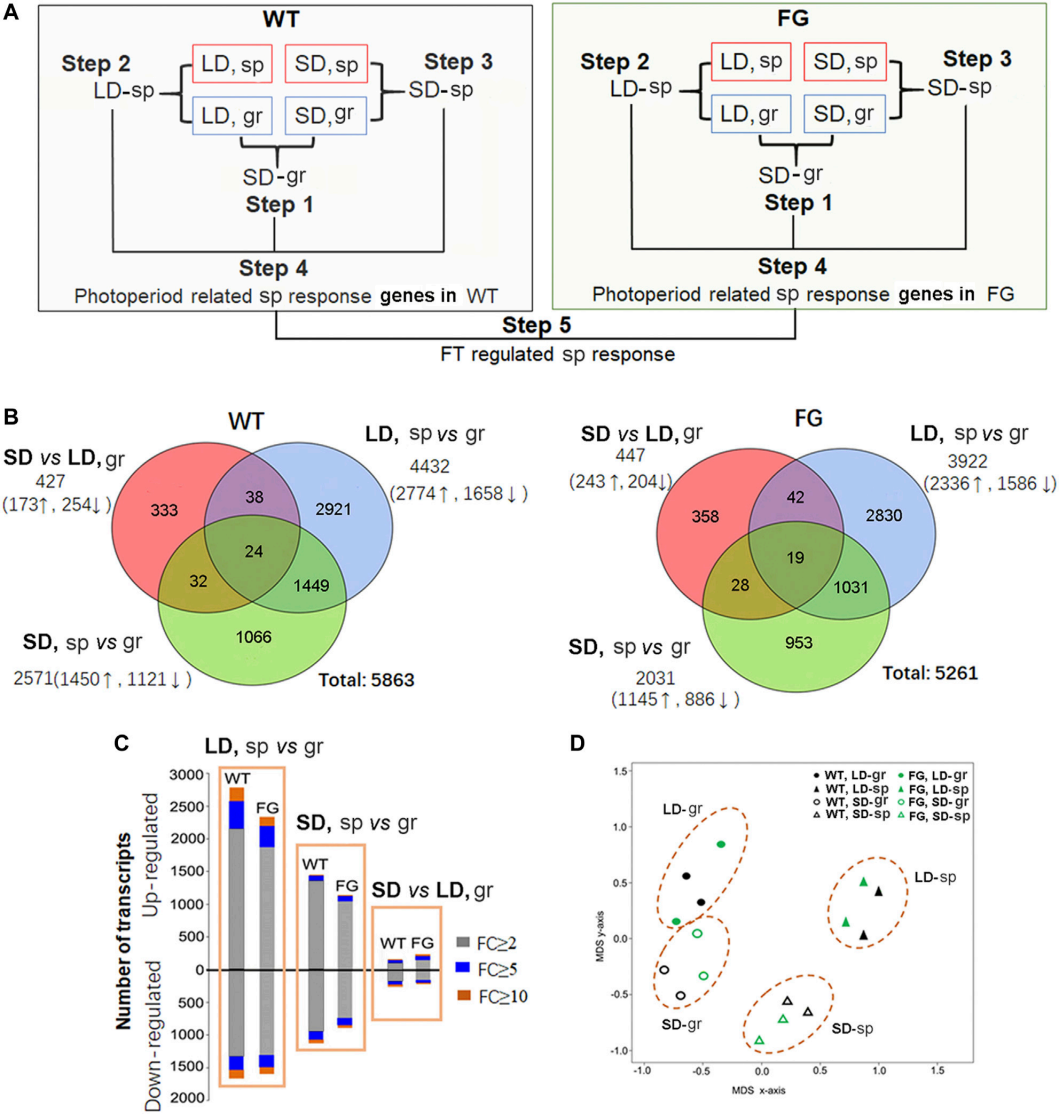
Transcriptional responses to spaceflight in wild-type (WT) and transgenic plants (*pHSP:FT*; *pHSP:GFP*, FG) under the long-day (LD) and the short-day (SD) conditions, respectively. **(A)** Workflow of microarray data analysis. Analysis of differential expression genes (DEGs) consists of five major steps: Step 1, analysis of SD photoperiod responsive genes in WT and FG plants grown on ground (gr) (SD-gr). Step 2, identification of DEGs in WT and FG plants under the LD in response to spaceflight (sp) in comparison with their controls on ground (LD-sp). Step 3, identification of DEGs in WT and FG plants under the SD in response to sp in comparison with those on gr (SD-sp). Step 4**,** Compared LD-sp DEGs in WT and FG plants with SD-sp DEGs, respectively. Step 5**,** Compared DEGs in WT with those in FG to identify the DEGs involved in FT pathway. **(B)** Venn diagram of transcriptomic data. **(C)** Numbers of DEGs in WT and FG plants (*p* < 0.05) under the LD and the SD conditions, respectively, in response to sp. FC, fold change. **(D)** Principal component analysis demonstrates a strong difference between transcriptome of the sp- and the gr-sample under the LD and the SD conditions, respectively. Multidimensional scaling (MDS) of all DEGs in WT and FG under the LD and the SD, respectively, in response to sp.

### A Major Impact of Spaceflight on Global Transcription

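Few genes differed between SD and LD on the ground, where plants under SD had also been heated. In WT, 3 of 14286 probe sets were lower under SD than under LD and 0 were higher (limma). With the replicate number as a block 1 was called, and 0 with log2(signal + 32), only the arrays compared or array weights. AtCXE5 (AT1G49660), a carboxylesterase, had a log2 fold change of -2.70 ± 0.33, adjusted p = 0.0326. A probe set shared by the germin-like genes AT5G38930 and AT5G38940 had -3.05 ± 0.31, adjusted p = 0.0129, and one shared by the lectin genes AT2G43730 and AT2G43740 had -1.47 ± 0.18 or lower, adjusted p = 0.0326; both were chosen after their values were seen. In FG, 0 probe sets passed, with a smallest adjusted p of 0.0744. At an unadjusted p under 0.05 and at least 2-fold, 374 probe sets differed in WT and 439 in FG, and the methods' rule, which needs neither an adjustment nor a model over all arrays, gave 152 and 175. Some lists moved as groups, though without a called member. Genes of the low-oxygen response were lower under SD in both genotypes, in WT (camera, median -0.89, adjusted p = 0.0177, and adjusted p = 0.580 with an estimated correlation) and in FG (median -1.33, adjusted p = 6.31e-04, and adjusted p = 0.538 with an estimated correlation). Calvin cycle genes were higher under SD in WT (median 0.63, adjusted p = 9.93e-04, and adjusted p = 0.580 with an estimated correlation). Chlorophyll synthesis genes leaned higher in WT (median 0.41, adjusted p = 0.0165, and adjusted p = 0.681 with an estimated correlation) and lower in FG (median -0.33, adjusted p = 0.00634, and adjusted p = 0.638 with an estimated correlation). Genes of abscisic acid and dehydration were higher in WT (median 0.70, adjusted p = 0.0122, and adjusted p = 0.681 with an estimated correlation). When 1 array was left out, the call was lost for AtCXE5 (11 of the 16 arrays), AT5G38930 (5) and AT2G43730 (6) in WT under SD on the ground. The abscisic acid list changed direction without WT-LD-gr replicate 2 (median -0.34) or WT-SD-gr replicate 1 (-0.39), and so did chlorophyll synthesis in WT without WT-SD-gr replicate 2 (-0.22). Leaving out WT-LD-gr replicate 1 raised the count in WT to 93, and leaving out FG-LD-gr replicate 2 raised that in FG to 104. Among lists, the call was lost for hypoxia in WT on the ground without WT-LD-gr replicate 2 or WT-SD-gr replicate 2 and in FG on the ground without FG-LD-gr replicate 1, for Calvin cycle in WT on the ground without WT-LD-gr replicate 1 or WT-SD-gr replicate 2, for chlorophyll synthesis in WT on the ground without WT-LD-gr replicate 1 or WT-SD-gr replicate 2 and in FG on the ground without FG-LD-gr replicate 1 or FG-SD-gr replicate 2, and for abscisic acid and dehydration in WT on the ground without WT-LD-gr replicate 2 or WT-SD-gr replicate 1. A list call also ended on use of only the arrays compared (hypoxia in WT on the ground).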

Figure 4B showed that transcript abundance of 427 genes (7.3% of total 5,863 DEGs) in leaves of WT plants and 477 genes (8.5%) in leaves of FG plants grown under the SD on the ground were altered in comparison with those under the LD on the ground (Supplementary Table S2,3). Expression of 4,432 genes (75.6%) in leaves of WT and 3,922 genes (74.5%) in leaves of FG plants grown under the LD in space were altered (Supplementary Tables S4,5), while 2,571 genes (43.9%) in leaves of WT and 2031genes (38.6%) in leaves of FG grown under the SD in space changed expression levels in comparison with their controls on ground (Supplementary Tables S6,7). 

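Under LD, plants in space had more RNA for photosynthetic carbon fixation and less for heat shock proteins than plants on the ground. In WT, 1559 probe sets were higher in space and 827 lower, and in FG 1352 were higher and 642 lower (limma). The Calvin cycle rose in WT (camera, median 3.96, 12 of 15 higher, or 13 higher adjusted over the list alone, adjusted p = 7.36e-07, and adjusted p = 0.538 with an estimated correlation). It also rose in FG (median 2.96, 10 of 15 higher, or 13 higher adjusted over the list alone, adjusted p = 3.85e-06, and adjusted p = 0.555 with an estimated correlation). FBA1 (AT2G21330), a plastid aldolase, had a signal of 150 ± 29.7 (SD, n = 2) in WT on the ground and 9091 ± 1733 in space. Its log2 fold change was 5.92 ± 1.05, adjusted p = 0.00476 in WT and 4.76 ± 1.05, adjusted p = 0.0146 in FG. For GAPB (AT1G42970), a subunit of plastid glyceraldehyde-3-phosphate dehydrogenase, the values were 5.56 ± 0.82, adjusted p = 0.00194 and 4.35 ± 0.82, adjusted p = 0.00781. NPQ4 (AT1G44575), the photosystem II protein that sheds excess light energy, had 5.01 ± 0.54, adjusted p = 3.96e-04 and 4.96 ± 0.54, adjusted p = 4.62e-04. CBF1 (AT4G25490), a transcription factor of the cold response, had 4.16 ± 0.70, adjusted p = 0.00367 in WT and at least 3.51 ± 0.70, adjusted p = 0.00944 in FG. Heat shock genes fell in WT (median -1.72, 5 of 15 lower, or 7 lower adjusted over the list alone, adjusted p = 4.97e-05, and adjusted p = 0.570 with an estimated correlation) and in FG (median -2.20, 8 of 15 lower, or 8 lower adjusted over the list alone, adjusted p = 3.85e-06, and adjusted p = 0.555 with an estimated correlation), although no plant under LD had been heated. The chaperone HSP70 (AT3G12580) had -5.84 ± 1.07, adjusted p = 0.00526 and -6.08 ± 1.07 or lower, adjusted p = 0.00564, and the coactivator MBF1C (AT3G24500) had -5.97 ± 0.75, adjusted p = 8.35e-04 and -5.08 ± 0.75, adjusted p = 0.00238. Without 1 of the arrays, the call was lost for FBA1 (1 of the 16 arrays) and HSP70 (1) in WT under LD, and FBA1 (3), GAPB (3), CBF1 (3) and HSP70 (2) in FG under LD. Leaving out 1 array moved the number of called probe sets by over 1.5 times for 3 of the 16 arrays in each genotype, to 736 in WT without WT-LD-sp replicate 2 and to 491 in FG without FG-LD-sp replicate 2.

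Under SD fewer probe sets were called, and they ran mostly the same way as under LD. In WT 179 probe sets were higher in space and 88 lower, and in FG 87 were higher and 44 lower (limma). Jasmonate genes were lower in WT (camera, median -1.54, 4 of 21 lower, or 6 lower adjusted over the list alone, adjusted p = 7.36e-07, and adjusted p = 0.570 with an estimated correlation) and in FG (median -1.91, 3 of 21 lower, or 12 lower adjusted over the list alone, adjusted p = 1.64e-10, and adjusted p = 0.523 with an estimated correlation). The jasmonate repressor JAZ8 (AT1G30135) had a log2 fold change of -2.38 ± 0.52, adjusted p = 0.0457 in WT and -3.99 ± 0.52, adjusted p = 0.0104 in FG, and its relative JAZ9 (AT1G70700) had -2.02 ± 0.40, adjusted p = 0.0384 and -2.39 ± 0.40, adjusted p = 0.0274. Genes induced by touch and calcium were lower in WT (median -0.85, 0 of 12 called, or 4 lower adjusted over the list alone, adjusted p = 2.77e-06, and adjusted p = 0.521 with an estimated correlation) and in FG (median -0.90, 0 of 12 called, or 3 lower adjusted over the list alone, adjusted p = 3.74e-05, and adjusted p = 0.521 with an estimated correlation). Heat shock genes were lower in WT (median -2.43, 2 of 15 lower, or 5 lower adjusted over the list alone, adjusted p = 4.91e-10, and adjusted p = 0.521 with an estimated correlation) and in FG (median -0.84, 0 of 15 called, or 2 lower adjusted over the list alone, adjusted p = 5.49e-04, and adjusted p = 0.580 with an estimated correlation). The ground array WT-SD-gr replicate 1 held a mean heat shock signal of 11.3 in log2 units, and without it the mean change of the list in WT was -1.26 in place of -2.66. The Calvin cycle list stayed positive in WT (median 0.92, 0 of 15 called, or 1 higher adjusted over the list alone, adjusted p = 0.0226, and adjusted p = 0.681 with an estimated correlation) and in FG (median 1.36, 0 of 15 called, or 4 higher adjusted over the list alone, adjusted p = 7.01e-04, and adjusted p = 0.580 with an estimated correlation), and with spike-in scaling it was not called in WT (adjusted p = 0.153). The call was lost on leaving out 1 array for JAZ8 (14 of the 16 arrays) and JAZ9 (8) in WT under SD, and JAZ8 (1) and JAZ9 (7) in FG under SD. The count of called probe sets moved by over 1.5 times for 7 of the 16 arrays in WT, from 2 without WT-SD-sp replicate 1 to 789 without WT-SD-gr replicate 2. In FG it did so for 11 arrays, from 24 without FG-SD-sp replicate 2 to 275 without FG-SD-gr replicate 1. The list call was lost for Calvin cycle in WT under SD without WT-SD-gr replicate 1 and in FG under SD without FG-SD-gr replicate 2.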

The proportion of genes up-regulated during spaceflight was always higher than the down-regulated ones (Figure 4C). 

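More genes were higher than lower in space in every comparison on the signals as deposited, but the split followed the scaling. Of the called probe sets, 65.3% were higher in space in WT under LD, 67.8% in FG under LD, 67.0% in WT under SD and 66.4% in FG under SD. When each array was centred on its median, these shares were 49.9%, 53.7%, 39.1% and 52.6%, and with quantile normalization they were 56.4%, 59.6%, 43.1% and 58.8%. Scaling to the spike-in controls, a setting chosen after the data were seen, gave 92.3%, 91.0%, 96.8% and 96.1%. The median log2 fold change over all 14286 probe sets was 0.11 in WT under SD as deposited, and with spike-in scaling it was 0.67 and 0.50 under LD and 0.66 and 0.51 under SD, in WT and FG. The large groups kept their direction under every scaling. The Calvin cycle median in WT under LD was 3.76 with median centring and 4.46 with spike-in scaling. The ribosome biogenesis median was 1.66 and 2.50, and that of the heat shock genes was -1.85 and -1.20. Among lists called in space, only the median of the 513 protein kinases changed sign with spike-in scaling. It went from -0.17 to 0.35 in WT under LD, -0.10 to 0.27 in FG under LD and -0.05 to 0.43 in WT under SD. With an estimated correlation camera called none of these lists. Camera no longer called protein kinases in FG under LD without FG-LD-gr replicate 1 and in WT under SD without WT-SD-gr replicate 2.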

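Samples separated by environment along the first principal component, which held 38.5% of the variance, and under SD the separation was smaller than under LD. Ground samples under LD lay between -57.4 and -31.1 on it and ground samples under SD between -54.7 and -24.6. Samples from space lay between 60.6 and 82.3 under LD and between -3.28 and 28.2 under SD. The second component held 13.1%. The arrays also differed by environment in measures taken over each array. Probe sets called present numbered 13339 on average in space and 12237 on the ground (exact permutation test, 2-sided, p = 0.00031), and the 3′ to 5′ difference in log2 signal of GAPDH was 0.65 in space and 1.43 on the ground (exact permutation test, 2-sided, p = 0.00047). Spike-in controls were 0.55 log2 units lower in space (exact permutation test, 2-sided, p = 0.00016). Heat shock genes moved with these measures, with a mean log2 signal of 7.06 in space and 9.22 on the ground (same test, exact, p = 0.00016). The 3′ to 5′ difference of actin was 3.3 in space and 3.48 on the ground (exact permutation test, 2-sided, p = 0.165).

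**Figure D1:**
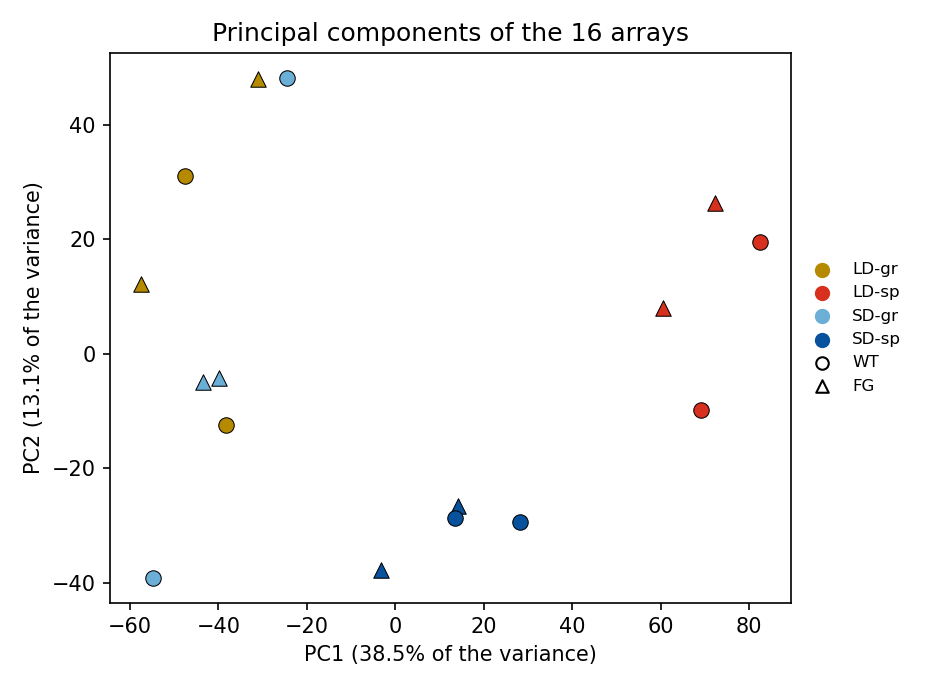
Scores of the 16 samples on the first and second principal components (38.5% and 13.1% of the variance of the log2 signals of 14286 probe sets), with symbols for genotype, daylength and environment. All 8 samples from space lie to the right of all 8 from the ground on the first component.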

Principal component analysis (PCA) of the samples demonstrated a strong difference between transcriptomes of samples grown on the ground and in space under both the LD and the SD (Figure 4D). These results indicated that the number of genes differentially expressed in response to spaceflight was overall greater than the number of genes controlled by day length, suggesting a major impact of spaceflight on global transcription in the leaves of WT and FG plants under both LD and SD conditions.

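Of the 14286 probe sets, 16.7% in WT and 14.0% in FG were called between space and ground under LD, and 1.87% and 0.917% under SD (limma). For SD against LD on the ground, which also sets heated against unheated plants, 0.021% were called in WT and none in FG. A shared core responded under both daylengths. In WT, 170 of the 267 probe sets called under SD were also called under LD, 169 of them in the same direction, and in FG 69 of 131 were, 68 in the same direction. DREB1A (AT4G25480), a transcription factor of the cold response, was higher in space in every comparison, with log2 fold changes of at least 4.03 ± 0.32, adjusted p = 9.43e-05 in WT and at least 2.03 ± 0.32, adjusted p = 0.00349 in FG under LD. Under SD it had 3.98 ± 0.32, adjusted p = 0.00161 and 4.43 ± 0.32, adjusted p = 5.49e-04. XTR6 (AT4G25810), an enzyme that remodels cell wall xyloglucan, was lower in every comparison, with -3.28 ± 0.64, adjusted p = 0.00677 and -4.90 ± 0.64, adjusted p = 0.00117 under LD and -3.72 ± 0.64, adjusted p = 0.0254 and -4.56 ± 0.64, adjusted p = 0.0136 under SD. Replicates differed more on the ground, where the replicate standard deviation of log2 signals was 0.55 to 0.74, than in space, where it was 0.28 to 0.40. With 1 array omitted, the call ended for XTR6 (2 of the 16 arrays) in WT under LD, XTR6 (7) in WT under SD, and XTR6 (1) in FG under SD. From the larger numbers of genes responding to spaceflight than to daylength, the paper proposes a major effect of spaceflight on leaf transcription under both daylengths.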

To validate the microarray data, we generated sequence-specific primers and performed real-time quantitative RT-PCR on a third independent replicate. Real-time PCR with isoform specific primers for calcium sensing receptor (*Cas*, At5g23060), haloacid dehalogenase-like hydrolase superfamily protein (*HAD*, At3g48420), constans-like 2(*COL2*, At3g02380) and TIMELESS (*ATM*, At5g52910) confirmed the relative abundance changes for the transcript levels of these genes of WT and FG under LD and SD conditions in response to spaceflight (Figure 5).

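The chloroplast genes CAS and HAD were higher in space under both daylengths, and COL2 under LD. CAS (AT5G23060), a calcium-sensing thylakoid protein, had log2 fold changes of 5.45 ± 0.50, adjusted p = 1.85e-04 in WT and 4.67 ± 0.50, adjusted p = 4.50e-04 in FG under LD and of 3.42 ± 0.50, adjusted p = 0.0163 and at least 2.74 ± 0.50, adjusted p = 0.0358 under SD (limma). HAD (AT3G48420), a haloacid dehalogenase-like hydrolase, lay at the floor on every ground array. Its fold changes were at least 3.66 ± 0.22, adjusted p = 1.47e-05 and at least 3.61 ± 0.22, adjusted p = 1.54e-05 under LD and at least 1.61 ± 0.22, adjusted p = 0.0147 and at least 1.58 ± 0.22, adjusted p = 0.0144 under SD. COL2 (AT3G02380), a relative of the flowering regulator CONSTANS, had 5.58 ± 0.39, adjusted p = 4.37e-05 and at least 6.13 ± 0.39, adjusted p = 1.65e-05 under LD. Under SD its values were -0.48 ± 0.39, adjusted p = 0.531 in WT and at least 0.15 ± 0.39, adjusted p = 0.924 in FG, and the interaction in WT was -6.06 ± 0.55, adjusted p = 0.00100. ATM (AT5G52910), the TIMELESS homolog, had no present call above the floor in WT under LD, in space or on the ground, and its values were at least 0.75 ± 0.94, adjusted p = 0.634 in FG under LD and at least 2.92 ± 0.94, adjusted p = 0.127 and at least 2.77 ± 0.94, adjusted p = 0.188 under SD, none of which passed. The actin gene ACT2 (AT3G18780) had log2 fold changes of -0.27, adjusted p = 0.406 and -0.35, adjusted p = 0.312 under LD, and neither passed. Omitting a single array ended the call of CAS (3 of the 16 arrays) and HAD (2) in WT under SD, and CAS (12) and HAD (1) in FG under SD.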

**FIGURE 5:**
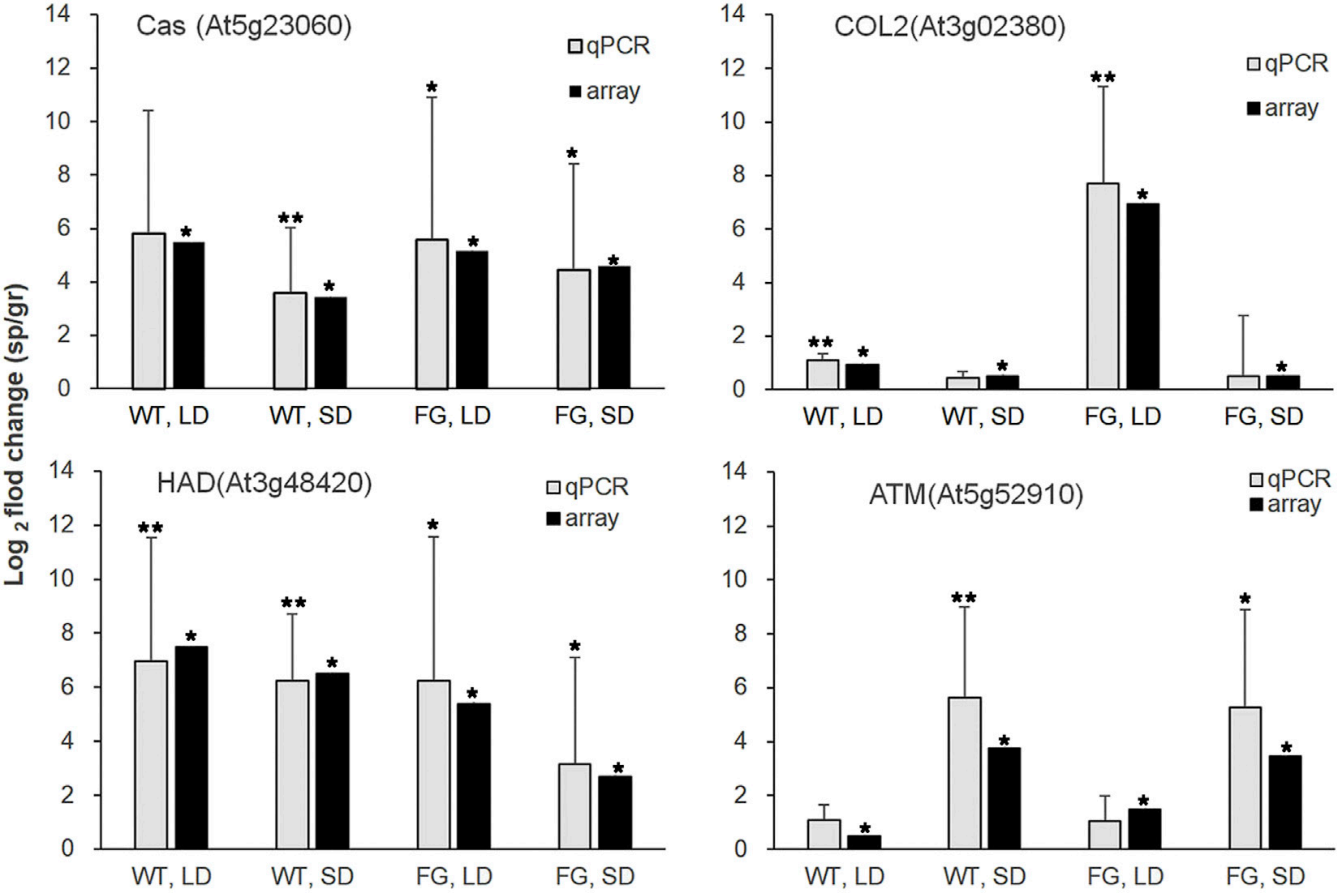
Relative transcript abundance changes in WT and FG under LD- and SD-conditions in space (sp) in comparison with the ground controls (gr), respectively, were analyzed by microarray (array) and real-time quantitative PCR (qPCR) for *Cas* (At5g23060), *HAD* (At3g48420), *COL2*(At3g02380) and *ATM*(At5g52910). Microarray data are shown as an average of two independent replicates, *p* values (*˂0.05) for microarray data (the significance of differences between sp and gr). qPCR with isoform-specific primers (Supplementary Table S1) for selected genes was performed on a third independent replicates. At3g18780 (*ACTIN*) was used as a quantitative control. Data are mean ± standard deviation, *p* values (*˂0.05, ** ˂0.01, student’s t-test) in qPCR.

### Daylength Related Spaceflight Responsive Genes

To characterize the categories of gene expression affected by spaceflight under different photoperiods, two groups of genes were divided based on their transcriptional behaviors (Table 1). The genes responding to spaceflight under the LD and the SD conditions with similar behaviors were named ‘common-sp’ genes, whereas those in response to spaceflight specific to the LD or the SD were named ‘daylength-related-sp (dl-sp)’ genes. Among ‘common-sp’ genes, transcript levels of 1,018 genes in WT and 720 genes in FG showed similar changes when the plants were exposed to spaceflight under the LD and the SD (Figure 6A; Table 1; Supplementary Table S8 and S9). In contrast, a relatively large number of ‘dl-sp’ genes were found with total 4,512 genes in WT and 4,201 genes in FG (Table 1; Figure 6A; Supplementary Tables S8,9). 

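Under the test used here, 143 probe sets in WT and 50 in FG responded to space in the same direction and to a like degree (within 2-fold) under LD and SD. In WT 99 of them were higher and 44 lower in space, and in FG 34 were higher and 16 lower. Those in WT include GLU1 (AT5G04140), a ferredoxin-dependent glutamate synthase, with log2 fold changes of 5.03 ± 0.62, adjusted p = 7.74e-04 under LD and 4.08 ± 0.62, adjusted p = 0.0167 under SD (limma). Among lower genes in both genotypes is ERF13 (AT2G44840), an ethylene-responsive transcription factor, with -2.07 ± 0.51, adjusted p = 0.0185 in WT and -3.43 ± 0.51 or lower, adjusted p = 0.00249 in FG under LD and -2.78 ± 0.51 or lower, adjusted p = 0.0324 and -3.43 ± 0.51 or lower, adjusted p = 0.0160 under SD. Higher genes common to both daylengths in WT held more members than the other genes tested for amino acid metabolism (11 of 93, odds ratio 3.07, Fisher's exact test, adjusted p = 0.00606) and for porphyrin and chlorophyll synthesis (6 of 93, odds ratio 6.49, Fisher's exact test, adjusted p = 0.00199). In FG the latter held for 3 of 33 (odds ratio 9.25, Fisher's exact test, adjusted p = 0.0142), and the former was not called (2 of 33, odds ratio 1.46, Fisher's exact test, adjusted p = 0.867). Without WT-LD-sp replicate 2 the share for amino acid metabolism was 3.7% (adjusted p = 1.00), below the 4.24% of genes tested. The call ended on leaving out 1 array for GLU1 (3 of the 16 arrays) and ERF13 (6) in WT under SD, ERF13 (3) in WT under LD, and ERF13 (3) in FG under SD. The number in WT ran from 1 without WT-SD-sp replicate 1 to 262 without WT-SD-gr replicate 2, and that in FG from 11 without FG-SD-sp replicate 2 to 98 without WT-SD-gr replicate 1.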

Overall changes in gene expression pattern in WT and FG for ‘dl-sp’ genes were apparently more than those of ‘common-sp’, indicating that daylength is an important factor to regulate the response of plants to spaceflight. 

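Probe sets classed as daylength-dependent by the paper's definition (dl-sp) were mostly called under LD only. In WT 2340 probe sets and in FG 2006 were called under at least 1 daylength and differed by at least 2-fold between them or were called under only 1. Of these, 2216 in WT and 1925 in FG were called under LD only. Over all probe sets tested, the difference itself passed as an interaction for 96 in WT (limma, 14 higher and 82 lower under SD). In FG it passed for 120 (25 higher and 95 lower), 119 of them dl-sp. For 42 in WT and 49 in FG a group with no present call above the floor leaves the direction open. Without a floor 19 in WT and 11 in FG passed, and with only the arrays compared 2 and 39. AT3G57020, a phosphotriesterase-like protein, had a log2 fold change of 4.47 ± 0.59, adjusted p = 0.00104 in WT under LD and -0.03 ± 0.59, adjusted p = 1.00 under SD, with interactions of -4.50 ± 0.83, adjusted p = 0.0389 in WT and -4.34 ± 0.83, adjusted p = 0.0414 in FG. For AT3G61220, a short-chain dehydrogenase, the interaction in WT was -5.01 ± 0.64 or lower, adjusted p = 0.00839, and for FBA5 (AT4G26530), a cytosolic aldolase, it was -4.93 ± 0.87 or lower, adjusted p = 0.0318. In FG the plastid beta-amylase CT-BMY (AT4G17090) had -6.21 ± 1.00, adjusted p = 0.0210 and the pectin esterase PME3 (AT3G14310) had -3.66 ± 0.72, adjusted p = 0.0470, the former chosen after its values were seen. With 1 array fewer, the call was lost for AT3G57020 (13 of the 16 arrays), AT3G61220 (1) and FBA5 (12) in the daylength interaction in WT, and AT3G57020 (13), CT-BMY (8) and PME3 (10) in the daylength interaction in FG. The number of interactions ran from 9 without WT-SD-sp replicate 2 to 267 without WT-SD-gr replicate 1 in WT, and from 22 without FG-LD-sp replicate 2 to 326 without FG-SD-gr replicate 1 in FG. From the larger number of daylength-dependent than of common genes, the paper concludes that daylength is an important factor in the response to spaceflight.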

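Genes that build ribosomes were higher in space, in both genotypes and under both daylengths. Ribosome biogenesis genes rose under LD in WT (camera, median 1.86, 20 of 29 higher, or 25 higher adjusted over the list alone, adjusted p = 2.98e-08, and adjusted p = 0.580 with an estimated correlation) and in FG (median 1.87, 18 of 29 higher, or 24 higher adjusted over the list alone, adjusted p = 5.57e-10, and adjusted p = 0.570 with an estimated correlation). Under SD the values were smaller in WT (median 1.07, 1 of 29 higher, or 4 higher adjusted over the list alone, adjusted p = 1.26e-06, and adjusted p = 0.580 with an estimated correlation) and in FG (median 0.90, 0 of 29 called, or 0 called adjusted over the list alone, adjusted p = 1.08e-05, and adjusted p = 0.591 with an estimated correlation). NOP56 (AT1G56110), a nucleolar protein that guides the modification of ribosomal RNA, had a log2 fold change of 2.87 ± 0.69, adjusted p = 0.0169 in WT and 3.43 ± 0.69, adjusted p = 0.00959 in FG under LD (limma). FIB2 (AT4G25630), a fibrillarin of the same particles, had 3.59 ± 0.63, adjusted p = 0.00455 and 3.68 ± 0.63, adjusted p = 0.00518, and the nucleolar GTPase NSN1 (AT3G07050) had 3.01 ± 0.62, adjusted p = 0.00877 and 2.84 ± 0.62, adjusted p = 0.0139. TOZ (AT5G16750), a nucleolar protein needed for embryo growth, was also higher under SD in WT, with 1.82 ± 0.34, adjusted p = 0.0324. Cytosolic ribosomal proteins rose under LD in WT (median 1.06, 40 of 134 higher, or 67 higher adjusted over the list alone, adjusted p = 1.64e-10, and adjusted p = 0.657 with an estimated correlation) and in FG (median 1.28, 56 of 134 higher, or 86 higher adjusted over the list alone, adjusted p = 1.14e-16, and adjusted p = 0.580 with an estimated correlation). Under SD they were higher in WT (median 0.74, 3 of 134 higher, or 5 higher adjusted over the list alone, adjusted p = 1.02e-08, and adjusted p = 0.688 with an estimated correlation), whereas the median in FG was 0.08 (adjusted p = 0.891). As a list, the call ended for ribosome biogenesis in FG under SD without FG-SD-sp replicate 2.

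Genes of ribosome biogenesis and rRNA made up 11.9% of genes higher in space in WT under LD and 2.75% of all genes tested (176 of 1481, odds ratio 8.14, Fisher's exact test, adjusted p = 3.84e-70). This test takes genes as independent units, so its p-values here do not measure the spread between arrays or plants. In FG the share was 9.83% (126 of 1282, odds ratio 5.31, Fisher's exact test, adjusted p = 5.42e-38). Other genes of RNA processing were also enriched among genes higher in WT under LD (109 genes, odds ratio 2.03). Ribosome biogenesis genes also made up 161 of the 1415 dl-sp genes with a lower value under SD in WT (odds ratio 7.23, Fisher's exact test, adjusted p = 3.22e-60), a class in which the difference itself passed as an interaction for 82 probe sets. Amino acid synthesis genes rose in FG under LD (camera, median 0.70, 8 higher and 1 lower of 31, or 8 higher and 1 lower adjusted over the list alone, adjusted p = 0.0215, and adjusted p = 0.588 with an estimated correlation) and had a median of 0.73 in WT (adjusted p = 0.117). GLN2 (AT5G35630), the plastid glutamine synthetase, had 2.99 ± 0.65, adjusted p = 0.0114 in WT and 2.56 ± 0.65, adjusted p = 0.0261 in FG under LD (limma). OMR1 (AT3G10050), a threonine deaminase that starts isoleucine synthesis, had 3.14 ± 0.59, adjusted p = 0.00587 and 3.08 ± 0.59, adjusted p = 0.00807. Without FG-SD-sp replicate 2 the median of the ribosomal proteins in FG under SD was -0.37. With spike-in scaling the amino acid list was not called in FG under LD (adjusted p = 0.0597), and with quantile normalization it was in WT (adjusted p = 0.0250). When 1 array was left out, the call was lost for NOP56 (3 of the 16 arrays), FIB2 (1), NSN1 (2), GLN2 (3) and OMR1 (1) in WT under LD, NOP56 (3), NSN1 (3), GLN2 (3) and OMR1 (2) in FG under LD, and TOZ (8) in WT under SD. For lists, the call ended for amino acid synthesis in FG under LD without FG-LD-gr replicate 2 or FG-LD-sp replicate 1.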

Gene Ontology (GO) categories representing ‘common-sp’ and ‘dl-sp’ genes in both WT and FG exhibited similar behaviors in the down-regulation of ribosome biogenesis and RNA processing (i.e. ncRNA, rRNA metabolism, and processing), amino acid metabolic process (Figures 6B,C). However, compared with ‘common-sp’ genes, significantly enriched GO terms were identified for ‘dl-sp’ genes, among which the most overrepresentation was protein phosphorylation GO category in both WT and FG (Figures 6B,C). 

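Protein kinase genes were enriched among dl-sp probe sets with a higher value under SD than under LD in WT, and scarce among those with a lower value in both genotypes. Most of these sets were called under LD only, and over all probe sets the difference itself passed as an interaction for 14 higher and 82 lower in WT and 25 and 95 in FG. Of 853 dl-sp probe sets with a higher value under SD in WT, 61 were protein kinases, 7.15% against 3.78% of those tested (odds ratio 2.08, Fisher's exact test, adjusted p = 6.60e-06). In FG the share was 4.78%, 32 of 669 (odds ratio 1.3, Fisher's exact test, adjusted p = 0.176). Of those with a lower value under SD, 30 of 1483 in WT (odds ratio 0.497, Fisher's exact test, adjusted p = 9.38e-05) and 22 of 1330 in FG (odds ratio 0.403, Fisher's exact test, adjusted p = 6.95e-06) were kinases. The annotated process of protein phosphorylation gave 68 of 815 genes in WT (odds ratio 1.84, Fisher's exact test, adjusted p = 1.01e-04). As a list, the kinases were lower in space than other genes under LD in WT (camera, median -0.17, 28 higher and 57 lower of 513, or 28 higher and 57 lower adjusted over the list alone, adjusted p = 0.00153, and adjusted p = 0.521 with an estimated correlation). In FG under LD they were also lower (adjusted p = 0.0203, and adjusted p = 0.570 with an estimated correlation). With spike-in scaling the medians under LD were 0.35 in WT and 0.27 in FG, opposite in sign, and the odds ratio in WT was 1.33 (adjusted p = 0.0561), and leaving out 1 array gave 1.27 without WT-LD-gr replicate 1 to 2.56 without WT-LD-gr replicate 2. In camera, the call was lost for protein kinases in FG under LD without FG-LD-gr replicate 1.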

The function of proteins encoded by these overrepresented ‘dl-sp’ protein phosphorylation genes are involved in light and ethylene signaling, calcium signaling, cell wall-associated receptor kinase-like proteins, phosphatase and protein kinase, and others (Supplementary Table S10).

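Of the 76 genes that Table S10 lists, 75 were tested. In WT 29 were lower in space under LD and 4 higher under SD, or 35 and 8 adjusted over the list alone, and in FG 22 were lower and 1 higher under LD and 4 higher under SD, or 30 and 10 adjusted over the list alone (limma). The paper chose this list on these samples, so these counts are not independent evidence. The difference between daylengths passed for 2 genes in WT and 4 in FG, or 17 and 19 adjusted over the list alone. Among protein kinases and receptor-like kinases, 29 of 30 listed were tested and 12 were lower under LD in WT and 6 in FG. The leucine-rich repeat kinase AT4G39270 had log2 fold changes of -2.31 ± 0.18, adjusted p = 9.43e-05 in WT and -1.69 ± 0.18, adjusted p = 4.76e-04 in FG under LD, with interactions of 2.06 ± 0.26, adjusted p = 0.00818 and 1.5 ± 0.26, adjusted p = 0.0285. TMK1 (AT1G66150), an auxin-signalling transmembrane kinase, had -1.60 ± 0.44, adjusted p = 0.0283 and -2.75 ± 0.44, adjusted p = 0.00344 under LD. The 12 calcium signalling genes had 4 lower under LD in WT and 5 in FG. Genes higher under SD include the protein kinase AT1G03740, with 1.63 ± 0.24, adjusted p = 0.0163 in WT and 1.57 ± 0.24, adjusted p = 0.0169 in FG, and MKP2 (AT3G06110), a phosphatase of mitogen-activated kinases, with 1.01 ± 0.21, adjusted p = 0.0404 and 1.13 ± 0.21, adjusted p = 0.0359. Without 1 of the arrays, the call was lost for AT4G39270 (1 of the 16 arrays) in the daylength interaction in WT, AT4G39270 (3) in the daylength interaction in FG, TMK1 (3) in WT under LD, AT1G03740 (2) and MKP2 (7) in WT under SD, and AT1G03740 (3) and MKP2 (6) in FG under SD.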

**TABLE 1:** List of categories of differential expression genes affected by spaceflight under different photoperiods.

Group	Transcriptional behavior		Number of genes		Description
	LD-*sp*	SD-*sp*	WT	FG	
common-sp	YES	YES	1,018	702	Genes differentially expressed (DE) and their expression levels under SD-sp are similar to those under LD-sp
dl-sp	YES	YES	455	348	Genes DE under LD-sp and SD-sp, but with different behavior
	YES	NO	2,959	2,872	Genes DE only when sp is applied under LD
	NO	YES	1,098	981	Genes DE only when sp is applied under SD

**FIGURE 6:**
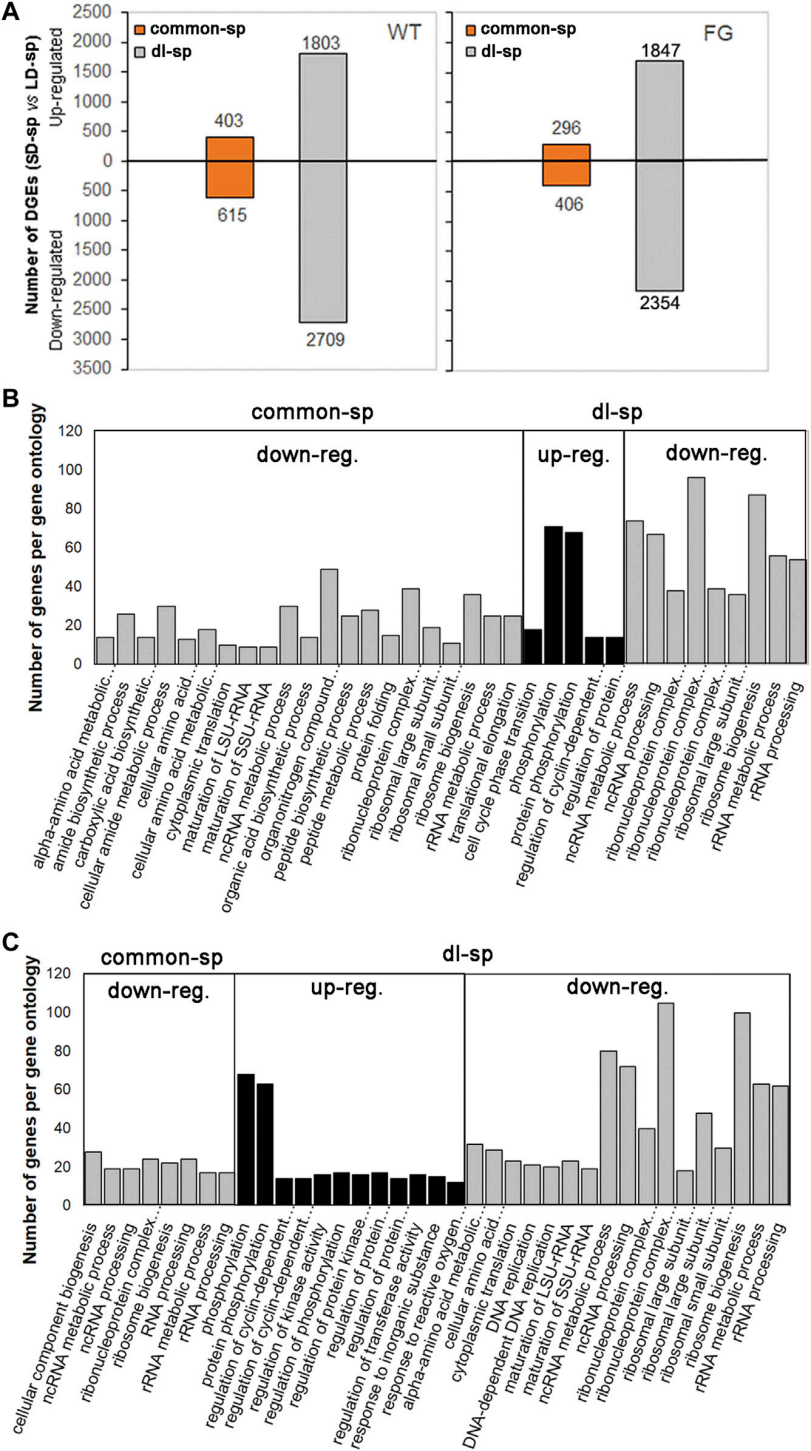
Pair-wise comparison and GO terms analysis of changes in spaceflight-affected gene expression. **(A)** Differential expression genes (DEGs) under the LD and the SD in space (sp) with similar behaviors as their controls on the ground (gr) under the same conditions (-1<log_2_FC (SD-sp/gr vs LD-sp/gr) < 1) are put the ‘common-sp’ group. DEGs under the SD in sp in comparison with their gr controls exhibited different levels from those under the LD in sp in comparison with their gr controls under the same condition (log_2_ FC (SD-sp/gr vs LD-sp/gr) > 1 or < -1) are put the ‘daylength-space related’ (dl-sp) group. FC, fold change. **(B,C)** GO terms overrepresented DEGs in the ‘common-sp’ and the ‘dl-sp’ groups of WT (B) and FG **(C)**. The significant gene ontology (PANTHER statitical overrepresentation test, GO-Slim biological precess, FDR *p*-value<0.01) categories from up-regulated (up-reg.) DEGs or down-regulated (down-reg.) DEGs in WT and FG under the LD and the SD are depicted. WT, wild-type; FG, *pHSP*:*FT*; *pHSP*:*GFP* trangenic plants.

Protein phosphorylation is one of the processes involved in regulating plant stress responses (Barjaktarović et al., 2009; Yin et al., 2018). To test whether there are potential common *cis*-acting elements among these ‘dl-sp’ protein phosphorylation genes, we performed analyses using Plant Regulomics (bioinfo.sibs.ac.cn/plant-regulomics) to find overrepresented motifs in the 1-kb upstream sequence of the overrepresented genes. Thirty-one coregulated genes were identified to share four common motifs, of which occurrences were significantly high as compared to that in random genomic regions (Figures 7A,B). These include A (G/T)ATTC, which is identical to the AtNIGT1/HRS1 (AT1G13300) motif that is present in the promoters of nitrate and phosphate signaling genes (Medici et al., 2015), GAATATTC, which represents the KAN4 (AT5G42630) motif that provides boundary maintenance and promotes the laminar growth of the inner ovule integument (Gomez et al., 2016), and GGGACCAC, which is identical to the transcription factor TCP5 (AT5G60970) that controls plant thermo-morphogenesis by positively regulating PHYTOCHROME INTERACTING FACTOR 4(PIF4) activity (Han et al., 2019). Furthermore, the AAAG, which is similar to the dof zinc finger protein MNB1A element that has been suggested to regulate photosynthetic gene expression in *Zea may* (Cavalar et al., 2006). This result indicated that common regulators were involved in adaptation of plants to daylength-related spaceflight response.

**FIGURE 7:**
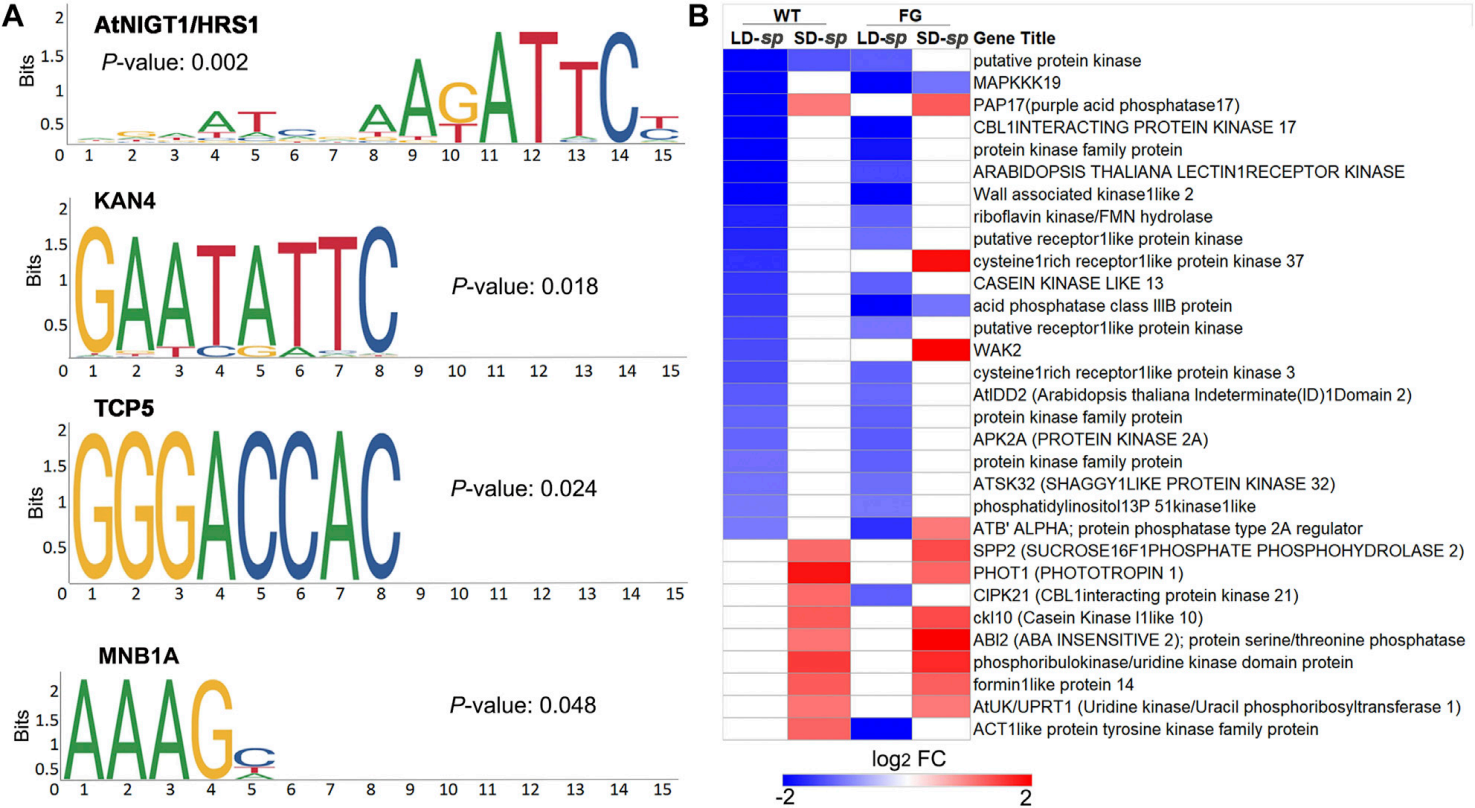
Potential regulator of co-regulated genes in protein phosphorylation functional cluster of ‘daylength-space related’ genes of WT and FG. **(A)** Four overreprented motifs enriched in upstream promoter sequences of genes in protein phosphorylation GO category in Figure 6B,C, as detected by the plant regulomics (bioinfo.sibs.ac.cn/plant-regulomics). Indicated are the *p*-Value representing the statistical significance of the motif. **(B)** Clustering analysis of the selected coregulated genes in protein phosphorylation GO category in Figures 6B,C, which changed transcript abundance in response to spaceflight in WT and FG plants under long-day (LD) and short-day (SD) conditions, respectively and have AtNIGT1/HRS1, KAN4, TCP five and MNB1A binding sites in upstream promoter regions. LD-*sp*, Genes of plants under the LD differentially expressed in space in comparison with their controls on ground. SD-*sp* **,** Genes of plants under the SD differentially expressed in space in comparison with their controls on ground.

### Expression of *FT* Affect Daylength-Related Spaceflight Response

Transcriptional control of *FT* expression is an important strategy for plants to cope with environmental stresses (Riboni et al., 2013; Kazan and Lyons, 2016). To know whether altered expression of *FT* could also affect the response of plants to the spaceflight stress, we compared expression of ‘dl-sp’ genes in FG with those in WT. The directional comparison of DEGs in FG with those in WT under the SD on the ground showed no significant correlation (Figure 8A). In contrast, a comparison of DEGs in FG with those in WT under the LD in space showed a strong positive correlation (Figure 8B), while DEGs in FG under the SD in space showed a strong negative correlation with those in WT under the same condition (Figure 8C), suggesting that the response of FG to spaceflight was similar to those in WT under the LD, but different under the SD, when *FT* had expressed in FG plants by heating induction.

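The responses of FG and WT to SD on the ground were unrelated across genes. Pearson's r between the log2 fold changes of the genotypes was 0.06 over all 14286 probe sets, where genes are not independent replicates. Too few probe sets were called for a correlation over them, and over the 323 that passed the methods' rule in either genotype r was 0.105. LHY (AT1G01060), the morning clock gene, had log2 fold changes of -2.10 ± 0.44, adjusted p = 0.280 in WT and -1.41 ± 0.44, adjusted p = 0.595 in FG, and ERS1 (AT2G40940), an ethylene receptor, had -1.84 ± 0.28, adjusted p = 0.0964 and -1.00 ± 0.28, adjusted p = 0.595, none of which passed (limma). Genes of heat shock were higher under SD in WT (camera, median 0.71, adjusted p = 0.0462, and adjusted p = 0.694 with an estimated correlation) and lower in FG (median -0.87, adjusted p = 0.0462, and adjusted p = 0.694 with an estimated correlation). Leaving out 1 array gave an r from -0.19 without WT-SD-gr replicate 1 to 0.271 without WT-SD-gr replicate 2. The heat shock list changed direction in WT without WT-SD-gr replicate 1 (median -0.73). Among lists, the call was lost for heat shock in WT on the ground without any 1 of 10 arrays and in FG on the ground without any 1 of 8 arrays. The call of a list also ended with no floor, log2(signal + 32), a filter at 150, quantile normalization, median centring and use of only the arrays compared (heat shock in WT on the ground); no floor, log2(signal + 32), a filter of above 75 on 1 array and a filter of present calls on 2 arrays (heat shock in FG on the ground).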

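Genes that responded to space in WT mostly responded in the same direction in FG, under LD and under SD alike. Across all probe sets, r between the log2 fold changes of FG and WT was 0.752 under LD and 0.609 under SD. Over the probe sets called in either genotype, r was 0.826 under LD (3129 probe sets, 95.2% of the same sign) and 0.810 under SD (342 probe sets, 93.3% of the same sign). Under LD, 1241 of the 1251 called in both genotypes had the same direction, and under SD all 56 did. The difference between the genotypes' responses passed for 5 probe sets under LD and 0 under SD (limma); at an unadjusted p under 0.05 and at least 2-fold there were 619 and 439, and other filters and an intensity trend gave from 1 to 2 under SD. LURP1 (AT2G14560), induced by a downy mildew pathogen, had -3.51 ± 0.60, adjusted p = 0.00401 in WT and 5.94 ± 0.60, adjusted p = 3.74e-04 in FG under LD (interaction 9.45 ± 0.85, adjusted p = 0.00341). The salicylic acid regulator WRKY70 (AT3G56400) had -2.62 ± 0.42, adjusted p = 0.00281 and 2.21 ± 0.42, adjusted p = 0.00756 (interaction 4.83 ± 0.59, adjusted p = 0.0216), and the ankyrin protein gene ANK (AT5G54610) had -1.38 ± 0.43, adjusted p = 0.0445 and at least 5.04 ± 0.43, adjusted p = 1.21e-04 (interaction at least 6.42 ± 0.60, adjusted p = 0.00341). The uncharacterised gene AT3G22240 and the hydrolase gene AT4G00500, chosen after their values were seen, had interactions of 7.06 ± 0.89, adjusted p = 0.0235 and 2.28 ± 0.28, adjusted p = 0.0216. The call was lost on leaving out 1 array for WRKY70 (3 of the 16 arrays) in FG under LD, WRKY70 (10), ANK (1), AT3G22240 (12) and AT4G00500 (4) in the genotype interaction under LD, and ANK (15) in WT under LD. The value of r over called probe sets under SD ran from 0.533 without FG-SD-gr replicate 1 to 0.907 without WT-SD-sp replicate 1, and the number of genotype interactions reached 87 under LD without FG-LD-gr replicate 2 and 37 under SD without WT-SD-gr replicate 2. The paper proposes from its comparison that FG responded to spaceflight like WT under LD and differently under SD, where heating had induced FT.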

**FIGURE 8:**
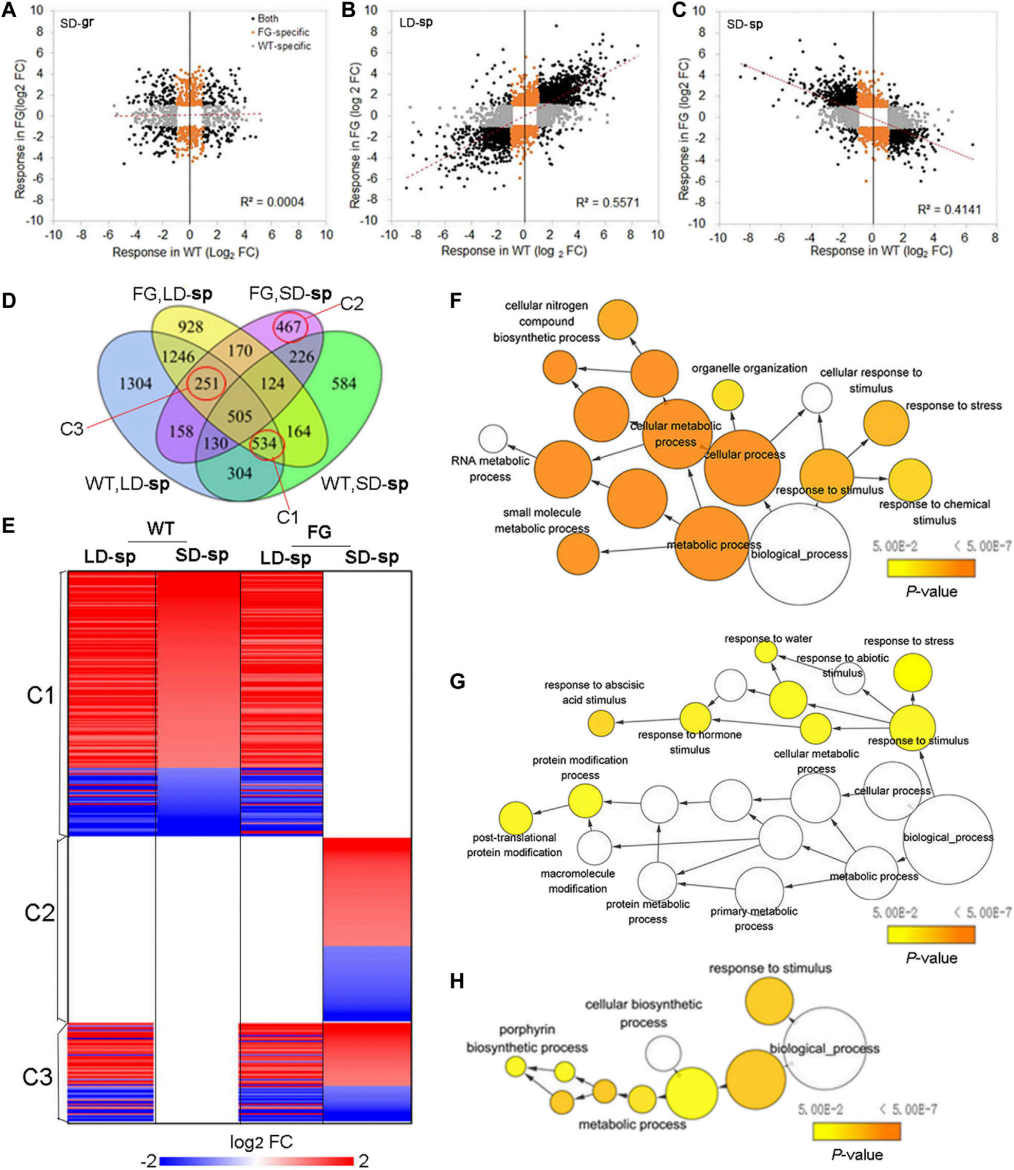
Expression of *FT* affected photoperiod-spaceflight response transcriptome. **(A–C)** Scatterplot showing the spaceflight response of differential expression genes (DEGs) between FG and WT under the LD and the SD, respectively. **(D)** Venn diagrams summarizing the number of DEGs in response to spaceflight under the LD and the SD, respectively, among WT and FG samples (FC > 2 and *p* < 0.05). DEGs in cluster 1(C1), C2 and C3 marked with red circles were selected to further analyze. FC, fold change. **(E)** Selected DEGs in FG plants in response to spaceflight under the LD (LD-sp) and the SD (SD-sp) are compared with those in WT plants in space. C1, C2 and C3 are indicated in D. **(F–H)** Enriched GO Terms in DEGs of selected clusters in D. The networks graphs show BiNGO visualization of the overrepresented GO terms for the selected clusters corresponding to cluster C1 to C3 indicating in D and E. Categories in GoslimPlants were used to simplify this analysis. Uncolored nodes are not overrepresented, but they may be the parents of overrepresented terms. Colored nodes represent GO terms that are significantly overrepresented (Benjamini and Hochberg corrected *p* value < 0.05), with the shade indicating significance as shown in the color bars.

To determine whether any GO was significantly enriched in FG after the induction of *FT* expression under the SD in spaceflight in comparison with WT under the same condition, GO classifications of DEGs (Figure 8C) were performed using PANTHE (http://www.pantherdb.org). The statistical overrepresentation test revealed 58 biological processes, eight protein class, 18 cellular components, and 24 molecular functions showing statistical overrepresentation (Supplementary Table S11). Regarding biological processes, cellular process and metabolic process each accounted for 37 and 31% of gene classifications, accounting for the majority of DEGs (Supplementary Figure S3A), followed by biological regulation (11.6%), response to stimulus (8.7%), localization (4.8), and signaling (2.7%). The gene classification of molecular function in FG under SD affected by spaceflight after induction of FT expression was also conducted. Catalytic activity and binding accounted for 49% and 30% of DEGs, respectively, while molecular function regulator and transporter activity accounted for 7.6% and 7.4%, respectively (Suppl. Fig. 3SB). Smaller contributing ontologies included structural molecule activity (4.0%) and molecular transducer activity (1.0%). Further division into categories of these ontologies is provided in Supplementary Figure S3 and Supplementary Table S11.

To further study response of plants to spaceflight after *FT* expression in FG under the SD in comparison with WT, we focused on DEGs in three clusters (Figure 8D, Supplementary Table S12). 

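Of the 534 genes that Table S12 places in cluster C1, 530 were tested, and most had the same sign in FG as in WT under SD. The paper chose C1 on these arrays as changed in WT and not in FG under SD, so a smaller change in FG follows from that choice. The median absolute log2 fold change was 1.26 in WT and 0.48 in FG under SD, 83.4% had the same sign in both, and r was 0.703 across genes. Over all probe sets tested r was 0.609 under SD. Called were 360 in WT and 317 in FG under LD, and 41 in WT and 1 in FG under SD (limma). The difference between the genotypes under SD passed for 0 genes (limma), also adjusted over the list alone (smallest adjusted p 0.262), with 61 at an unadjusted p under 0.05. ASN2 (AT5G65010), an asparagine synthetase, had 2.47 ± 1.04, adjusted p = 0.220 in WT and -0.21 ± 1.04, adjusted p = 0.984 in FG under SD. AKHSDH2 (AT4G19710), which acts in threonine and methionine synthesis, had 1.68, adjusted p = 0.0511 and 0.74, adjusted p = 0.377, and BCAT3 (AT3G49680), an aminotransferase of branched-chain amino acids, had 1.12, adjusted p = 0.0920 and 0.13, adjusted p = 0.913, both chosen after their values were seen. By the calls made here, 100 probe sets followed the pattern of C1, of which 36 are in the table.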

Cluster 1(C1) comprises 534 DEGs, of which expression in WT under both the LD and the SD in space as well as in FG under the LD in space were modified, but unchanged in FG under the SD in space in comparison with their controls on the ground (Figures 8D,E). Thus, DEGs of C1 represent the group of genes in FG under the SD condition insensitive to spaceflight stress in comparison with those in WT under the same condition. Analysis of this cluster to assess overrepresented GO terms with the Biological Networks Gene Ontology tool (BINGO) indicated a link with cellular metabolic processes, notably amino acid, amine, and oxoacid metabolic process (Figure 8F). 

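Among the annotation groups tested, translation and ribosome biogenesis had the highest odds ratios in C1. Translation accounted for 58 of its 502 annotated genes (odds ratio 5.91, Fisher's exact test, adjusted p = 3.66e-22) and ribosome biogenesis for 42 (odds ratio 5.41, Fisher's exact test, adjusted p = 2.21e-15). Amino acid metabolism accounted for 38 (odds ratio 2.86, Fisher's exact test, adjusted p = 5.14e-07) and the response to abiotic stimulus for 74 (odds ratio 1.79, Fisher's exact test, adjusted p = 7.43e-05). The background was the 21226 annotated genes on the array, and the adjustment covered 27 pairs of cluster and process. It includes genes below the filter, which can raise the odds ratios of C1, C2 and C3. They are therefore not comparable with odds ratios taken over the genes tested. YAO (AT4G05410), a nucleolar protein of early division in the embryo, is 1 of the ribosome genes in C1 and had log2 fold changes of 0.85, adjusted p = 0.240 in WT and 0.32, adjusted p = 0.753 in FG under SD; PES (AT5G14520), a pescadillo-like protein of ribosome assembly, had 1.25, adjusted p = 0.251 and 0.70, adjusted p = 0.609. The pair was chosen after its values were seen, and none of these passed (limma).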

Cluster 2(C2) is represented by 467 DEGs. Their expression did not change in WT under the LD and the SD as well in FG under the LD in space but was significantly up-or down-regulated in FG under the SD in space in comparison with their controls on the ground. In contrast to C1, C2 represents those more sensitive to spaceflight in FG under the SD condition. 

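Of the 467 genes of C2, 435 were tested, and most had the same sign in WT as in FG under SD. The paper chose C2 on these arrays as changed in FG and not in WT under SD, so a smaller change in WT follows from that choice. The median absolute log2 fold change under SD was 0.47 in WT and 1.12 in FG, 74.7% had the same sign, and r was 0.599 across genes. Over all probe sets tested r was 0.609 under SD. Called were 20 in FG under SD, 2 in FG under LD and 0 in WT under either daylength (limma). The genotype difference under SD passed for 0 over all genes tested and for 2 adjusted over the list alone, with 82 at an unadjusted p under 0.05. ABI1 (AT4G26080), a phosphatase that holds back abscisic acid signalling, had log2 fold changes of 0.65, adjusted p = 0.489 in WT and 1.92, adjusted p = 0.0910 in FG under SD, and ABF3 (AT4G34000), a transcription factor of the same pathway, had 0.84, adjusted p = 0.525 and 1.42, adjusted p = 0.347; both were chosen after their values were seen. By the calls made here, 38 probe sets followed the pattern of C2, of which 20 are in the table.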

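Protein phosphorylation was enriched among the genes of C2, with 32 of 444 annotated genes (odds ratio 1.57, Fisher's exact test, adjusted p = 0.0437). The response to abiotic stimulus accounted for 45 of them, 10.1% against 8.93% of the background (odds ratio 1.15, Fisher's exact test, adjusted p = 0.564). Ubiquitination and other protein modification accounted for 8 (odds ratio 0.599, Fisher's exact test, adjusted p = 0.336). Genes of abscisic acid and dehydration rose as a list in FG under SD (camera, median 1.01, 0 of 16 called, or 3 higher adjusted over the list alone, adjusted p = 0.0255, and adjusted p = 0.694 with an estimated correlation). HAI1 (AT5G59220), a phosphatase induced by abscisic acid and a member of C2, had log2 fold changes of 0.56, adjusted p = 0.783 in WT and 1.21, adjusted p = 0.573 in FG under SD. HSP17.6B (AT2G29500), a small heat shock protein also in C2, had -1.59 or lower, adjusted p = 0.266 and -0.96, adjusted p = 0.582; both were chosen after their values were seen and neither passed (limma). Without FG-SD-gr replicate 2 the abscisic acid list had a median of 0.23 in FG under SD and was not called, as with spike-in scaling (median 1.52, adjusted p = 0.379). The list call was lost for abscisic acid and dehydration in FG under SD without any 1 of 5 arrays.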

BINGO analysis of the DEGs revealed that this cluster included many of the abiotic stimulus response-associated genes noted in Figure 8G, as well as a number of genes involved in post-translational protein modification. 

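All 251 genes that Table S12 places in cluster C3 were tested, and their change in FG under SD was mostly shared in direction by WT. The paper chose C3 on these arrays as changed in FG and not in WT under SD, so a smaller change in WT follows from that choice. The median absolute log2 fold change under SD was 0.57 in WT and 1.21 in FG, 82.1% had the same sign, and r was 0.648 across genes. Over all probe sets tested r was 0.609 under SD, so the relation in C3 is near that of all genes. Called were 133 in WT and 132 in FG under LD, 12 in FG under SD and 0 in WT under SD (limma). The genotype difference under SD passed for 0, also adjusted over the list alone (smallest adjusted p 0.126), with 23 at an unadjusted p under 0.05. CAO (AT1G44446), which makes chlorophyll b from chlorophyll a, had log2 fold changes of 2.11 ± 0.29, adjusted p = 0.00136 in WT and 2.03 ± 0.29, adjusted p = 0.00216 in FG under LD and 0.75 ± 0.29, adjusted p = 0.190 and 2.16 ± 0.29, adjusted p = 0.0113 under SD. By the calls made here, 21 probe sets followed the pattern of C3, of which 10 are in the table. With 1 array omitted, the call ended for CAO (1 of the 16 arrays) in FG under SD.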

Cluster 3 (C3) include 251 DEGs, which altered expression in response to spaceflight in both WT and FG under the LD as well as in FG under the SD, but which did not change expression level in WT under the SD. The DEGs in this cluster represent the LD-sp response which was activated in FG under the SD condition. BINGO analysis of this cluster of DEGs suggested that the activated processes include metabolic processes, notably a porphyrin biosynthetic process in the chlorophyll biosynthetic pathway, and response to stimulus (Figure 8H; Supplementary Table S12). These results indicated that expression of *FT* in FG plants by HS treatment could alter plant response to spaceflight, possibly through change sensitivity to the abiotic stimulus and/or cellular metabolic process.

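Chlorophyll synthesis genes rose in space under LD and are enriched in C3. Porphyrin and chlorophyll synthesis accounted for 9 of the 237 annotated genes of C3 (odds ratio 5.63, Fisher's exact test, adjusted p = 2.44e-04), ribosome biogenesis for 21 (odds ratio 5.49, Fisher's exact test, adjusted p = 2.41e-08) and the response to abiotic stimulus for 42 (odds ratio 2.22, Fisher's exact test, adjusted p = 7.43e-05). Over the whole pathway, the list was higher under LD in WT (camera, median 1.16, 7 of 24 higher, or 8 higher adjusted over the list alone, adjusted p = 4.97e-05, and adjusted p = 0.570 with an estimated correlation) and in FG (median 0.84, 4 higher and 1 lower of 24, or 6 higher and 1 lower adjusted over the list alone, adjusted p = 0.0303, and adjusted p = 0.694 with an estimated correlation). The response under LD was smaller in FG than in WT (interaction, median -0.59, adjusted p = 0.00312, and adjusted p = 0.674 with an estimated correlation). Under SD the median was 0.32 in WT (adjusted p = 0.199) and 0.43 in FG (adjusted p = 0.0750). CHLH (AT5G13630), a subunit of the magnesium chelatase, had 3.49 ± 0.72, adjusted p = 0.00887 in WT and 2.88 ± 0.72, adjusted p = 0.0238 in FG under LD (limma), and 1.70 ± 0.72, adjusted p = 0.222 and 3.34 ± 0.72, adjusted p = 0.0594 under SD. CHLI1 (AT4G18480), another subunit, had 3.21 ± 0.73, adjusted p = 0.0138 and 2.19 ± 0.73, adjusted p = 0.0665 under LD. CHLG (AT3G51820), the chlorophyll synthase, had 3.34 ± 0.67, adjusted p = 0.00775 and 2.58 ± 0.67, adjusted p = 0.0277. With spike-in scaling the list was not called in FG under LD (adjusted p = 0.0551). Omitting a single array ended the call of CHLH (3 of the 16 arrays), CHLI1 (3) and CHLG (1) in WT under LD, and CHLH (3) and CHLG (4) in FG under LD. Camera no longer called chlorophyll synthesis in FG under LD without any 1 of 4 arrays and in the genotype interaction under LD without FG-LD-gr replicate 1. List calls were also ended by a filter of above 75 on 1 array, a filter of present calls on 2 arrays and use of only the arrays compared (chlorophyll synthesis in FG under LD).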

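In space under SD, limma called only 2 probe sets between FG and WT; at an unadjusted p under 0.05 and at least 2-fold there were 172. SEP2 (AT3G02310), a floral identity factor, lay at the floor on both arrays of WT and had a log2 fold change of at least 1.79 ± 0.16, adjusted p = 0.00545. A probe set shared by the aldehyde oxidase genes AT1G02590 and AAO4 (AT1G04580), chosen after its values were seen, had no present call above the floor in either genotype, so no fold change is given. On the ground under SD, 2 were higher in FG: the P450 gene CYP81D1 (AT3G28740) with at least 2.46 ± 0.27, adjusted p = 0.0281 and the lipase gene GLIP1 (AT5G40990) with at least 1.45 ± 0.17, adjusted p = 0.0372, both chosen after their values were seen. As groups, cytosolic ribosomal proteins had a lower response in FG under SD than in WT (camera, median -0.69, adjusted p = 9.84e-11, and adjusted p = 0.690 with an estimated correlation) and salicylic acid defence genes a higher one (median 1.58, adjusted p = 1.81e-10, and adjusted p = 0.228 with an estimated correlation). The call ended on leaving out 1 array for SEP2 (1 of the 16 arrays) in FG against WT under SD in space, and CYP81D1 (8) and GLIP1 (8) in FG against WT under SD on the ground. Leaving out 1 array gave up to 309 such probe sets on the ground, without FG-SD-gr replicate 1, and up to 9 in space, without FG-SD-sp replicate 1. On the ground 0 were called with log2(signal + 32), only the arrays compared, the replicate block, spike-in scaling or array weights, and 1 with a filter at 150. In space 0 were called without a floor, with log2(signal + 32) or with only the arrays compared, so the call of SEP2 depends on the floor. A filter of 1 array above 75 or an intensity trend gave 4 in space, and array weights gave 6. The paper proposes from the clusters that FT expressed after heating alters the response to spaceflight, possibly through sensitivity to abiotic stimuli or through metabolism. As a list, the call ended for cytosolic ribosomal proteins in the genotype interaction under SD without FG-SD-sp replicate 1.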

### Impact of Spaceflight on Daylength Flowering Pathways

To further explore the impact of spaceflight on daylength flowering pathways, we investigated the expression pattern of the 49 core flowering control genes (http://wikipathways.org) in response to spaceflight in WT and FG under the LD and the SD, respectively. 

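Of the 36 flowering control genes that Table S13 holds, 35 were tested and 24 were called in at least 1 of the space comparisons (limma). Under LD 12 were higher and 6 lower in WT, and 12 higher and 8 lower in FG. Under SD 2 were higher and 2 lower in each genotype. Adjusted over the list alone, the called genes numbered 21 in WT and 22 in FG under LD and 8 and 7 under SD; the paper chose this list on these samples, so this is not independent evidence. The difference between daylengths passed for 3 genes in WT and 3 in FG, and that between genotypes for 0. Fold changes had the table's direction in 73 of the 76 cases where it gives a fold change, and in 2 of the others FT lay at the floor on all arrays of WT. Among lists set beforehand, the flowering integrators and floral identity genes were not called in any space comparison (camera, WT under LD, median 0.35, 1 of 7 higher, or 1 higher adjusted over the list alone, adjusted p = 0.534, and adjusted p = 0.796 with an estimated correlation), and neither were the floral repressors (WT under LD, median 0.17, 0 of 8 called, or 0 called adjusted over the list alone, adjusted p = 0.891, and adjusted p = 0.926 with an estimated correlation). PRR3 (AT5G60100), a clock pseudo-response regulator, had -1.97 ± 0.43 or lower, adjusted p = 0.0113 in WT and -2.77 ± 0.43 or lower, adjusted p = 0.00304 in FG under LD. CAT3 (AT1G20620), a catalase under clock control, had -1.32 ± 0.23, adjusted p = 0.00401 and -1.53 ± 0.23, adjusted p = 0.00246. With 1 array fewer, the call was lost for PRR3 (3 of the 16 arrays) in WT under LD.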

Thirty-seven of them showed altered expression levels in response to spaceflight in WT and/or FG under at least one of the daylength conditions (Supplementary Table S13). More than one-third of these core flowering control genes are circadian clock genes, including, *LHY* (AT1G01060), *RVE1* (AT5G17300), *RVE2* (AT5G37260), *CCA1* (AT2G46830), *PCC1* (AT3G22231), *ELF4* (AT2G40080), *ELF4-L4* (AT1G17455), *GI* (AT1G22770), *COP1* (AT2G32950), *CO* (AT5G15840), *COL9* (AT3G07650), and *APRR5* (AT5G24470). 

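The morning gene CCA1 rose in space under LD, whereas ELF4, ELF4-L4 and CO did not pass in any comparison. CCA1 (AT2G46830) had log2 fold changes of 2.78 ± 0.66, adjusted p = 0.0166 in WT and 3.02 ± 0.66, adjusted p = 0.0141 in FG under LD and 1.68 ± 0.66, adjusted p = 0.196 and 3.13 ± 0.66, adjusted p = 0.0578 under SD (limma). ELF4 (AT2G40080), of the evening complex, had 1.28 ± 0.48, adjusted p = 0.0843 and 0.65 ± 0.48, adjusted p = 0.387 under LD and -1.25 ± 0.48, adjusted p = 0.184 and -1.10 ± 0.48, adjusted p = 0.301 under SD. Its relative ELF4-L4 (AT1G17455) had -0.85 ± 0.50, adjusted p = 0.259 and 0.17 ± 0.50, adjusted p = 0.862 under LD. CO (AT5G15840), the activator of FT, lay at the floor in FG on every array, so no fold change can be given there, and in WT it had at least 0.39 ± 0.28, adjusted p = 0.355 under LD and -0.42 ± 0.28 or lower, adjusted p = 0.438 under SD. When 1 array was left out, the call was lost for CCA1 (4 of the 16 arrays) in WT under LD, and CCA1 (3) in FG under LD.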

The differential expressions of these core flowering control genes between WT and FG in response to spaceflight was observed (Figure 9A). For example, expression of *PCC1* was down-regulated in FG on the ground, while up-regulated in space in comparison with that in WT. 

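In space under LD, PCC1 fell in WT and rose in FG, and genes of salicylic acid defence fell as a list in WT. PCC1 (AT3G22231), which responds to pathogens and the clock, had a signal of 14241 ± 2951 (SD, n = 2) in WT and 819 ± 814 in FG on the ground under LD, and of 2051 ± 858 and 12820 ± 2905 in space. Its log2 fold change in space under LD was -2.85 ± 0.87, adjusted p = 0.0436 in WT and 4.44 ± 0.87, adjusted p = 0.00896 in FG (limma), and the interaction was 7.29 ± 1.23, adjusted p = 0.0982. Under SD the values were -2.65 ± 0.87, adjusted p = 0.134 and 1.88 ± 0.87, adjusted p = 0.335. FG minus WT was -4.60 ± 0.87, adjusted p = 0.159 on the ground and 2.69 ± 0.87, adjusted p = 0.721 in space under LD, and -2.62 ± 0.87, adjusted p = 0.396 and 1.90 ± 0.87, adjusted p = 1.00 under SD. Salicylic acid defence genes fell as a list in WT under LD (camera, median -1.72, 7 of 21 lower, or 8 lower adjusted over the list alone, adjusted p = 1.02e-04, and adjusted p = 0.523 with an estimated correlation). In FG the list was not called (median 0.39, 6 higher and 1 lower of 21, or 7 higher and 1 lower adjusted over the list alone, adjusted p = 0.143, and adjusted p = 0.694 with an estimated correlation). Under SD they were lower in WT (median -0.99, 1 of 21 lower, or 3 lower adjusted over the list alone, adjusted p = 4.59e-05, and adjusted p = 0.521 with an estimated correlation), and in FG they were not called (median 0.37, adjusted p = 0.0985, and adjusted p = 0.682 with an estimated correlation). The genotypes differed under LD in this list (interaction by camera, median 2.27, 2 of 21 higher, or 8 higher adjusted over the list alone, adjusted p = 2.56e-12, and adjusted p = 0.228 with an estimated correlation). PR1 (AT2G14610), the marker of this response, had -1.72 ± 0.90, adjusted p = 0.205 in WT and 3.79 ± 0.90, adjusted p = 0.0197 in FG under LD. Without 1 of the arrays, the call was lost for PCC1 (10 of the 16 arrays) in WT under LD, and PCC1 (3) and PR1 (3) in FG under LD.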

Expression of *FT* in FG was apparently higher under both LD and SD conditions on the ground and in space than that in WT (Figure 9A), consistent with GFP signal in FG observed by inflight images (Figure 3P). In addition, *ERD*, MAPKKK-like kinase, ureidoglyconlate hydrolase, and *LHY* were up-regulated, while *ELF4*, *SPA1,* and F-box protein were down-regulated in FG under the SD condition in space in comparison to those in WT under the same conditions (Figure 9A).

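FT was detected in FG on the ground under both daylengths and was at or near the floor of 75 in FG in space under LD. On the ground FT (AT1G65480) had signals of 296 and 717 on the 2 FG arrays under LD and of 178 and 812 under SD. In space its signals were 75.9 and 8.30 under LD and 73.5 and 206 under SD. In WT every array was below the floor, from 4.25 to 61.2, and none was called present. FG minus WT was therefore a bound, at least 2.62 ± 0.65, adjusted p = 0.305 under LD and at least 2.34 ± 0.65, adjusted p = 0.319 under SD on the ground and at least 0.73 ± 0.65, adjusted p = 1.00 under SD in space (limma), and under LD in space none is given. In FG the log2 fold change in space was -2.61 ± 0.65 or lower, adjusted p = 0.0238 under LD, where neither array in space has a present call above the floor, and -1.61 ± 0.65, adjusted p = 0.263 under SD. The call was lost on leaving out 1 array for FT (3 of the 16 arrays) in FG under LD.

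**Figure D2:**
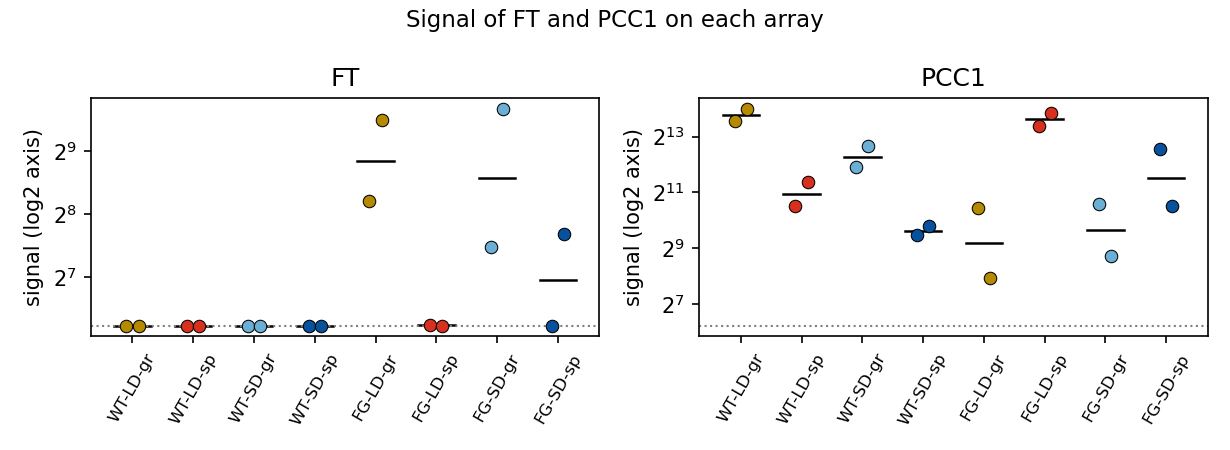
Signals of FT and PCC1 on each of the 16 arrays, on a log axis, by genotype, daylength and environment, with group means and the floor of 75. Signals under the floor are raised to it. FT lies above the floor in FG on the ground, from 178 to 812, and is drawn at the floor on every WT array.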

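ERD was higher in space under LD in both genotypes, and the other genes of this group mostly did not pass. ERD (AT4G15430), a dehydration-responsive membrane protein, had log2 fold changes of at least 1.88 ± 0.27, adjusted p = 0.00160 in WT and at least 1.88 ± 0.27, adjusted p = 0.00204 in FG under LD (limma), and lay at the floor on all arrays under SD. UAH (AT2G35820), the ureidoglycolate hydrolase, had -2.11 ± 0.69, adjusted p = 0.0546 and -2.84 ± 0.69, adjusted p = 0.0211 under LD. SPA1 (AT2G46340), which helps degrade CONSTANS in the dark, had 0.98 ± 0.34, adjusted p = 0.0681 and 1.04 ± 0.34, adjusted p = 0.0619 under LD and -0.53 ± 0.34, adjusted p = 0.423 and -0.13 ± 0.34, adjusted p = 0.925 under SD. The MAPKKK-like kinase (AT1G73660) had 1.21 ± 0.48, adjusted p = 0.0971 and 0.90 ± 0.48, adjusted p = 0.225 under LD, and the F-box protein (AT3G03040) had 1.08 ± 0.23, adjusted p = 0.0112 and 0.40 ± 0.23, adjusted p = 0.281. In space under SD, FG minus WT was 0.66, adjusted p = 1.00 for UAH, 0.80, adjusted p = 1.00 for the MAPKKK-like kinase, -0.01, adjusted p = 1.00 for SPA1, -0.85, adjusted p = 1.00 for ELF4 and -0.51, adjusted p = 1.00 for the F-box protein, and none passed. With 1 array omitted, the call ended for UAH (4 of the 16 arrays) in FG under LD, and F-box (1) in WT under LD.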

**FIGURE 9:**
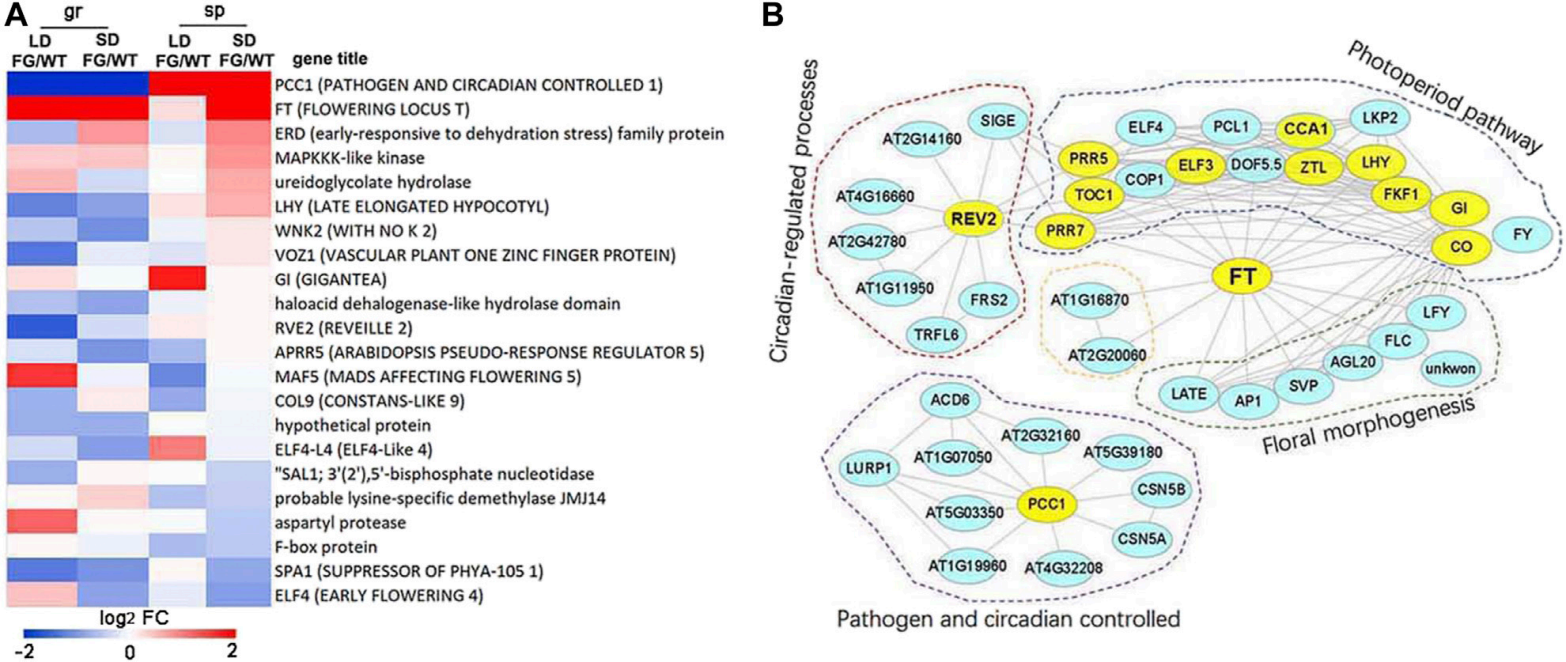
The core photoperiod responsive genes altered expression levels by exposuree to spaceflight. **(A)** Log_2_ flod change of the 20 core photoperiod genes in the FG under LD or SD on ground (gr) and under spaceflight (sp), respectively, in comparison with these genes in wild-type (WT) under the same condition (FG/WT). **(B)** Diagram of the FT protein interaction networks of the photoperiod responsive genes. The genes, which changed expression levels in response to spaceflight in comparison with their controls on ground, were labelled by color in yellow.

Furthermore, several circadian clock genes were observed among FT interactome (Figure 9B). 

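RVE2, a MYB transcription factor related to CCA1, rose in space under LD. RVE2 (AT5G37260) had a signal of 97.8 ± 32.3 (SD, n = 2) in WT on the ground and 3112 ± 190 in space under LD, and lay at the floor in FG on the ground. Its log2 fold change was at least 5.03 ± 0.30, adjusted p = 1.47e-05 in WT and at least 5.5 ± 0.30, adjusted p = 6.73e-06 in FG under LD (limma), and 0.56 ± 0.30, adjusted p = 0.329 and at least 0.91 ± 0.30, adjusted p = 0.176 under SD. The interaction with daylength in WT was -4.47 ± 0.42 or lower, adjusted p = 0.00129. Its relative RVE1 (AT5G17300), which links the clock to auxin, had at least 4.84 ± 0.27, adjusted p = 1.11e-05 in WT and at least 5.17 ± 0.27, adjusted p = 5.49e-06 in FG under LD and an interaction of -4.71 ± 0.38 or lower, adjusted p = 5.17e-04 in WT.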

*REV2*, which is involved in regulating both photoperiod pathways and circadian processes, was up-regulated about 115-fold in FG and about 35-fold in WT under the LD in space in comparison with their control on the ground, but less increased under the SD (Supplementary Table S13). Expression level of *LHY* exhibited up-regulation under LD in WT and FG in space (5.82- and 15.56-fold, respectively), but more significantly increased under SD in space (9.05- and 26-fold, respectively). In contrast, expression level of *GI* was down-regulated under both LD and SD in WT and FG during spaceflight (Supplementary Table S13). These results indicated that circadian clock genes could play an important role in FT integrated daylength pathways for plant adaptation to spaceflight at the reproductive developmental stage.

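LHY, the morning partner of CCA1, rose in space under both daylengths and in both genotypes. Its log2 fold change was 2.54 ± 0.44, adjusted p = 0.00431 in WT and 4.08 ± 0.44, adjusted p = 4.62e-04 in FG under LD, and 3.21 ± 0.44, adjusted p = 0.0147 and 4.47 ± 0.44, adjusted p = 0.00192 under SD (limma). The response did not differ detectably between daylengths, with interactions of 0.66 ± 0.63, adjusted p = 0.745 in WT and 0.39 ± 0.63, adjusted p = 0.819 in FG, nor between genotypes, with 1.54 ± 0.63, adjusted p = 0.806 under LD and 1.26 ± 0.63, adjusted p = 1.00 under SD. Omitting a single array ended the call of LHY (2 of the 16 arrays) in WT under SD.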

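GI fell in space in every comparison. GI (AT1G22770), a light and clock regulator that activates CONSTANS, lay at the floor on every array from space under LD, so its log2 fold changes there are bounds, -3.51 ± 0.33 or lower, adjusted p = 2.25e-04 in WT and -3.76 ± 0.33 or lower, adjusted p = 1.58e-04 in FG (limma). Under SD they were -1.99 ± 0.33, adjusted p = 0.0240 and -1.73 ± 0.33, adjusted p = 0.0400. The interaction with daylength was at least 1.52 ± 0.47, adjusted p = 0.196 in WT and at least 2.03 ± 0.47, adjusted p = 0.0846 in FG, and neither passed. The call ended on leaving out 1 array for GI (4 of the 16 arrays) in WT under SD, and GI (12) in FG under SD.

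**Figure D3:**
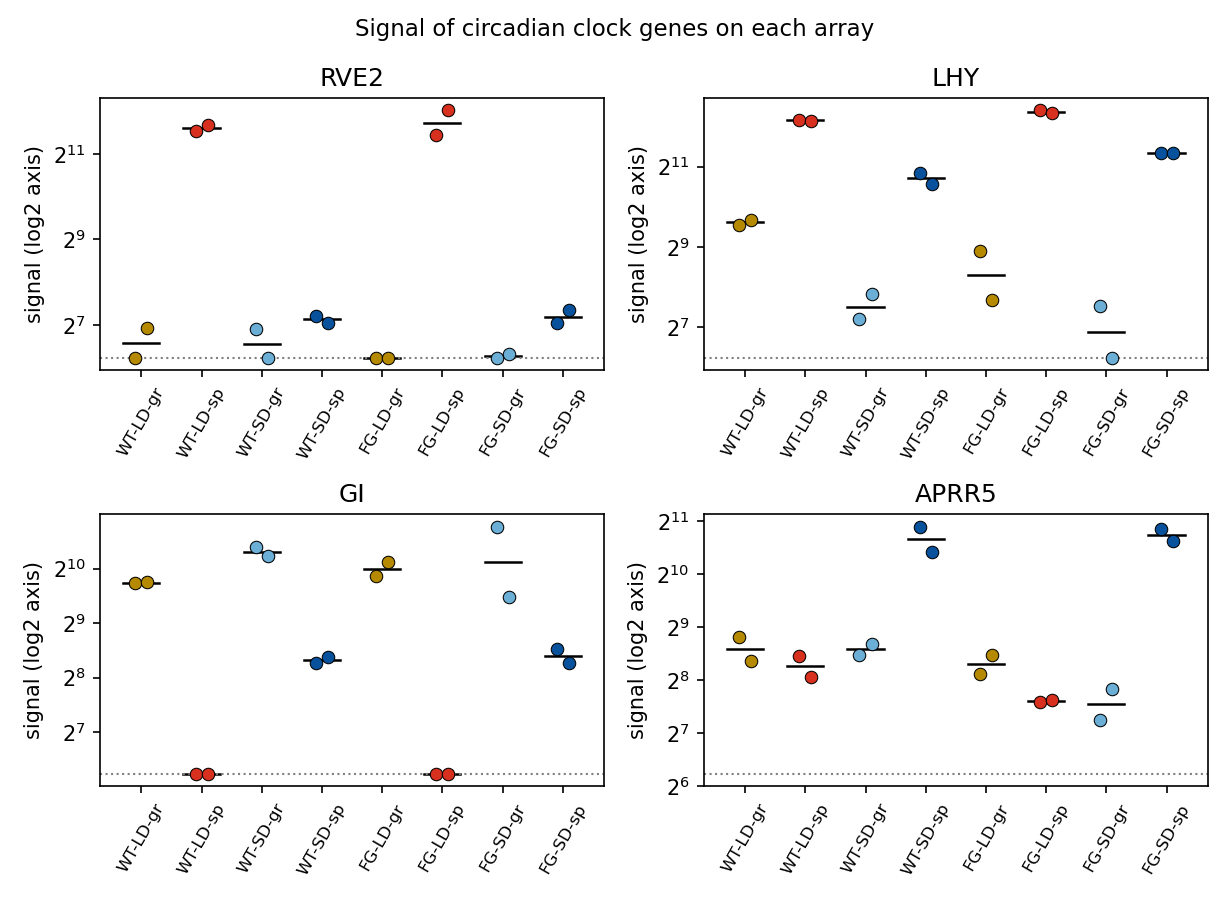
Log2 signals of the clock genes RVE2, LHY, GI and APRR5 on each of the 16 arrays, with group means. Signals under the floor are raised to it. LHY is higher on every array from space than on any from the ground, and GI is lower.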

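Some clock genes responded to space differently by daylength. Of the morning and evening clock lists, 5 members in WT and 4 in FG had a called interaction (limma). PRR7 (AT5G02810), a pseudo-response regulator that represses CCA1 and LHY, fell under LD, with log2 fold changes of -2.96 ± 0.27, adjusted p = 1.83e-04 in WT and -3.04 ± 0.27, adjusted p = 1.5e-04 in FG, and had 0.09 ± 0.27, adjusted p = 0.912 and 0.45 ± 0.27, adjusted p = 0.466 under SD (interaction 3.04 ± 0.38, adjusted p = 0.00818 and 3.49 ± 0.38, adjusted p = 0.00270). GRP8 (AT4G39260), an RNA-binding protein under clock control, had -1.99 ± 0.26, adjusted p = 9.64e-04 in WT under LD and an interaction of 2.09 ± 0.36, adjusted p = 0.0300. A probe set shared by APRR9 (AT2G46790) and AT2G46670, chosen after its values were seen, had -2.32, adjusted p = 0.0324 in WT and -2.90, adjusted p = 0.0156 in FG under LD and an interaction of 6.12 ± 0.93, adjusted p = 0.0162 in FG. With 1 array fewer, the call was lost for PRR7 (1 of the 16 arrays) and GRP8 (5) in the daylength interaction in WT, APRR9 (7) in WT under LD, APRR9 (3) in FG under LD, and APRR9 (4) in the daylength interaction in FG. The paper gives the hour of landing and says that the unit was received about 2 h later, but the clock time of the ground harvest was not found in its text. Leaves from space and ground may therefore differ in the hour at which they were taken. The paper proposes that circadian clock genes have an important role in FT-dependent daylength pathways during adaptation to spaceflight.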

## Data Availability

The data presented in the study are deposited in the (https://www.ncbi.nlm.nih.gov/geo) repository, accession number (GSE190748).

## Discussion

Day length and the spaceflight condition both impact the growth and development of plants, but interaction between them remains unclear. In this study, we constructed a transgenic plant (*pHSP:FT*; *pHSP:GFP*) and designed a protocol for the induction of FT expression on orbital condition using HS treatment by remote control. Using this experimental system, we revealed: 1) plant response to spaceflight at transcriptional levels is associated with the daylength conditions. 2) daylength-related spaceflight response could be involved in the alteration of transcriptional activity in protein synthesis and post-translation protein modulation, notably protein phosphorylation. 3) Expression of *FT* in Arabidopsis leaves by HS induction under the SD condition in space can alter the expression of gene function in the cellular metabolic process and/or the abiotic stimulus.

Genetic manipulation of gene expression at key developmental stage using a gene switch, which can mediate an “on/off” situation of gene activity, will be very important to design efficient production and resilient crop cultivation in a bioregenerative life-support system (BLSS) for a long-term mission such as on an earth-orbit space station, the Moon, and Mars in the future. A previous study using transgenic Arabidopsis containing the alcohol dehydrogenase (Adh) gene promoter linked to the *β*-glucuronidase (GUS) reporter gene has been used to evaluate the stress signal perception and transduction in Arabidopsis during spaceflight (Paul et al., 2001). In this study, we demonstrated that a *HSP17.4* promoter combined with *FT* and *GFP* could be used in the flowering induction of transgenic Arabidopsis by simply heating the culture chamber (37°C, 1 h), and expression of *GFP* gene in leaves, which could be directly monitored by a remote camera. However, HSP17.4, which belongs to a small heat shock protein family, is synthesized in response to high temperatures and other stresses in the vegetative tissues of plants (Ré et al., 2017). In our study, FG plants showed slight earlier bolting under LD (without HS) in both ground and space conditions indicating activation of *HSP17.4* promoter in plants induced in advance possibly by a stress caused by closed culture condition of PGU before the HS was carried out. However, it is no problem for the goal of this study, which was not only to study the effect of FT on flowering induction, but also the effects of FT expression on the reproductive developmental stage after flowering. In addition, the GFP signals of FG under the SD displayed wave-shape (Figure 3P) changed could be due to the temperature of plant leaves in light (about 27°C) and in dark (about 20°C) in the culture chambers and *HSP17.4* could be very sensitive to the change of temperature. Nonetheless, this system provided a possible approach to manipulating crops for high production in space through controlling plant reproductive development.

Flowering is a prerequisite for crop production whenever seeds or fruits are harvested (Blümel et al., 2015; Shim et al., 2017). Various environmental stresses, such as drought, salt and temperature, were reported to have interfered with flowering (Galbiati et al., 2016; Fernández et al., 2016). Spaceflight is a novel stress to plants, which evolved on Earth (Hampp et al., 1997; Zheng et al., 2008; Zhang and Zheng, 2015; Paul et al., 2017; Wu et al., 2020). Previous studies indicated that spaceflight is a compound stress, imposing multiple constraints on plants by integration of spaceflight conditions. For example, roots of plants in space appeared to become hydrotropically more sensitive to moisture gradients (Morohashi et al., 2017) and develop an altered response to red- and blue-light phototropism (Valbuena et al., 2018; Herranz et al., 2019). In this study, we found that Arabidopsis plants grown under the LD were more sensitive to spaceflight in comparison those under the SD condition at a transcriptional level. 

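Probe sets called under LD alone mostly had the same sign under SD. Of the 2216 probe sets called only under LD in WT, 84.5% had the same sign under SD, and r between the responses was 0.714 across genes. In FG these were 78.1% of 1925 and 0.661. DNA replication and cell cycle genes rose under LD in WT (camera, median 0.74, 2 of 9 higher, or 2 higher adjusted over the list alone, adjusted p = 0.0138, and adjusted p = 0.521 with an estimated correlation), and their response was lower under SD (interaction, median -0.60, adjusted p = 0.0106, and adjusted p = 0.420 with an estimated correlation). Genes of the low-oxygen response fell under LD in WT (median -1.11, 2 of 10 lower, or 2 lower adjusted over the list alone, adjusted p = 0.0343, and adjusted p = 0.580 with an estimated correlation) and in FG (median -1.32, 2 of 10 lower, or 2 lower adjusted over the list alone, adjusted p = 0.0127, and adjusted p = 0.580 with an estimated correlation), with a higher response under SD in WT (interaction, median 1.26, adjusted p = 0.0331, and adjusted p = 0.674 with an estimated correlation). HB1 (AT2G16060), a haemoglobin induced by low oxygen, had -2.96 ± 0.64, adjusted p = 0.0107 in WT and -3.12 ± 0.64, adjusted p = 0.0104 in FG under LD (limma), and -0.69 ± 0.64, adjusted p = 0.592 and -1.22 ± 0.64, adjusted p = 0.393 under SD. In WT under LD the low-oxygen list was not called with median centring (adjusted p = 0.0701), nor the DNA replication list with spike-in scaling (adjusted p = 0.0670). When 1 array was left out, the call was lost for HB1 (3 of the 16 arrays) in WT under LD, and HB1 (4) in FG under LD. For lists, the call ended for hypoxia in WT under LD without any 1 of 6 arrays, FG under LD without FG-LD-gr replicate 1 and in the daylength interaction in WT without any 1 of 8 arrays. Other settings ended list calls, namely a filter at 150 (DNA replication and cell cycle in WT under LD and hypoxia in FG under LD); quantile normalization (DNA replication and cell cycle in the daylength interaction in WT); a filter at 150 and use of only the arrays compared (hypoxia in WT under LD); a filter of above 75 on 1 array, a filter at 150 and a filter of present calls on 2 arrays (hypoxia in the daylength interaction in WT).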

Down-regulation of expression in ribosome biogenesis and RNA processing (i.e. ncRNA, rRNA metabolism, and processing) and amino acid metabolic process was observed among ‘common-sp’ genes as well as ‘dl-sp’ genes. This result is consistent with the fact that regulation of ribosome biogenesis, which is linked to factors controlling cell growth and proliferation, was decreased in Arabidopsis cell cultures and seedlings in real microgravity in space or simulated microgravity on the ground (Matía et al., 2010; Manzano et al., 2012; Kamal et al., 2018). The reason for down-regulation of ribosome biogenesis under spaceflight is unknown. A previous study estimated that cells dedicate ∼80% of total transcriptional activity to the synthesis of rRNAs and proteins for ribosome biogenesis (Warner, 1999), making ribosome biogenesis a major nutrient and energy-consuming process in growing cells (Lempiäinen and Shore, 2009). Down-regulation of ribosome biogenesis found in ‘common-sp’ genes suggest a limitation in nutrient and energy supply to plants during the spaceflight response under both the LD and the SD condition. Another interesting finding is our observation that spaceflight trigger networks related to daylength signals altered expression of genes involved in the GO category ‘protein phosphorylation’ in both the WT and FG. These ‘dl-sp’ genes, including protein kinase, receptor-like protein kinase, phosphatase, and signaling in light, ethylene, and calcium, were down-regulated expression in the LD-sp datasets and/or up-regulated expression in the SD-sp datasets. Among ‘protein phosphorylation’ GO category genes, we found phytochrome interacting factor 4(*PIF4*) and phototropic-responsive *NPH3* family protein, and a blue light receptor phototropin 1(*PHOT1*), which showed that expression profiles in response to spaceflight were modulated differently by day length. Similarly, expression of genes involved in sensing the extracellular environment and triggering intracellular signals, such as several wall-associated kinases (WAK), ethylene response sensors, and calcium-dependent protein kinases, were mostly downregulated in response to spaceflight under the LD only, but did not change expression level under the SD.

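As a list, wall-associated kinases were lower in space under LD in WT, and ethylene receptors and signalling genes were higher in space under SD. The list of 7 wall-associated kinases was lower in WT under LD (camera, median -1.42, 3 of 7 lower, or 4 lower adjusted over the list alone, adjusted p = 0.00206, and adjusted p = 0.521 with an estimated correlation), and its response was higher under SD in WT (interaction, median 1.29, adjusted p = 0.00367, and adjusted p = 0.228 with an estimated correlation) and in FG (median 1.14, adjusted p = 0.00814, and adjusted p = 0.228 with an estimated correlation). WAKL14 (AT2G23450), a wall-associated receptor kinase-like protein, had log2 fold changes of -2.35 ± 0.20, adjusted p = 1.54e-04 in WT and -1.63 ± 0.20, adjusted p = 8.97e-04 in FG under LD (limma), with interactions of 1.85 ± 0.29, adjusted p = 0.0191 and 1.64 ± 0.29, adjusted p = 0.0285. WAKL2 (AT1G16130) had -1.97 ± 0.26, adjusted p = 0.00100 and -2.16 ± 0.26, adjusted p = 6.62e-04, with an interaction of 2.39 ± 0.36, adjusted p = 0.0162 in FG. Ethylene receptors and signalling genes as a list were higher under SD in WT (median 0.37, 1 of 11 higher, or 4 higher adjusted over the list alone, adjusted p = 0.0328, and adjusted p = 0.521 with an estimated correlation) and in FG (median 0.62, 1 of 11 higher, or 3 higher adjusted over the list alone, adjusted p = 4.40e-04, and adjusted p = 0.521 with an estimated correlation), with an interaction in WT (median 0.99, adjusted p = 0.00312, and adjusted p = 0.228 with an estimated correlation). On the ground the ethylene list was lower under SD than under LD in WT (median -0.22, adjusted p = 0.0228, and adjusted p = 0.521 with an estimated correlation) and in FG (median -0.27, adjusted p = 0.00572, and adjusted p = 0.521 with an estimated correlation). ERS1 had 0.64 ± 0.28, adjusted p = 0.128 and 1.41 ± 0.28, adjusted p = 0.00882 under LD and 2.60 ± 0.28, adjusted p = 0.00592 and 2.47 ± 0.28, adjusted p = 0.00354 under SD, and ERS2 (AT1G04310) had 1.11 ± 0.37, adjusted p = 0.136 and at least 1.49 ± 0.37, adjusted p = 0.0871 under SD. CPK28 (AT5G66210), a calcium-dependent kinase of immunity and stem growth, had -1.03 ± 0.39, adjusted p = 0.0895 and -1.35 ± 0.39, adjusted p = 0.0411 under LD. Without 1 of the arrays, the call was lost for WAKL14 (2 of the 16 arrays) in the daylength interaction in WT, WAKL14 (4) and WAKL2 (2) in the daylength interaction in FG, ERS1 (2) and CPK28 (10) in FG under LD, and ERS1 (1) in WT under SD. In camera, the call was lost for wall-associated kinases in the daylength interaction in FG without FG-LD-gr replicate 1, and for ethylene receptors and signalling in WT under SD without any 1 of 6 arrays, WT on the ground without WT-LD-gr replicate 2 or WT-SD-gr replicate 1 and in FG on the ground without FG-LD-gr replicate 2. Further list calls ended under no floor, log2(signal + 32), a filter at 150 and use of only the arrays compared (ethylene receptors and signalling in WT under SD); no floor, log2(signal + 32) and use of only the arrays compared (ethylene receptors and signalling in WT on the ground).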

Plant photoperiodic regulation can be divided into three parts: light input, circadian clock, and output. A previous study pointed out that light-associated pathways in Arabidopsis showed significant down-regulation during spaceflight (Valbuena et al., 2018; Vandenbrink et al., 2019). However, those experiments were all performed under the LD condition, but not under the SD. Our study found that light-associated genes, such as *PHOT1,* were down-regulated only under the LD, while expression of *PIF4* and *NPH3* did not change under the LD, but up-regulated specifically under the SD under spaceflight, suggesting that photoperiod apparently affected the plant’s response to spaceflight during light input. In addition, light information is integrated into innate photoperiodic timing mechanisms governed by the circadian clock to induce *FT* expression that triggers flowering (Shim et al., 2017). 

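PHOT1 was higher in space under SD in WT and did not pass under LD. PHOT1 (AT3G45780), the blue light receptor for phototropism, had log2 fold changes of 0.15 ± 0.31, adjusted p = 0.772 in WT and -0.78 ± 0.31, adjusted p = 0.116 in FG under LD and of 1.90 ± 0.31, adjusted p = 0.0221 and 1.16 ± 0.31, adjusted p = 0.110 under SD (limma), with interactions of 1.74 ± 0.44, adjusted p = 0.118 and 1.94 ± 0.44, adjusted p = 0.0810. PIF4 (AT2G43010), a transcription factor that phytochrome removes in light, had -1.02 ± 0.58, adjusted p = 0.238 and -1.38 ± 0.58, adjusted p = 0.132 under LD and 0.03 ± 0.58, adjusted p = 1.00 and 0.32 ± 0.58, adjusted p = 0.865 under SD. The NPH3 family gene AT3G19850, of a family that acts with phototropins, had -1.15 ± 0.83, adjusted p = 0.356 and -1.34 ± 0.83, adjusted p = 0.301 under LD and 0.69 ± 0.83, adjusted p = 0.697 and -0.06 ± 0.83, adjusted p = 1.00 under SD. None of the values of PIF4 and the NPH3 family gene passed. The call was lost on leaving out 1 array for PHOT1 (3 of the 16 arrays) in WT under SD.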

The plant circadian clock consists of multiple transcription-translation feedback loops that are influenced by environmental signals, linking the clock with plant stress adaptation. The expression of circadian clock components, such as *CCA1*, *ELF3*, *GI*, *GRP7*, *PRR9*, TOC1, and ZTL, were affected by stress environment, including water use efficiency of Arabidopsis (Simon et al., 2020), high light (Yakir et al., 2007) as well as the 3-D clinostat rotational simulated microgravity on the ground (Xie and Zheng, 2020). In this study, our data indicate that the circadian oscillator is important for regulating the spaceflight response of Arabidopsis. 

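As lists, clock genes of the evening were lower in space in all 4 comparisons, and those of the morning had a positive median. The evening clock list fell under LD in WT (camera, median -0.85, 4 of 11 lower, or 1 higher and 4 lower adjusted over the list alone, adjusted p = 0.00683, and adjusted p = 0.523 with an estimated correlation) and in FG (median -0.70, 3 of 11 lower, or 3 lower adjusted over the list alone, adjusted p = 0.00131, and adjusted p = 0.521 with an estimated correlation). Under SD it was lower in WT (median -0.66, 1 higher and 1 lower of 11, or 1 higher and 1 lower adjusted over the list alone, adjusted p = 0.0114, and adjusted p = 0.549 with an estimated correlation) and in FG (median -0.62, 1 higher and 1 lower of 11, or 1 higher and 2 lower adjusted over the list alone, adjusted p = 0.0365, and adjusted p = 0.570 with an estimated correlation). The morning clock list rose in FG under SD (median 0.91, 1 of 11 higher, or 4 higher adjusted over the list alone, adjusted p = 3.74e-05, and adjusted p = 0.521 with an estimated correlation), more than in WT (interaction, median 0.97, adjusted p = 8.91e-05, and adjusted p = 0.383 with an estimated correlation). In FG that list was lower under SD than under LD on the ground (median -0.45, adjusted p = 0.00384, and adjusted p = 0.555 with an estimated correlation). In the other comparisons of space with ground it was not called, with a median of 0.76 in WT (adjusted p = 0.130) and 0.75 in FG (adjusted p = 0.108) under LD and 0.13 in WT under SD (adjusted p = 0.508). The mean of the morning genes minus that of the evening genes was 2.01 and 2.28 in WT and FG under LD and 1.01 and 1.74 under SD. With quantile normalization the evening list was not called in FG under SD (adjusted p = 0.0776). Among lists, the call was lost for evening clock in WT under SD without WT-SD-gr replicate 2 and in FG under SD without FG-SD-gr replicate 1 or FG-SD-sp replicate 2, and for morning clock in FG on the ground without FG-LD-gr replicate 2 or FG-SD-gr replicate 2. Camera lost a list call with no floor, log2(signal + 32) and use of only the arrays compared (evening clock in FG under SD); use of only the arrays compared (morning clock in FG on the ground).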

Up-regulation of morning components (*CCA1*, *LHY*, *REV1,* and *REV2*) and down-regulation of late day (*GI*) and evening (*ELF4-L4*) components of the circadian oscillator in space under the LD and/or the SD in both WT and FG. Additionally, *COL9* and *COP1* enhanced expression levels in response to spaceflight specifically under the LD condition, while *APRR5* increased expression levels in response to spaceflight specifically under the SD condition. Together, these results suggest that the circadian oscillators can be altered by expression levels in response to spaceflight dependent on daylength condition, which could interfere with flowering in space. 

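COL9 and COP1 rose in space under LD, and APRR5 under SD. COL9 (AT3G07650), a CONSTANS-like repressor of flowering, lay at the floor on the ground under LD, and its log2 fold change was at least 2.66 ± 0.49, adjusted p = 0.00550 in WT and at least 1.81 ± 0.49, adjusted p = 0.0328 in FG (limma). Under SD it had -0.31 ± 0.49, adjusted p = 0.784 and -0.70 ± 0.49, adjusted p = 0.547, with an interaction of -2.97 ± 0.70 or lower, adjusted p = 0.0953 in WT. COP1 (AT2G32950), the light-regulated ubiquitin ligase that acts on CONSTANS, had 1.32 ± 0.26, adjusted p = 0.00710 and 1.19 ± 0.26, adjusted p = 0.0136 under LD and 0.69 ± 0.26, adjusted p = 0.178 and 0.20 ± 0.26, adjusted p = 0.778 under SD, with an interaction of -0.63 ± 0.37, adjusted p = 0.539 in WT. APRR5 (AT5G24470), a pseudo-response regulator of the afternoon, had -0.32 ± 0.28, adjusted p = 0.455 and -0.69 ± 0.28, adjusted p = 0.124 under LD and 2.08 ± 0.28, adjusted p = 0.0147 and 3.20 ± 0.28, adjusted p = 0.00136 under SD, with interactions of 2.4 ± 0.40, adjusted p = 0.0251 and 3.89 ± 0.40, adjusted p = 0.00194. With 1 array omitted, the call ended for COL9 (9 of the 16 arrays) and COP1 (3) in FG under LD, APRR5 (2) in WT under SD, and APRR5 (3) in the daylength interaction in WT.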

Changing the circadian function by influencing plant flowering and fitness in spaceflight offers the hypothesis that optimizing circadian function will enhance crop productivity in space.

In addition, the plants for transcription analysis in this study were sampled about 2 h post-landing, the spaceflight responsive DEGs we identified above only represent those spaceflight adaptation genes, the expression behaviors of which were not recovered by the short-term altered gravity during landing. Many other spaceflight responsive genes remain to be identified. These include those short-term altered gravity responsive genes, such as those which function by dramatically increasing production of ROS and other radicals in plants during short-term gravity stimulus (Babbick et al., 2007). In the future, more refinement of our understanding on the response of plants to spaceflight conditions, including microgravity, is necessary to inform manipulation towards the goal of enhancing crop productivity in BLSS (Czarnecka et al., 1990; Wehmeyer et al., 1996).

## References

[B1] AchardP.ChengH.De GrauweL.DecatJ.SchouttetenH.MoritzT. (2006). Integration of Plant Responses to Environmentally Activated Phytohormonal Signals. Science 311, 91–94. 10.1126/science.1118642 16400150

[B2] BabbickM.DijkstraC.LarkinO. J.AnthonyP.DaveyM. R.PowerJ. B. (2007). Expression of Transcription Factors after Short-Term Exposure of *Arabidopsis thaliana* Cell Cultures to Hypergravity and Simulated Microgravity (2-D/3-D Clinorotation, Magnetic Levitation). Adv. Space Res. 39, 1182–1189. 10.1016/j.asr.2007.01.001

[B3] BarjaktarovicZ.SchützW.MadlungJ.FladererC.NordheimA.HamppR. (2009). Changes in the Effective Gravitational Field Strength Affect the State of Phosphorylation of Stress-Related Proteins in Callus Cultures of *Arabidopsis thaliana* . J. Exp. Bot. 60, 779–789. 10.1093/jxb/ern324 19129159PMC2652066

[B4] BeckerB.HoltgrefeS.JungS.WunrauC.KandlbinderA.BaierM. (2005). Influence of the Photoperiod on Redox Regulation and Stress Responses in *Arabidopsis thaliana* L. (Heynh.) Plants under Long- and Short-Day Conditions. Planta 224, 380–393. 10.1007/s00425-006-0222-3 16435132

[B5] BlümelM.DallyN.JungC. (2015). Flowering Time Regulation in Crops - what Did We Learn from Arabidopsis. Curr. Opin. Biotechnol. 32, 121–129. 10.1016/j.copbio.2014.11.023 25553537

[B6] BoyesD. C.ZayedA. M.AscenziR.McCaskillA. J.HoffmanN. E.DavisK. R. (2001). Growth Stage-Based Phenotypic Analysis of Arabidopsis. Plant Cell 13, 1499–1510. 10.1105/tpc.010011 11449047PMC139543

[B7] CampbellW. F.SalisburyF. B.BugbeeB.KlassenS.NaegleE.StricklandD. T. (2001). Comparative floral Development of Mir-Grown and Ethylene-Treated, Earth-Grown Super Dwarf Wheat. J. Plant Physiol. 158, 1051–1060. 10.1078/s0176-1617(04)70129-7 12033229

[B8] CavalarM.PhlippenY.KreuzalerF.PeterhänselC. (2006). A Drastic Reduction in DOF1 Transcript Levels Does Not Affect C4-specific Gene Expression in maize. J. Plant Physiol. 164, 1665–1674. 10.1016/j.jplph.2006.09.008 17178169

[B9] CzarneckaE.FoxP. C.GurleyW. B. (1990). *In Vitro* interaction of Nuclear Proteins with the Promoter of Soybean Heat Shock Gene Gmhsp17.5E. Plant Physiol. 94, 935–943. 10.1104/pp.94.3.935 16667874PMC1077325

[B10] De MiccoV.De PascaleS.ParadisoR.AronneG. (2014). Microgravity Effects on Different Stages of Higher Plant Life Cycle and Completion of Theseed-To-Seedcycle. Plant Biol. J. 16, 31–38. 10.1111/plb.12098 24015754

[B11] FernándezV.TakahashiY.Le GourrierecJ.CouplandG. (2016). Photoperiodic and Thermosensory Pathways Interact through CONSTANS to Promote Flowering at High Temperature under Short Days. Plant J. 86, 426–440. 10.1111/tpj.13183 27117775

[B12] GalbiatiF.ChiozzottoR.LocatelliF.SpadaA.GengaA.FornaraF. (2016). Hd3a,RFT1andEhd1integrate Photoperiodic and Drought Stress Signals to Delay the floral Transition in rice. Plant Cel Environ. 39, 1982–1993. 10.1111/pce.12760 27111837

[B13] GomezM. D.VentimillaD.SacristanR.Perez-AmadorM. A. (2016). Gibberellins Regulate Ovule Integument Development by Interfering with the Transcription Factor ATS. Plant Physiol. 172, 2403–2415. 10.1104/pp.16.01231 27794102PMC5129715

[B14] HamppR.HoffmannE.SchönherrK.JohannP.FilippisL. D. (1997). Fusion and Metabolism of Plant Cells as Affected by Microgravity. Planta 203, S42–S53. 10.1007/pl00008114 9299795

[B15] HanX.YuH.YuanR.YangY.AnF.QinG. (2019). Arabidopsis Transcription Factor TCP5 Controls Plant Thermomorphogenesis by Positively Regulating PIF4 Activity. iScience 15, 611–622. 10.1016/j.isci.2019.04.005 31078552PMC6548983

[B16] HerranzR.VandenbrinkJ. P.VillacampaA.ManzanoA.PoehlmanW. L.FeltusF. A. (2019). RNAseq Analysis of the Response of *Arabidopsis thaliana* to Fractional Gravity under Blue-Light Stimulation during Spaceflight. Front. Plant Sci. 10, 1529. 10.3389/fpls.2019.01529 31850027PMC6889863

[B17] HosonT.SogaK.WakabayashiK.HashimotoT.KaraharaI.YanoS. (2014). Growth Stimulation in Inflorescences of anArabidopsistubulin Mutant under Microgravity Conditions in Space. Plant Biol. J. 16, 91–96. 10.1111/plb.12099 24148142

[B18] KamalK. Y.HerranzR.van LoonJ. J. W. A.MedinaF. J. (2018). Simulated Microgravity, Mars Gravity, and 2g Hypergravity Affect Cell Cycle Regulation, Ribosome Biogenesis, and Epigenetics in Arabidopsis Cell Cultures. Sci. Rep. 8, 6424. 10.1038/s41598-018-24942-7 29686401PMC5913308

[B19] KaraharaI.SutoT.YamaguchiT.YashiroU.TamaokiD.OkamotoE. (2020). Vegetative and Reproductive Growth of Arabidopsis under Microgravity Conditions in Space. J. Plant Res. 133, 571–585. 10.1007/s10265-020-01200-4 32424466

[B20] KazanK.LyonsR. (2016). The Link between Flowering Time and Stress Tolerance. J. Exp. Bot. 67, 47–60. 10.1093/jxb/erv441 26428061

[B21] KissJ. Z.BrinckmannE.BrillouetC. (2000). Development and Growth of Several Strains of Arabidopsis Seedlings in Microgravity. Int. J. Plant Sci. 161, 55–62. 10.1086/314223 10648194

[B22] KrikorianA. D.O'ConnorS. A. (1984). Karyological Observations. Ann. Bot. 54, 49–63. 10.1093/oxfordjournals.aob.a086866 11538823

[B23] KuangA.MusgraveM. E.MatthewsS. W. (1996). Modification of Reproductive Development in *Arabidopsis thaliana* under Spaceflight Conditions. Planta 198, 588–594. 10.1007/bf00262646 11539321

[B24] KwonT.SparksJ. A.NakashimaJ.AllenS. N.TangY.BlancaflorE. B. (2015). Transcriptional Response of Arabidopsis Seedlings during Spaceflight Reveals Peroxidase and Cell wall Remodeling Genes Associated with Root Hair Development. Am. J. Bot. 102, 21–35. 10.3732/ajb.1400458 25587145

[B25] LempiäinenH.ShoreD. (2009). Growth Control and Ribosome Biogenesis. Curr. Opin. Cel Biol. 21, 855–863. 10.1016/j.ceb.2009.09.002 19796927

[B26] LevinskikhM. A.SychevV. N.DerendyaevaT. A.SignalovaO. B.SalisburyF. B.CampbellW. F. (2000). Analysis of the Spaceflight Effects on Growth and Development of Super dwarf Wheat Grown on the Space Station Mir. J. Plant Physiol. 156, 522–529. 10.1016/s0176-1617(00)80168-6 11543345

[B27] LinkB. M.BusseJ. S.StankovicB. (2014). Seed-to-seed-to-seed Growth and Development of Arabidopsis in Microgravity. Astrobiology 14, 866–875. 10.1089/ast.2014.1184 25317938PMC4201294

[B28] LinkB. M.DurstS. J.ZhouW.StankovicB. (2003). Seed-to-seed Growth of *Arabidopsis thaliana* on the International Space Station. Adv. Space Res. 31, 2237–2243. 10.1016/s0273-1177(03)00250-3 14686438

[B29] MaY.ShabalaS.LiC.LiuC.ZhangW.ZhouM. (2015). Quantitative Trait Loci for Salinity Tolerance Identified under Drained and Waterlogged Conditions and Their Association with Flowering Time in Barley (*Hordeum Vulgare.* L). PLoS One 10, e0134822. 10.1371/journal.pone.0134822 26247774PMC4527667

[B30] ManzanoA. I.van LoonJ. J.ChristianenP. C.Gonzalez-RubioJ. M.MedinaF. J.HerranzR. (2012). Gravitational and Magnetic Field Variations Synergize to Cause Subtle Variations in the Global Transcriptional State of Arabidopsis *In Vitro* Callus Cultures. BMC Genomics 13, 105. 10.1186/1471-2164-13-105 22435851PMC3368779

[B31] MatíaI.González-CamachoF.HerranzR.KissJ. Z.GassetG.van LoonJ. J. W. A. (2010). Plant Cell Proliferation and Growth Are Altered by Microgravity Conditions in Spaceflight. J. Plant Physiol. 167, 184–193. 10.1016/j.jplph.2009.08.012 19864040

[B32] MediciA.Marshall-ColonA.RonzierE.SzponarskiW.WangR.GojonA. (2015). AtNIGT1/HRS1 Integrates Nitrate and Phosphate Signals at the Arabidopsis Root Tip. Nat. Commun. 6, 6274. 10.1038/ncomms7274 25723764PMC4373655

[B33] MiH.MuruganujanA.HuangX.EbertD.MillsC.GuoX. (2019). Protocol Update for Large-Scale Genome and Gene Function Analysis with the PANTHER Classification System (v.14.0). Nat. Protoc. 14, 703–721. 10.1038/s41596-019-0128-8 30804569PMC6519457

[B34] MorohashiK.OkamotoM.YamazakiC.FujiiN.MiyazawaY.KamadaM. (2017). Gravitropism Interferes with Hydrotropism via Counteracting Auxin Dynamics in Cucumber Roots: Clinorotation and Spaceflight Experiments. New Phytol. 215, 1476–1489. 10.1111/nph.14689 28722158

[B35] MurashigeT.SkoogF. (1962). A Revised Medium for Rapid Growth and Bio Assays with Tobacco Tissue Cultures. Physiol. Plant 15, 473–497. 10.1111/j.1399-3054.1962.tb08052.x

[B36] PaulA.-L.DaughertyC. J.BihnE. A.ChapmanD. K.NorwoodK. L. L.FerlR. J. (2001). Transgene Expression Patterns Indicate that Spaceflight Affects Stress Signal Perception and Transduction in Arabidopsis. Plant Physiol. 126, 613–621. 10.1104/pp.126.2.613 11402191PMC111153

[B37] PaulA.-L.SngN. J.ZupanskaA. K.KrishnamurthyA.SchultzE. R.FerlR. J. (2017). Genetic Dissection of the Arabidopsis Spaceflight Transcriptome: Are Some Responses Dispensable for the Physiological Adaptation of Plants to Spaceflight. PLoS One 12, e0180186. 10.1371/journal.pone.0180186 28662188PMC5491145

[B38] PaulA.-L.ZupanskaA. K.OstrowD. T.ZhangY.SunY.LiJ.-L. (2012). Spaceflight Transcriptomes: Unique Responses to a Novel Environment. Astrobiology 12, 40–56. 10.1089/ast.2011.0696 22221117PMC3264962

[B39] QiB.ZhengH. (2013). Modulation of Root-Skewing Responses byKNAT1inArabidopsis Thaliana. Plant J. 76, 380–392. 10.1111/tpj.12295 23889705

[B40] RanX.ZhaoF.WangY.LiuJ.ZhuangY.YeL. (2019). Plant Regulomics: a Data-Driven Interface for Retrieving Upstream Regulators from Plant Multi-Omics Data. Plant J. 101, 237–248. 10.1111/tpj.14526 31494994

[B41] RasmussenO.BaggerudC. A.LarssenH. C.EvjenK.IversenT.-H. (1994). The Effect of 8 Days of Microgravity on Regeneration of Intact Plants from Protoplasts. Physiol. Plant 92, 404–411. 10.1034/j.1399-3054.1994.920306.x

[B42] RéM. D.GonzalezC.EscobarM. R.SossiM. L.ValleE. M.BoggioS. B. (2017). Small Heat Shock Proteins and the Postharvest Chilling Tolerance of Tomato Fruit. Physiol. Plantarum 159, 148–160. 10.1111/ppl.12491 27545651

[B43] RiboniM.GalbiatiM.TonelliC.ContiL. (2013). GIGANTEA Enables Drought Escape Response via Abscisic Acid-dependent Activation of the Florigens and SUPPRESSOR of OVEREXPRESSION of CONSTANS1. Plant Physiol. 162, 1706–1719. 10.1104/pp.113.217729 23719890PMC3707542

[B44] SherrardM. E.MaheraliH. (2006). The Adaptive Significance of Drought Escape in *Avena Barbata*, an Annual Grass. Evolution 60, 2478–2489. 10.1111/j.0014-3820.2006.tb01883.x 17263110

[B45] ShimJ. S.KubotaA.ImaizumiT. (2017). Circadian Clock and Photoperiodic Flowering in Arabidopsis: CONSTANS Is a Hub for Signal Integration. Plant Physiol. 173, 5–15. 10.1104/pp.16.01327 27688622PMC5210731

[B46] SimonN. M. L.GrahamC. A.CombenN. E.HetheringtonA. M.DoddA. N. (2020). The Circadian Clock Influences the Long-Term Water Use Efficiency of Arabidopsis. Plant Physiol. 183, 317–330. 10.1104/pp.20.00030 32179629PMC7210627

[B47] SogaK.WakabayashiK.HosonT.KamisakaS. (1999). Inhibition of Reproductive Growth of Arabidopsis in Airtight Vessels. Adv. Space Res. 23, 2037–2040. 10.1016/s0273-1177(99)00346-4 11710388

[B48] SogaK.WakabayashiK.KamisakaS.HosonT. (2002). Stimulation of Elongation Growth and Xyloglucan Breakdown in Arabidopsis Hypocotyls under Microgravity Conditions in Space. Planta 215, 1040–1046. 10.1007/s00425-002-0838-x 12355165

[B49] StricklandD. T.CampbellW. F.SalisburyF.BinghamG. E. (1997). Morphological Assessment of Reproductive Structures of Wheat Grown on Mir. Grav. Space Biol. Bull. 11, 14.

[B50] SugimotoM.OonoY.GusevO.MatsumotoT.YazawaT.LevinskikhM. A. (2014). Genome-wide Expression Analysis of Reactive Oxygen Species Gene Network in Mizuna Plants Grown in Long-Term Spaceflight. BMC Plant Biol. 14, 4. 10.1186/1471-2229-14-4 24393219PMC3927260

[B51] SunH.WangJ.GongZ.YaoJ.WangY.XuJ. (2018). Quantitative Integration of Epigenomic Variation and Transcription Factor Binding Using MAmotif Toolkit Identifies an Important Role of IRF2 as Transcription Activator at Gene Promoters. Cell Discov 4, 38. 10.1038/s41421-018-0045-y 30002873PMC6037672

[B52] SychevV. N.LevnskikhM. A.GostimskyS. A.BinghamG. E.PodolskyI. G. (2003). Spaceflight Effects on Consecutive Generations of Peas Grown Onboard the Russian Segment of the International Space Station. Acta Astron. 60, 426–432. 10.1016/j.actaastro.2006.09.009

[B53] TripathyB. C.BrownC. S.LevineH. G.KrikorianA. D. (1996). Growth and Photosynthetic Responses of Wheat Plants Grown in Space. Plant Physiol. 110, 801–806. 10.1104/pp.110.3.801 8819868PMC157779

[B54] UedaJ.MiyamotoK.YudaT.HoshinoT.SatoK.FujiiS. (2000). STS-95 Space experiment for Plant Growth and Development, and Auxin Polar Transport. Biol. Sci. Space 14, 47–57. 10.2187/bss.14.47 11543421

[B55] ValbuenaM. A.ManzanoA.VandenbrinkJ. P.Pereda-LothV.Carnero-DiazE.EdelmannR. E. (2018). The Combined Effects of Real or Simulated Microgravity and Red-Light Photoactivation on Plant Root Meristematic Cells. Planta 248, 691–704. 10.1007/s00425-018-2930-x 29948124

[B56] VandenbrinkJ. P.HerranzR.PoehlmanW. L.Alex FeltusF.VillacampaA.CiskaM. (2019). RNA -seq Analyses of *Arabidopsis thaliana* Seedlings after Exposure to Blue-Light Phototropic Stimuli in Microgravity. Am. J. Bot. 106, 1466–1476. 10.1002/ajb2.1384 31709515

[B57] WangL.HanF.ZhengH. (2018). Photoperiod-controlling Guttation and Growth of rice Seedlings under Microgravity on Board Chinese Spacelab TG-2. Microgravity Sci. Tech. 30, 834–847. 10.1007/s12217-018-9644-3

[B58] WarnerJ. R. (1999). The Economics of Ribosome Biosynthesis in Yeast. Trends Biochem. Sci. 24, 437–440. 10.1016/s0968-0004(99)01460-7 10542411

[B59] WehmeyerN.HernandezL. D.FinkelsteinR. R.VierlingE. (1996). Synthesis of Small Heat-Shock Proteins Is Part of the Developmental Program of Late Seed Maturation. Plant Physiol. 112, 747–757. 10.1104/pp.112.2.747 8883386PMC157999

[B60] WuY.XieJ.WangL.ZhengH. (2020). Circumnutation and Growth of Inflorescence Stems of *Arabidopsis thaliana* in Response to Microgravity under Different Photoperiod Conditions. Life 10, 26. 10.3390/life10030026 PMC715159432197304

[B61] XieJ.ZhengH. (2020). Arabidopsis Flowering Induced by Photoperiod under 3-D Clinostat Rotational Simulated Microgravity. Acta Astronautica 166, 567–572. 10.1016/j.actaastro.2018.11.014

[B62] YakirE.HilmanD.HassidimM.GreenR. M. (2007). CIRCADIAN CLOCK ASSOCIATED1 Transcript Stability and the Entrainment of the Circadian Clock in Arabidopsis. Plant Physiol. 145, 925–932. 10.1104/pp.107.103812 17873091PMC2048808

[B63] YinX.WangX.KomatsuS. (2018). Phosphoproteomics: Protein Phosphorylation in Regulation of Seed Germination and Plant Growth. Curr. Protein Pept. Sci. 19, 401–412. 10.2174/1389203718666170209151048 28190389

[B64] ZhangY.WangL.XieJ.ZhengH. (2015). Differential Protein Expression Profiling of *Arabidopsis thaliana* Callus under Microgravity on Board the Chinese SZ-8 Spacecraft. Planta 241, 475–488. 10.1007/s00425-014-2196-x 25374148

[B65] ZhangY.ZhengH. Q. (2015). Changes in Plastid and Mitochondria Protein Expression in Arabidopsis Thaliana Callus on Board Chinese Spacecraft SZ-8. Microgravity Sci. Technol. 27, 387–401. 10.1007/s12217-015-9431-3

[B66] ZhengH.-Q.WeiN.ChenA.-D.WangL.-F.ZhengW.-B.ZhangT. (2008). Live Imaging Technique for Studies of Growth and Development of Chinese Cabbage under Microgravity in a Recoverable Satellite (SJ-8). Microgravity Sci. Technol. 20, 137–143. 10.1007/s12217-008-9005-8

[B67] ZhengH. Q. (2018). Flowering in Space. Microgravity Sci. Technol. 30, 783–791. 10.1007/s12217-018-9626-5

# Supplementary material for: Transcriptomic Analysis of the Interaction Between FLOWERING LOCUS T Induction and Photoperiodic Signaling in Response to Spaceflight
**Source:** Front Cell Dev Biol. 2022 Feb 1;9:813246. doi: 10.3389/fcell.2021.813246
**Supplement:** Supplementary file 5

Supplementary Figure S1

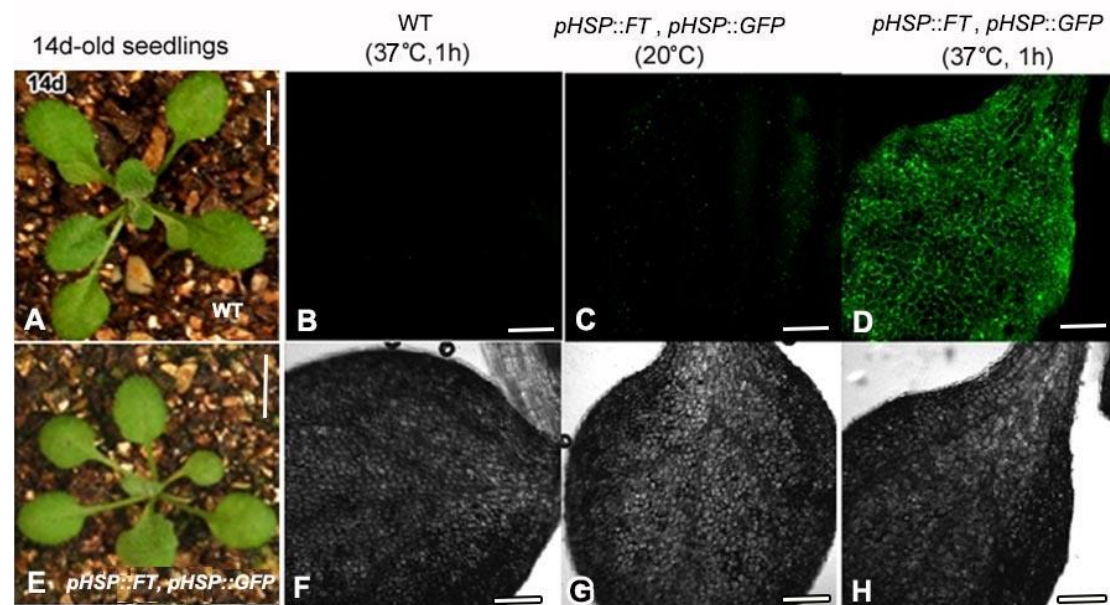

Supplementary Figure S1 Heat shock activation of *GFP* gene expression in *pHSP::FG*, *pHSP::GFP* (FG) transgenic plants.

(A and E) A represent 14-day-old wild-type (WT) and a FG transgenic plant. Bars=10 mm.

(B-D) Fluorescence images of a leaf of a WT seedling (B) and a FG seedlings (C) treated by 37°C heating for 1h in comparison with that of the FG seedling grown under 20°C condition (C). Bars= 2 mm.

(F-H) Images of leaves corresponding to B, C and D under differential interference contrast optics microscope. Bars = 2 mm.

Supplementary Figure S2

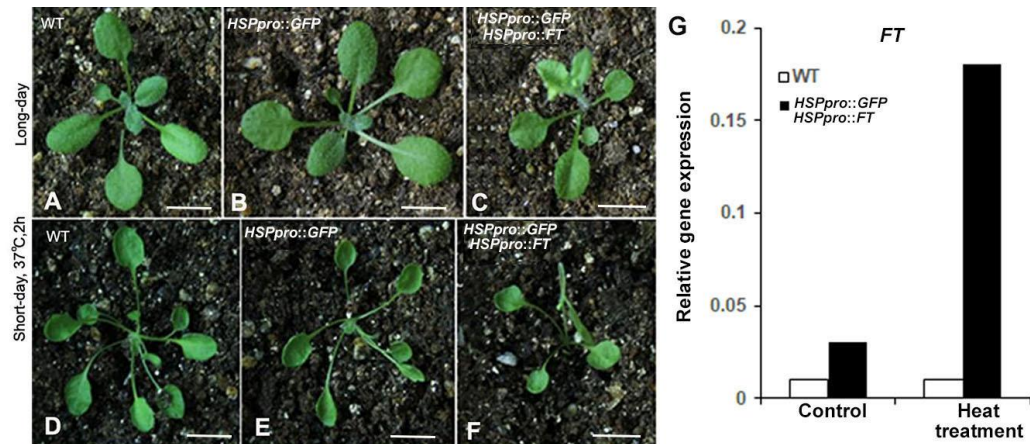

Supplementary Figure S2 Heat shock treatment induced *FT* expression and flowering. All plants were 20-day old and were subjected to heat shock (37°C) induction for 2h at day 15 after germination.

(A, D) Phenotype of wild-type (WT) plants were grown under the long-day (16 h light/8h dark, LD) and short-day (8 h light/16h dark, SD) conditions, respectively .

(B, E)Phenotype of transgenic plants *pHSP::GFP* were grown under the LD and the SD conditions, respectively.

(C, F) Phenotype of transgenic plants *pHSP::FT,pHSP::GFP* (FG) were grown under the LD and the SD conditions, respectively. Note that the FG plants under both LD- and SD-conditions (C and F) appeared early flowering in comparison with their controls of WT(A and D) and *pHSP::GFP* (B and E) under the same conditions. Bars=10 mm.

(G) qRT-PCR analysis of *FT* transcript levels in *FG* plants at day 16 grown under the SD conditions with or without the 2h heat shock treatment (37°C) at day 15 after germination. Values represent three biological replicates.

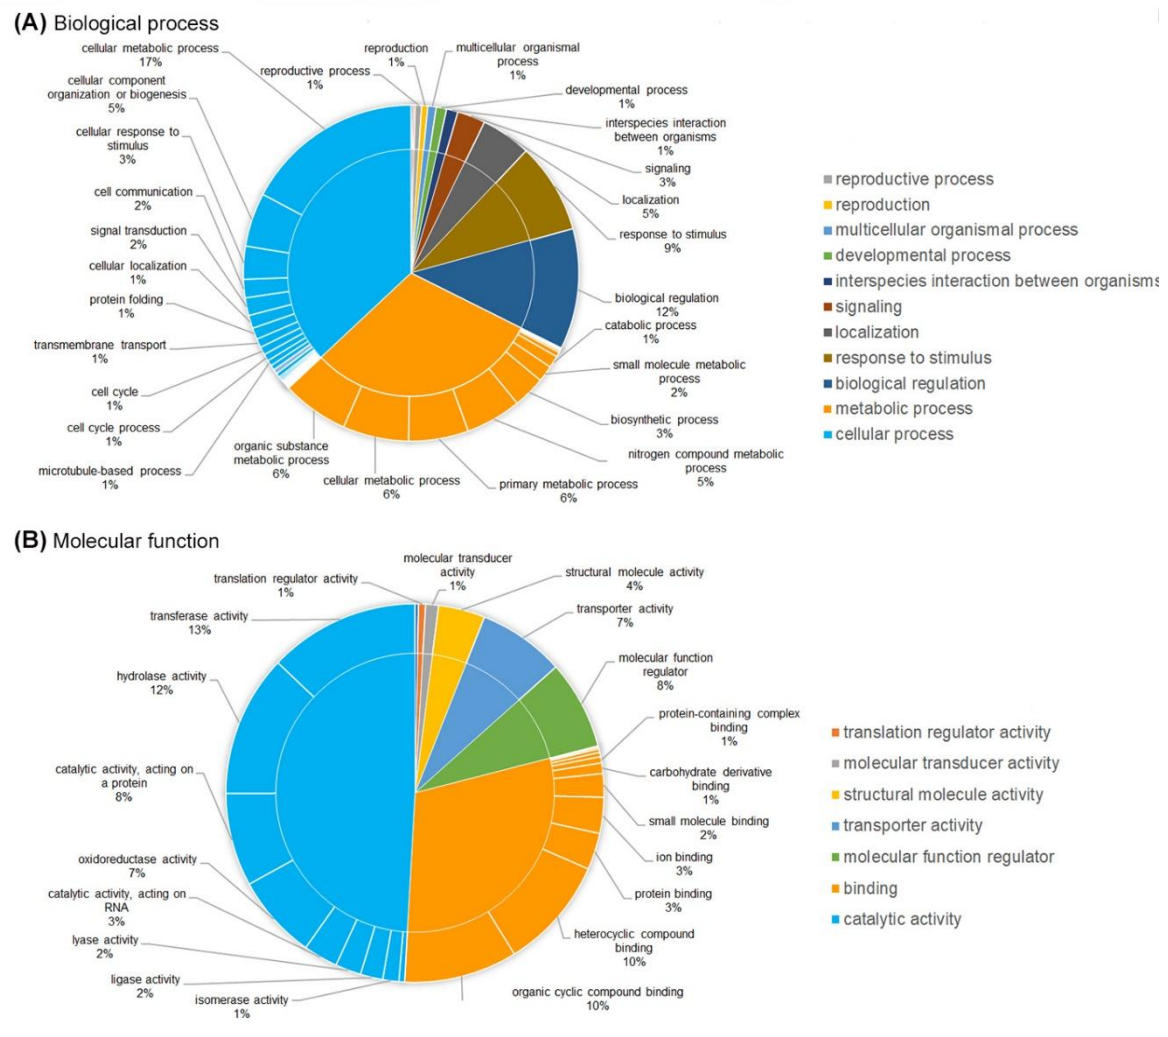

Supplementary Figure S3 PANTHER biological process (A) and molecular function (B) of differentially expressed genes. Classification of the biological systems and the functions of proteins that identified from differentially expressed genes belong to FG vs WT under the SD in space (corresponding to data Fig. 8C).

How the deposited data were processed for this re-analysis (not part of the article)

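Leaf RNA from 16 ATH1 arrays was compared, 2 arrays for each of 8 groups: WT or FG plants, under LD or SD, in space or on the ground. Groups follow the labels of each sample, and no array was left out. The authors scanned the arrays on a GeneChip Scanner 3000 with Command Console 4.0 and computed signals with MAS 5.0. The deposited values are log2 of those signals, 1 column per array, with the authors' scaling of every array to a mean signal of 500 once the lowest and highest 2% of probe sets are set aside. The floor of 75 that the methods describe is not applied in the deposited log2 signals, and detection calls stand beside them. The value table that accompanies the series holds the same numbers, with a largest difference of 5e-09. The version of the R package that ran MAS 5.0 is not given in the sources used here.

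From these values, log2 signals under the log2 of 75 were raised to that floor, and 14286 of 22810 probe sets were kept because both arrays of at least 1 group were above it. The 64 control probe sets were not tested. Of the kept probe sets, 13618 name 1 gene, 603 name several and 65 name none, and together they cover 13505 genes. Models were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with 1 mean per group over all 16 arrays, 8 residual degrees of freedom and 2.75 prior degrees of freedom. The 6 comparisons of the paper, 4 interactions and 4 comparisons of FG with WT were contrasts of that model. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold. Where no array of a group had a present call above the floor, the fold change was read as a bound, and where this held for both groups, none was given. Common-sp and dl-sp genes were counted from the calls by the paper's definitions. The methods' rule in the text is an unadjusted Student t-test p under 0.05 on the deposited signals, at least 2-fold between group means, and the same direction in both replicates.

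Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 27 lists and the 6 comparisons, and over the 4 interactions in the same way. Written from general knowledge were 26 lists with 432 genes: morning clock, evening clock, flowering integrators and floral identity, floral repressors, flower organ markers, light harvesting, chlorophyll synthesis, Calvin cycle, heat shock, salicylic acid defence, jasmonate, abscisic acid and dehydration, hypoxia, reactive oxygen, ethylene receptors and signalling, auxin response, touch and calcium, cell wall expansion, wall-associated kinases, DNA replication and cell cycle, ribosome biogenesis, amino acid synthesis, dark and sugar starvation, senescence, root markers and guard cell markers. Cytosolic ribosomal proteins and protein kinases were taken by the titles in the annotation. Flower organ markers could not be tested as a list, since PISTILLATA (AT5G20240) alone of its 9 genes was kept. A gene with several probe sets entered a list by the one with the highest mean signal. Gene groups built from the deposited annotation terms were tested with Fisher's exact test, a step chosen after the annotation was seen. That test takes genes as independent units, which genes that move together are not. The paper's clusters and its Tables S10 and S13 were chosen by the study on these same arrays.

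Genes named in the text follow a rule set before the data were examined, which gave 231 genes. It takes every gene that the paper names in its results, its discussion or Figures 5 and 9A. It adds the 10 largest rises and the 10 largest falls per comparison among called probe sets that name 1 gene and whose arrays do not overlap between the groups. It adds up to 4 called members per list and comparison, and the members of Tables S10 and S13. Values in the paper's tables were seen before the rule was written. Genes outside it are said to be chosen after their values were seen. NIGT1, KAN4 and HSP17.4 were on the array and below the filter, so they were not tested.

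The model was tested on simulated data with 200 changed probe sets in each of 5 simulations. With the same spread in all groups, 47.0% of 4-fold changes and 78.0% of 8-fold changes were recovered in WT under LD, and 2.15% of 2-fold changes. For the daylength interaction in WT, 5.39% of 4-fold and 30.6% of 8-fold differences were recovered. With each group given its measured spread, which was wider on the ground, the false share of the calls was 12.3% in WT under LD, 44.1% in WT under SD and 62.5% for SD against LD on the ground in WT. In FG the shares were 5.65%, 18.1% and 27.5%. With measured spreads the simulations gave 169 false calls per run for SD against LD on the ground in WT, where the data gave 3 calls. The shares also depend on the 200 changes planted, so they are not the false shares of the reported calls. Small sets of calls on the ground and under SD may still hold more false calls than the adjusted p states. Present calls covered from 51.8% to 60.4% of the probe sets per array.

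Alternatives set before the data were examined were no floor, log2(signal + 32), filters on 1 array above 75, on both arrays of a group above 150 and on present calls, quantile normalization, median centring, only the arrays compared, an intensity trend, the replicate number as a block, the Storey q-value, the methods' rule, no fold threshold, and each array left out in turn. Where leaving out an array left 1 in its group, that array was taken to vary like those of the other groups. Chosen after the data were seen were a paired t-test at p under 0.055, scaling to the spike-ins and array weights.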

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

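Of the tests of explanations below, the correlation of the FG minus WT response with the WT response was set before its result was seen, and all others were chosen after theirs. Results are listed here because an interaction was called between LD and SD or between FG and WT, or because a measure that the paper does not report differed between the space and the ground arrays. Each interaction value is the log2 response to space under SD minus that under LD, or that of FG minus that of WT, computed on signals raised to the floor. Where no array of a group has a present call above the floor, the value is a bound, or its direction is open. Interactions of daylength with spaceflight were called for 96 probe sets in WT and 120 in FG, and those of genotype with spaceflight for 5 under LD (limma, adjusted p under 0.05, at least 2-fold), and the direction is open for 42 in WT, 49 in FG and 0 of the 5. Leaving out 1 array at a time gave from 9 to 267, from 22 to 326 and from 2 to 87. In the genotype interaction under SD limma called 0, with 439 at an unadjusted p and at least 2-fold, and the methods' rule gives no interaction. For lists, 38 of 108 pairs of a list and an interaction were called at the preset correlation and 0 with an estimated correlation (camera).

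Light and clock genes were among the called daylength interactions. The response of COL2 was lower under SD than under LD in WT (-6.06, adjusted p = 0.00100), and so were those of RVE1 (-4.71 or lower, adjusted p = 5.17e-04) and RVE2 (-4.47 or lower, adjusted p = 0.00129). PRR7 (3.04, adjusted p = 0.00818, and 3.49, adjusted p = 0.00270) and APRR5 (2.4, adjusted p = 0.0251, and 3.89, adjusted p = 0.00194) had a higher response under SD in WT and FG, as had GRP8 in WT (2.09, adjusted p = 0.0300). APRR9 (AT2G46670 or AT2G46790), chosen after its values were seen, had one in FG (6.12, adjusted p = 0.0162). With a direction left open, RVE1 (-4.32, adjusted p = 9.15e-04), RVE2 (-4.59, adjusted p = 9.90e-04), COL2 (-5.98, adjusted p = 9.90e-04), DREB1A (2.4, adjusted p = 0.0406) and SEP2 (1.76, adjusted p = 0.00964) were called in FG. Calls lost when 1 array was left out were those of PRR7 (1 of the 16 arrays), APRR5 (3) and GRP8 (5) in the daylength interaction in WT, and APRR9 (4) and DREB1A (11) in the daylength interaction in FG.

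Among other genes, the daylength interaction was negative for AT3G57020 in WT (-4.50, adjusted p = 0.0389) and FG (-4.34, adjusted p = 0.0414), for AT3G61220 (-5.01 or lower, adjusted p = 0.00839) and FBA5 (-4.93 or lower, adjusted p = 0.0318) in WT, and for CT-BMY (AT4G17090), chosen after its values were seen, in FG (-6.21, adjusted p = 0.0210). It was positive in WT for AT5G38930 (probe set shared with AT5G38940), chosen in the same way (at least 3.11, adjusted p = 0.0131). The direction is open for AT3G61220 in FG (-4.19, adjusted p = 0.0162), for PORC in WT (-3.08, adjusted p = 0.0316), and for HAD, a dehalogenase-like hydrolase at the floor on every ground array, in WT (-2.06, adjusted p = 0.0191) and FG (-2.03, adjusted p = 0.0174). It is open as well for 5 genes chosen after their values were seen, ELIP2 (AT4G14690) in WT (-4.87, adjusted p = 1.79e-04) and FG (-5.12, adjusted p = 1.06e-04), MBP2 (AT1G52030 or AT1G52040) (-2.33, adjusted p = 0.0172) and AT2G43730 (shared with AT2G43740) (1.47, adjusted p = 0.0309) in WT, and GLIP1 (AT5G40990) (-1.45, adjusted p = 0.0268) and AAO4 (AT1G02590 or AT1G04580) (1.86, adjusted p = 0.0268) in FG. With 1 array taken out, calls ended for AT3G57020 (13 of the 16 arrays), AT3G61220 (1), FBA5 (12), AT5G38930 (2), PORC (12), HAD (2), MBP2 (2) and AT2G43730 (3) in the daylength interaction in WT, and AT3G57020 (13), CT-BMY (8), AT3G61220 (5), HAD (1), GLIP1 (3) and AAO4 (6) in the daylength interaction in FG.

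The response of WAKL14 was higher under SD in WT (1.85, adjusted p = 0.0191) and FG (1.64, adjusted p = 0.0285), that of WAKL2 in FG (2.39, adjusted p = 0.0162), and that of AT4G39270, a leucine-rich repeat kinase, in WT (2.06, adjusted p = 0.00818) and FG (1.5, adjusted p = 0.0285). In FG, PME3 (-3.66, adjusted p = 0.0470), the ankyrin gene ANK (-4.89 or lower, adjusted p = 0.00630) and AT4G37290 (-4.65 or lower, adjusted p = 0.0279) had a lower response under SD. Between the genotypes under LD, LURP1 (9.45, adjusted p = 0.00341), ANK (at least 6.42, adjusted p = 0.00341) and WRKY70 (4.83, adjusted p = 0.0216) had a higher response in FG than in WT. AT3G22240 (7.06, adjusted p = 0.0235) and AT4G00500, an alpha/beta hydrolase (2.28, adjusted p = 0.0216), complete the 5 and were chosen after their values were seen. Taking out 1 array ended the calls of WAKL14 (2 of the 16 arrays) and AT4G39270 (1) in the daylength interaction in WT, WAKL14 (4), WAKL2 (2), AT4G39270 (3), PME3 (10) and AT4G37290 (9) in the daylength interaction in FG, and ANK (1), WRKY70 (10), AT3G22240 (12) and AT4G00500 (4) in the genotype interaction under LD.

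Measures of the arrays differed between the 8 in space and the 8 on the ground, each pooled over genotype and daylength. Present calls numbered 13339 ± 349 in space and 12237 ± 413 on the ground (SD), a difference of 1102 (exact permutation p = 3.11e-04). Spike-in controls were lower in space by 0.55 in log2 (-0.55, exact permutation p = 1.55e-04, the smallest these permutations give), and the 3′ minus 5′ log2 signal of the GAPDH control was 0.65 in space and 1.43 on the ground (-0.79, exact permutation p = 4.66e-04). Heat shock genes had a mean log2 signal lower on the space arrays, by 2.16 (-2.16, exact permutation p = 1.55e-04). Plants from space were harvested at the landing site, and no separate account of the ground harvest was found in the paper's text. A response to space and the handling of the samples therefore cannot be told apart in these 4 measures.

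Figure 8C of the paper relates FG to WT responses under SD in space with a negative sign, while over probe sets called in WT or FG the Pearson r here was 0.810. Opposite responses in FG and WT are argued against by that r, which was lowest without FG-SD-gr replicate 1, at 0.533. The response of FG minus that of WT was negatively related to the WT response (r = -0.478, and 0.389 without WT-SD-sp replicate 1). This is short of the -0.5 set in advance, and with array weights it was -0.048. In 20 simulations of unchanged groups it was -0.735, but over all probe sets and not called ones, so that value is no yardstick. In the held parts of the paper's Tables S6 and S7, 446 of 465 shared items had the same direction in FG and WT (r = 0.825). There the difference had r = -0.114 with the WT response. Values that share the WT arrays may underlie the figure, but this cannot be told apart from other ways of drawing it. The paper does not define the values plotted, and 1 array turns the sign. No biological explanation other than opposite responses was tested.

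Heat shock genes were lower in space, with list medians of -1.72 and -2.20 under LD and -2.43 and -0.84 under SD in WT and FG (camera, adjusted p from 4.91e-10 to 5.49e-04, and from 0.521 to 0.580 with an estimated correlation). The heat shock, given under SD only, is argued against under LD by the median of -1.72, and under SD it cannot be told apart from other explanations, since the SD minus LD difference was -0.71 in WT and 1.36 in FG. Under SD, space and ground plants were heated alike on days 2 and 3. The flight lasted about 12 days and 15 h, so leaves in space were taken well after the heating. Without WT-SD-gr replicate 1 the daylength interaction of the list in WT had a median of 0.88 (camera, adjusted p = 0.00440), so 1 array turns its sign. A single warm ground array is argued against as the whole explanation: without WT-SD-gr replicate 1 (mean log2 signal 11.3) the mean fold change in WT under SD went from -2.66 to -1.26, and the highest of the 4 means was -1.25, in FG under SD. Under 3 other scalings the medians in WT and, under LD, in FG stayed at -1.20 or lower, but in FG under SD spike-in scaling gave -0.40 and quantile normalization -0.98, so for that comparison the scaling cannot be told apart from a fall. Handling after landing and the temperature of the plants stay open, and neither was tested; the paper says that the ground unit was run by the conditions recorded in flight.

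Morning clock genes were higher relative to evening clock genes in space, with differences of the list means of 2.01 and 2.28 under LD and 1.01 and 1.74 under SD in WT and FG. Leaves taken at another hour in space than on the ground may give this pattern, and with 1.01 as the lowest of the 4 it cannot be told apart from a response of the clock to space, because the hour of the ground harvest is not stated in the sources used here. Daylength interactions were called for 5 list members in WT (RVE1, RVE2, PRR7, APRR5 and GRP8) and 4 in FG (all of these but GRP8), with the direction open for RVE1 and RVE2 in FG. An effect of daylength on how the clock responds cannot be told apart from different harvest hours under LD and SD or from heating given under SD only, since each would give such interactions.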

How the results depend on the processing

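Higher signals of carbon fixation genes and lower signals of heat shock genes in space under LD kept their direction under every alternative run on gene lists, and so did the positive relation of FG and WT responses under LD and SD. Counts of called genes on the ground, under SD and for interactions moved with the settings. The number of called list and comparison pairs was 65, and from 57 to 71 over all alternatives, and it was 0 with an estimated correlation. All alternatives were set before the data were examined except spike-in scaling, array weights, the paired t-test and the tests of annotation groups. Signals under 75 are background by the methods' floor, so a fold change against a group with no present call above it is a bound. In simulated data at this number of arrays, 5.39% of 4-fold daylength interactions in WT were recovered, so most interactions of that size are missed. Principal components could not be computed for only the arrays compared, and r over called probe sets under SD could not be given there because too few were called. Gene lists were not tested under an intensity trend, the Storey q-value, the methods' rule, array weights or no fold threshold, and the methods' rule gives no interaction. Using the value table that accompanies the series changes no value, so it is not listed.

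Counts of called probe sets with limma are listed here where they moved by more than 1.5 times, each with its group in brackets, against the reported 3 (WT SD-gr), 0 (FG SD-gr), 2386 (WT LD-sp), 1994 (FG LD-sp), 267 (WT SD-sp) and 131 (FG SD-sp). For interactions the reported counts are 96 (daylength interaction WT), 120 (daylength interaction FG), 5 (genotype interaction LD) and 0 (genotype interaction SD). For FG against WT they are 4 (FG vs WT LD-gr), 2 (FG vs WT SD-gr), 1 (FG vs WT LD-sp) and 2 (FG vs WT SD-sp). Common-sp and dl-sp genes number 143 (common-sp WT), 2340 (dl-sp WT), 50 (common-sp FG) and 2006 (dl-sp FG). At an unadjusted p and at least 2-fold, counts that are 0 in some setting were 374 (WT SD-gr), 439 (FG SD-gr), 1559 (WT SD-sp), 1171 (FG SD-sp), 619 and 439 (genotype interaction LD and SD), and 579, 646, 331 and 172 (FG vs WT in LD-gr, SD-gr, LD-sp and SD-sp). Without a floor the counts were 1 (WT SD-gr), 1 (FG SD-gr), 72 (WT SD-sp) and 65 (FG SD-sp), and 19 (daylength interaction WT) and 11 (daylength interaction FG). It also gave 6 (FG vs WT SD-gr), 0 (FG vs WT LD-sp) and 0 (FG vs WT SD-sp), and 35 (common-sp WT) and 25 (common-sp FG). An added 32 in place of the floor gave 0 (WT SD-gr) and 126 (WT SD-sp), and 55 (daylength interaction WT) and 49 (daylength interaction FG). This offset also gave 0 (FG vs WT SD-gr) and 0 (FG vs WT SD-sp), and 68 (common-sp WT). A filter of 1 array above 75 gave 1 (FG SD-gr), and 18 (genotype interaction LD) and 2 (genotype interaction SD). This filter also gave 11 (FG vs WT LD-gr), 6 (FG vs WT LD-sp) and 4 (FG vs WT SD-sp). A filter at 150 gave 8 (genotype interaction LD), and 2 (FG vs WT LD-gr) and 1 (FG vs WT SD-gr). A filter on present calls gave 1 (FG SD-gr), and 149 (daylength interaction WT), 12 (genotype interaction LD) and 2 (genotype interaction SD). Present calls also gave 8 (FG vs WT LD-gr) and 6 (FG vs WT LD-sp). An intensity trend gave 1 (FG SD-gr), and 13 (genotype interaction LD) and 1 (genotype interaction SD). It gave 6 (FG vs WT LD-sp) and 4 (FG vs WT SD-sp). The cause of these shifts was not tested. The Storey q-value and no fold threshold moved none of these counts by more than 1.5 times.

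Quantile normalization gave 1 (FG SD-gr) and 137 (WT SD-sp), and 9 (genotype interaction LD). Quantile normalization also gave 0 (FG vs WT LD-sp), and 78 (common-sp WT). Median centring gave 156 (WT SD-sp), and 91 (common-sp WT). Spike-in scaling gave 4397 (WT LD-sp), 3121 (FG LD-sp), 2861 (WT SD-sp) and 1336 (FG SD-sp), and 1 (FG vs WT LD-gr) and 0 (FG vs WT SD-gr). This scaling also gave 1591 (common-sp WT), 3879 (dl-sp WT), 518 (common-sp FG) and 3328 (dl-sp FG). Array weights gave 0 (WT SD-gr) and 51 (WT SD-sp), and 35 (daylength interaction WT). They also gave 2 (FG vs WT LD-gr), 0 (FG vs WT SD-gr), 57 (FG vs WT LD-sp) and 6 (FG vs WT SD-sp), and 26 (common-sp WT). The cause was not tested.

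Fitting only the arrays compared gave 0 (WT SD-gr), 180 (WT LD-sp), 459 (FG LD-sp), 0 (WT SD-sp) and 0 (FG SD-sp), and 2 (daylength interaction WT), 39 (daylength interaction FG) and 0 (genotype interaction LD). The same restriction gave 0 (FG vs WT LD-gr), 0 (FG vs WT SD-gr), 0 (FG vs WT LD-sp) and 0 (FG vs WT SD-sp), and 0 (common-sp WT), 180 (dl-sp WT), 0 (common-sp FG) and 459 (dl-sp FG). By construction such a fit has fewer residual degrees of freedom. The methods' rule, which adjusts no p, gave 152 (WT SD-gr), 175 (FG SD-gr), 817 (WT SD-sp) and 570 (FG SD-sp), and 221 (FG vs WT LD-gr), 151 (FG vs WT SD-gr), 266 (FG vs WT LD-sp) and 185 (FG vs WT SD-sp). For other counts it gave 91 (common-sp FG). A paired t-test at p under 0.055 gave 422 (WT SD-gr), 450 (FG SD-gr), 1340 (WT LD-sp), 1071 (FG LD-sp), 712 (WT SD-sp) and 681 (FG SD-sp).

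Whether replicate numbers pair the arrays is left open by these values. Same-numbered arrays had correlations of their deviations from the group means from -0.278 to 0.502, over 0.1 for 14 of 28 pairs of groups. With the replicate number as a block the counts were 1 (WT SD-gr) and 0 (FG vs WT SD-gr) in place of 3 and 2, with limma, and PC1 held 40.8% of the variance. The block left the other counts within 1.5 times. Of 1820 values of named genes, 10 lost and 13 gained a call.

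Pearson r of FG with WT responses over all probe sets was 0.752 under LD, and 0.716 without a floor and 0.716 on the signals of the methods' rule. Under SD it was 0.609, and 0.538 without a floor. Over called probe sets it was 0.826 under LD, 0.799 without a floor, 0.864 with only the arrays compared and 0.754 with spike-in scaling. Under SD it was 0.810, 0.680 by the methods' rule and 0.570 with spike-in scaling. PC1 held 38.5% of the variance, 35.6% without a floor and 48.4% with spike-in scaling. The odds ratio of protein kinases among dl-sp genes higher under SD was 2.08 in WT (Fisher's exact test, adjusted p = 6.60e-06) and lost its call with spike-in scaling (1.33, adjusted p = 0.0561). In FG it was 1.3 (adjusted p = 0.176) and was called with quantile normalization (1.51, adjusted p = 0.0159), median centring (1.44, adjusted p = 0.0279) and array weights (1.38, adjusted p = 0.0463). The cause was not tested.

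With each array left out in turn, counts moved down and up, and the cause was not tested. The ranges were 0 to 93 (WT SD-gr), 0 to 104 (FG SD-gr), 736 to 2611 (WT LD-sp), 491 to 2115 (FG LD-sp), 2 to 789 (WT SD-sp) and 24 to 275 (FG SD-sp). For interactions they were 9 to 267 (daylength interaction WT), 22 to 326 (daylength interaction FG), 2 to 87 (genotype interaction LD) and 0 to 37 (genotype interaction SD). For FG against WT they were 0 to 102 (FG vs WT LD-gr), 0 to 309 (FG vs WT SD-gr), 0 to 6 (FG vs WT LD-sp) and 0 to 9 (FG vs WT SD-sp), and for common-sp and dl-sp genes 1 to 262 (common-sp WT), 738 to 2798 (dl-sp WT), 11 to 98 (common-sp FG) and 501 to 2144 (dl-sp FG). Over all probe sets, r ran from 0.654 to 0.768 under LD and from 0.390 to 0.655 under SD. Over called ones it ran from 0.767 to 0.870 and from 0.533 to 0.907. PC1 ran from 34.5 to 40.7%. The odds ratio of kinases higher under SD ran from 1.27 to 2.56 in WT and from 0.762 to 2.06 in FG. For SD against LD on the ground, r over all probe sets ran from -0.190 to 0.271 around a value of 0.0600, and was -0.0312 without FG-LD-gr replicate 2, -0.0713 without FG-SD-gr replicate 1, -0.139 without WT-LD-gr replicate 2 and -0.190 without WT-SD-gr replicate 1.

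Some lists changed direction when 1 array was left out, and the array is given in brackets after the range of their medians over arrays left out. On the ground they ran from -0.39 (adjusted p = 0.609) to 1.77 for abscisic acid and dehydration, WT SD-gr (without WT-SD-gr replicate 1, and -0.34 without WT-LD-gr replicate 2 (adjusted p = 0.835)), from -0.22 (adjusted p = 0.441) to 0.79 for chlorophyll synthesis, WT SD-gr (without WT-SD-gr replicate 2) and from -0.80 (adjusted p = 0.265) to 1.78 for dark and sugar starvation, WT SD-gr (without WT-LD-gr replicate 1). Others ran from -0.73 (adjusted p = 0.00183) to 2.08 for heat shock, WT SD-gr (without WT-SD-gr replicate 1), from -1.92 to -0.20 (adjusted p = 0.646) for senescence, WT SD-gr (without WT-SD-gr replicate 2) and from -1.3 to 0.47 (adjusted p = 0.0295) for Calvin cycle, FG SD-gr (without FG-SD-gr replicate 2). Others ran from -0.28 (adjusted p = 0.0439) to 0.64 for cytosolic ribosomal proteins, FG SD-gr (without FG-LD-gr replicate 2, and -0.04 without FG-SD-gr replicate 2 (adjusted p = 0.812)), from -1.75 to 0.10 (adjusted p = 0.700) for light harvesting, FG SD-gr (without FG-SD-gr replicate 2) and from -0.94 to 0.33 (adjusted p = 0.0194) for ribosome biogenesis, FG SD-gr (without FG-LD-gr replicate 1). In space and for interactions they ran from 0.23 (adjusted p = 0.952) to 1.93 for abscisic acid and dehydration, FG SD-sp (without FG-SD-gr replicate 2), from -0.37 (adjusted p = 3.64e-07) to 0.57 for cytosolic ribosomal proteins, FG SD-sp (without FG-SD-sp replicate 2) and from -2.14 to 0.88 (adjusted p = 0.00440) for heat shock, daylength interaction WT (without WT-SD-gr replicate 1). Others ran from -0.27 (adjusted p = 0.188) to 0.70 for cytosolic ribosomal proteins, genotype interaction LD (without FG-LD-gr replicate 2), from 0.20 (adjusted p = 0.586) to 2.51 for heat shock, genotype interaction SD (without WT-SD-gr replicate 1) and from -1.04 to 0.41 (adjusted p = 0.0248) for ribosome biogenesis, genotype interaction SD (without FG-SD-sp replicate 1). In total, 231 of 7010 list values lost a call, 134 gained one and 17 changed direction. Named genes kept direction and call in 53976 of 55858 values, with 1454 calls lost and 425 gained. In 3 more a fold change that is 0 in the reported values, with every array compared at the floor, was not 0, so no direction changed: HAD in FG against WT under SD on the ground, 3.90 without a floor (limma, adjusted p = 0.00639) and 3.89 by the methods' rule (adjusted p = 1.00), and AAO4 in FG against WT under LD in space, 1.76 by the methods' rule (adjusted p = 1.00). Counts in the patterns of the clusters moved in 178 of 558 values, and those of Tables S10 and S13 in 41 of 279. The cause was not tested.

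Annotation groups, tested with Fisher's exact test, moved to the other side of their share among all genes in 16 of 4338 values. Without WT-LD-sp replicate 2 this share was 3.7% (amino acid metabolism, WT common-sp, higher in space, adjusted p = 1.00) and 3.26% (translation, WT dl-sp, lower under SD, adjusted p = 1.00). Without WT-LD-sp replicate 1 this share was 0% (response to abiotic stimulus, WT common-sp, lower in space, adjusted p = 0.875). With spike-in scaling this share was 4.70% (RNA processing other than rRNA, WT dl-sp, higher under SD, adjusted p = 0.469), 3.57% (protein phosphorylation, WT SD-sp, higher in space, adjusted p = 9.09e-04), 9.13% (RNA processing other than rRNA, FG common-sp, higher in space, adjusted p = 7.76e-06), 7.31% (RNA processing other than rRNA, FG dl-sp, higher under SD, adjusted p = 2.88e-05) and 5.00% (protein ubiquitination and modification, FG SD-sp, higher in space, adjusted p = 0.00937). Without WT-LD-gr replicate 2 this share was 2.54% (translation, WT dl-sp, lower under SD, adjusted p = 0.475) and 2.86% (translation, WT LD-sp, higher in space, adjusted p = 0.765). With no floor this share was 2.70% (ribosome biogenesis and rRNA, WT SD-sp, higher in space, adjusted p = 1.00). Without WT-SD-gr replicate 1 this share was 4.04% (amino acid metabolism, WT SD-sp, higher in space, adjusted p = 1.00). By the methods' rule this share was 1.89% (DNA replication, WT SD-sp, higher in space, adjusted p = 0.0234) and 8.71% (protein phosphorylation, WT SD-sp, lower in space, adjusted p = 0.0267). With only the arrays compared this share was 0.631% (DNA replication, FG dl-sp, lower under SD, adjusted p = 1.00) and 0.623% (DNA replication, FG LD-sp, higher in space, adjusted p = 1.00). Highest without 1 array were 31.4% (response to abiotic stimulus, WT common-sp, lower in space, without FG-SD-sp replicate 1), 8.53% (translation, WT dl-sp, lower under SD, without FG-LD-gr replicate 2) and 8.70% (translation, WT LD-sp, higher in space, without FG-LD-gr replicate 2). The cause was not tested.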

Differences from the paper's values

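The paired t-test at p under 0.055 and spike-in scaling and array weights were chosen after the values were seen, and the other settings here were set before the data were examined: 13 alternatives and each of the 16 arrays left out in turn. The paper's results state a false discovery rate of 0.05 by the method of Storey and a 2-fold change, and its methods state an unadjusted p under 0.05, while the counts given here use a Benjamini-Hochberg adjusted p. For SD against LD on the ground the paper's count in WT is 427 and the one here is 3, and in FG the paper's is 477 in its text and 447 in its Table S3, and the one here is 0 (limma), with 439 in FG at an unadjusted p and at least 2-fold, 0 by the Storey q-value and 175 by the methods' rule. For space under LD the paper's counts are 4432 in WT and 3922 in FG, against 2386 and 1994, and under SD they are 2571 and 2031, against 267 and 131. Common-sp genes number 1018 in WT and 720 in FG in the paper's text (702 in FG in its Tables 1 and S9) and 143 and 50 here, and the paper's dl-sp genes number 4512 and 4201, against 2340 and 2006. None of the 13 alternatives and none of the 16 arrays left out brought any of these 10 counts within 1.5 times the paper's. The Storey q-value gave 2925 and 2391 under LD in WT and FG, and the methods' rule 817 and 570 under SD. The paired t-test at p under 0.055, chosen after the values were seen, gave 422 in WT and 450 in FG on the ground, and it drops 5 of the 427 items of the paper's Table S2 and 0 of the 447 of its Table S3. Its p equals the paper's in 427 of 427 and 447 of 447 items, to within 0.1%. Of those items, 298 and 310 are called present on none of the arrays compared, and of the 138 and 131 that were tested here limma called 0, with the 3 and 0 calls above all outside them. In space that test gave 1340 and 1071 under LD and 712 and 681 under SD, short of the paper's counts.

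Spike-in scaling, chosen after the values were seen, came within 1.5 times the paper's for 6 of these 10 counts, and it drops many of the items that the paper lists. It gave 4397 in WT and 3121 in FG under LD and 2861 in WT under SD, and drops 287, 328 and 979 of the 1998 items each held of Tables S4, S5 and S6. It gave 3879 dl-sp genes in WT and 3328 in FG, and drops 1271 of the 1800 and 1388 of the 1998 items held. In the former list each of the 1713 probe sets tested here belongs to a gene other than the one named beside it, so its items were matched by gene. Spike-in scaling also gave 518 common-sp genes in FG, and drops 501 of 702. It did not come within 1.5 times for FG under SD (1336), for common-sp genes in WT (1591) or on the ground (2 and 0). At an unadjusted p under 0.05 and at least 2-fold, a count that is not among the 13 alternatives, limma gave 374 in WT and 439 in FG on the ground, which is within 1.5 times, but it drops 377 of the 427 and 401 of the 447 items of Tables S2 and S3. By the same rule 3322 and 2952 under LD are within 1.5 times too, with 384 and 366 of 1998 items dropped, and 1559 and 1171 under SD are not. Array weights brought none of the 10 counts that near.

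In the patterns of the clusters, the paper's C1 holds 534 genes and the one here 100, C2 467 and 38, and C3 251 and 21. For C2 the methods' rule came within 1.5 times, at 312, and the other 12 alternatives and the 16 arrays left out did not. For C1 and C3 none of them did. Spike-in scaling, chosen after the values were seen, brought C1 within 1.5 times, at 793, and drops 295 of the 534 items of the paper's cluster, while C2 (303) and C3 (98) stayed outside. Pearson r of FG with WT responses is about 0.75 in Fig. 8B of the paper, read by eye, and 0.826 here over called probe sets under LD. It fell within the error without FG-LD-gr replicate 2 (0.767), not with any of the 13 alternatives or the other 15 arrays left out. With spike-in scaling, chosen after the values were seen, it was within the error at 0.754, a setting that drops 287 and 328 of the 1998 items each held of Tables S4 and S5, and over all probe sets as deposited r was 0.752. Under SD the paper's Fig. 8C shows about -0.64, read by eye, and the value here is 0.810, with none of 12 alternatives and 16 arrays left out giving a negative r, and no value with only the arrays compared.

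Single genes differ in a few of the paper's fold changes. In Table S13, which is on the scale of ratios of mean signals, the paper's FT in FG under LD is 0.0832 and the one here is 0.164 or lower, a bound that leaves the paper's value open, because neither array in space has a present call above the floor. No floor (0.0545), log2(signal + 32) (0.133), median centring (0.155) and the methods' rule (0.0832) fell within the error, as did leaving out FG-LD-gr replicate 1 (0.105), and the other 9 alternatives did not. CAT2 in FG under SD is 2.26 in the paper and 3.58 here, and within the error by the methods' rule (2.26) and without FG-SD-sp replicate 1 (2.34), but not under the other 12 alternatives. SPA1 in FG under LD is 3.79 in the paper and 2.06 here, and within the error without FG-LD-gr replicate 2 (2.67) and under none of the 13 alternatives. Spike-in scaling, chosen after the values were seen, gave 2.84, within the error, for SPA1, with the drops given above. The paper's ELF4-L4 is 0.249 in WT and 0.285 in FG under LD, against 0.555 and 1.12, and none of the 13 alternatives or 16 arrays left out fell within the error. Figure 5 of the paper shows ATM in WT under LD at about 0.5, read by eye, where the log2 fold change here is -0.0171, between groups with no present call above the floor, and leaving out WT-LD-gr replicate 2 (0.21) or WT-LD-sp replicate 1 (0.19) came within the error, while none of the 13 alternatives did. Spike-in scaling, chosen after the values were seen, did too (0.36), with the drops given above. COL2 in WT in Fig. 5 is at about 0.95 under LD, read by eye, against 5.58 here, outside the error under all 13 alternatives and with each of the 16 arrays left out. Under SD it is at about 0.5 in Fig. 5, read by eye, against -0.48, and within the error with no floor (0.02) and without WT-SD-gr replicate 2 (0.07), not under the other 12 alternatives. Of the values compared, 19 from the text, 45 from Table S13 and 19 from figures, these are the ones that differ, 13, 5 and 5, counting FT.

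Table S13 of the paper gives 76 fold changes for the genes tested here, and 30 of them were not called (limma). Settings that call some of these are the methods' rule (CAT2, CCA1, PCC1 and CO in WT under SD, ELF4 and the MAPKKK-like kinase in WT under LD), the Storey q-value (ELF4 and UAH in WT, SPA1 in FG, under LD), the replicate block (the MAPKKK-like kinase in WT under LD), log2(signal + 32) (CCA1 in FG under SD), a filter at 150 (CCA1 in FG under SD, UAH in WT under LD), and quantile normalization and median centring (UAH in WT under LD). Array weights call CCA1 in FG under SD and UAH in WT and SPA1 in FG under LD, and spike-in scaling calls RVE2 and CCA1 in FG and CCA1 in WT under SD, and ELF4 and the MAPKKK-like kinase in WT and SPA1 in FG under LD. Leaving out an array called CAT2 in FG under SD (FG-SD-gr replicate 1), CCA1 in WT and FG under SD (either FG-SD-gr array), UAH in WT under LD (WT-LD-gr replicate 1 or either WT-SD-gr array), and SPA1 in FG and the MAPKKK-like kinase in WT under LD (either WT-SD-gr array).

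In direction, the paper has ribosome biogenesis lower among common-sp and dl-sp genes. Here its genes were higher in space, with medians of 1.86 in WT and 1.87 in FG under LD and 1.07 and 0.90 under SD (camera, adjusted p from 5.57e-10 to 1.08e-05, and from 0.570 to 0.591 with an estimated correlation). In the paper's own list of common-sp genes in WT, all 13 ribosome biogenesis genes are higher in space under both daylengths, and 12 have a ratio of SD to LD below 1, in which sense they are lower. The paper has PHOT1 lower under LD and PIF4 and NPH3 higher under SD. PHOT1 had 0.15, adjusted p = 0.772 in WT and -0.78, adjusted p = 0.116 in FG under LD (limma), and in WT under SD it rose (1.90, adjusted p = 0.0221). PIF4 had 0.03, adjusted p = 1.00 and 0.32, adjusted p = 0.865 under SD and the NPH3 family gene AT3G19850 0.69, adjusted p = 0.697 and -0.06, adjusted p = 1.00. Spike-in scaling called PHOT1 in FG under SD (1.67), the methods' rule PIF4 in WT under LD (-1.03) and array weights PIF4 in FG under LD (-1.38). The paper's own Table S10 has PHOT1 at 3.64 in WT and 2.29 in FG under SD and no value under LD, and PIF4 at 0.491 and 0.342 and this NPH3 family gene at 0.360 and 0.354 under LD and no value under SD, which are the directions found here. Calls here that ended with 1 array left out were those of PHOT1 (3 of the 16 arrays) in WT under SD. Among lists, the call was lost for ribosome biogenesis in FG under SD without FG-SD-sp replicate 2.

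The paper has FT higher in FG than in WT under both daylengths on the ground and in space. On the ground FG minus WT was at least 2.62, adjusted p = 0.305 under LD and at least 2.34, adjusted p = 0.319 under SD, in the paper's direction, and without FG-SD-gr replicate 1 the value under SD was called (3.44). In space it was at least 0.73, adjusted p = 1.00 under SD, and under LD no fold change is given, as neither genotype has a present call above the floor. The paper places ERD, the MAPKKK-like kinase, UAH and LHY higher and ELF4, SPA1 and the F-box protein lower in FG than in WT in space under SD. ERD lies at the floor there on all arrays, and SPA1 had -0.01, adjusted p = 1.00. The others follow the paper in sign without a call, UAH 0.66, adjusted p = 1.00, the MAPKKK-like kinase 0.80, adjusted p = 1.00, LHY 0.63, adjusted p = 1.00, ELF4 -0.85, adjusted p = 1.00 and the F-box protein -0.51, adjusted p = 1.00. The paper has ELF4-L4 lower in space under LD in both genotypes, and in FG it had 0.17, adjusted p = 0.862. Ethylene response sensors, in the paper mostly lower under LD and without change under SD, went another way for ERS1, with 1.41, adjusted p = 0.00882 in FG under LD and 2.60, adjusted p = 0.00592 and 2.47, adjusted p = 0.00354 under SD, while ERS2 had -0.69 or lower, adjusted p = 0.216 in WT under LD, and was called there without WT-LD-gr replicate 1 (-1.37). In the paper's own Table S10, ERS1 is at 5.97 in WT under SD, 2.64 in FG under LD and 5.48 in FG under SD, and ERS2 at 2.14 and 3.73 under SD, which are the directions found here. Calls ended by leaving out 1 array were those of ERS1 (2 of the 16 arrays) in FG under LD, and ERS1 (1) in WT under SD.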

Other observations

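Values in this part belong to no statement of the paper, and no explanation was tested for them. Genes of jasmonate and of touch were lower in space under LD. The jasmonate list fell in WT (median -0.81, 0 of 21 called, or 0 called adjusted over the list alone, adjusted p = 0.0197, and adjusted p = 0.697 with an estimated correlation), a call that quantile normalization ended (adjusted p = 0.0776), and in FG (median -1.64, 6 of 21 lower, or 9 lower adjusted over the list alone, adjusted p = 8.56e-05, and adjusted p = 0.580 with an estimated correlation, camera). The response was lower in FG than in WT (median -1.01, adjusted p = 0.0151, and adjusted p = 0.770 with an estimated correlation). Log2 fold changes in FG were -3.91, adjusted p = 0.00790 for AOC3 (AT3G25780), an allene oxide cyclase, -4.51, adjusted p = 0.0381 for JAZ7 (AT2G34600) and -1.94, adjusted p = 0.00860 for MYC2 (AT1G32640) (limma), and in WT -1.98, adjusted p = 0.0862, -2.46, adjusted p = 0.200 and -0.63, adjusted p = 0.267. Touch and calcium genes fell in WT (median -0.84, 2 of 12 lower, or 2 lower adjusted over the list alone, adjusted p = 0.00305, and adjusted p = 0.570 with an estimated correlation) and in FG (median -1.27, 6 of 12 lower, or 8 lower adjusted over the list alone, adjusted p = 5.25e-06, and adjusted p = 0.521 with an estimated correlation), and more so in FG (median -0.53, adjusted p = 0.0489, and adjusted p = 0.674 with an estimated correlation). In WT TCH3 (AT2G41100), a calmodulin-like protein, had -1.15, adjusted p = 0.00374, CML38 (AT1G76650) -0.36, adjusted p = 0.623 and BAP1 (AT3G61190), of the reactive oxygen list, -2.37, adjusted p = 0.0134. In FG their values were -0.70, adjusted p = 0.0347, -2.49, adjusted p = 0.00694 and -2.92, adjusted p = 0.00708. Calls that depended on 1 array were those of AOC3 (2 of the 16 arrays), JAZ7 (9), MYC2 (2), CML38 (1) and BAP1 (2) in FG under LD, and BAP1 (3) in WT under LD. Among these lists, the call was lost for jasmonate in WT under LD without WT-LD-gr replicate 1 or WT-LD-sp replicate 2 and in the genotype interaction under LD without any 1 of 4 arrays, and for touch and calcium in WT under LD without WT-LD-gr replicate 1 and in the genotype interaction under LD without any 1 of 11 arrays. Settings also ended list calls, namely use of only the arrays compared (jasmonate in WT under LD); a filter of present calls on 2 arrays and spike-in scaling (touch and calcium in the genotype interaction under LD).

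Under LD, starvation genes were lower in space in FG and senescence genes in WT. Dark and sugar starvation genes were called in FG (median -1.38, 2 of 12 lower, or 6 lower adjusted over the list alone, adjusted p = 6.31e-04, and adjusted p = 0.580 with an estimated correlation), with ASN1 (AT3G47340), an asparagine synthetase, at -4.14, adjusted p = 0.0412. In WT the list was not called (median -1.05, adjusted p = 0.0541, and adjusted p = 0.694 with an estimated correlation) except with spike-in scaling (-0.41, adjusted p = 0.00173). Under SD its medians of -0.02 in WT and -0.10 in FG turned positive with quantile normalization (0.15 and 0.05) and with spike-in scaling (0.58 and 0.41). Their response in FG was higher under SD than under LD (median 1.86, adjusted p = 0.00312, and adjusted p = 0.674 with an estimated correlation). Senescence genes were called in WT (median -1.24, 1 of 9 lower, or 4 lower adjusted over the list alone, adjusted p = 0.0203, and adjusted p = 0.588 with an estimated correlation), which quantile normalization ended (adjusted p = 0.1), with WRKY6 (AT1G62300) at -2.03, adjusted p = 0.00649. Their response was higher under SD in WT (median 1.67, adjusted p = 3.87e-04, and adjusted p = 0.648 with an estimated correlation) and in FG (median 0.90, adjusted p = 0.0342, and adjusted p = 0.674 with an estimated correlation). In space under SD in WT, of the 3 other scalings quantile normalization called them (1.26, adjusted p = 0.0329). On the ground in WT, starvation genes were higher under SD (median 0.45, adjusted p = 0.0362, and adjusted p = 0.694 with an estimated correlation) and senescence genes lower (median -0.60, adjusted p = 0.0217, and adjusted p = 0.588 with an estimated correlation). Calls that 1 array could end were those of ASN1 (13 of the 16 arrays) in FG under LD, and WRKY6 (1) in WT under LD. In the same lists, the call ended for dark and sugar starvation in the daylength interaction in FG without FG-SD-gr replicate 1 and in WT on the ground without any 1 of 8 arrays, and for senescence in WT under LD without WT-LD-gr replicate 1, the daylength interaction in WT without WT-SD-gr replicate 2, the daylength interaction in FG without any 1 of 8 arrays and in WT on the ground without any 1 of 3 arrays. With other settings a list call ended, namely a filter of above 75 on 1 array, a filter of present calls on 2 arrays, quantile normalization, median centring and use of only the arrays compared (dark and sugar starvation in WT on the ground); use of only the arrays compared (senescence in WT on the ground).

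Cell wall expansion genes were lower in FG under SD (median -1.19, 1 of 8 lower, or 3 lower adjusted over the list alone, adjusted p = 1.02e-04, and adjusted p = 0.521 with an estimated correlation), with a lower response than in WT (median -0.69, adjusted p = 0.0271, and adjusted p = 0.653 with an estimated correlation). Their other medians were -1.06 in WT and -2.53 in FG under LD and -1.38 in WT under SD, where spike-in scaling called FG under LD (-2.06, adjusted p = 0.0130) and WT under SD (-0.91, adjusted p = 0.00524). EXPA1 (AT1G69530), an expansin, rose in WT under LD (2.94, adjusted p = 0.00200). Auxin response genes were not called in WT under LD (median 1.07, 3 of 8 higher, or 3 higher adjusted over the list alone, adjusted p = 0.174, and adjusted p = 0.692 with an estimated correlation), where IAA2 (AT3G23030) had 2.55, adjusted p = 0.0172. In WT they were not called under SD either (median 0.66, adjusted p = 0.0721, and adjusted p = 0.588 with an estimated correlation), while quantile normalization (0.60, adjusted p = 0.0397) and median centring (0.52, adjusted p = 0.0363) called them. On removal of 1 array the call was lost for IAA2 (3 of the 16 arrays) in WT under LD. Of lists called, the call was lost for cell wall expansion in the genotype interaction under SD without any 1 of 5 arrays. A list was no longer called with no floor and log2(signal + 32) (cell wall expansion in the genotype interaction under SD).

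Light harvesting genes fell as a list under SD on the ground in FG (median -0.78, adjusted p = 0.0318, and adjusted p = 0.694 with an estimated correlation), and their response to space under SD was higher in FG than in WT (median 1.16, adjusted p = 0.00731, and adjusted p = 0.674 with an estimated correlation). In FG under SD in space their median was 1.14, called with quantile normalization (1.24, adjusted p = 0.0488), and in WT -0.26, or 0.34 with spike-in scaling. Reactive oxygen genes were called in no comparison as deposited, the nearest being WT on the ground (median 0.32, adjusted p = 0.117, and adjusted p = 0.555 with an estimated correlation), and spike-in scaling called them in WT under SD (-0.23, adjusted p = 0.0233). CAT2 (AT4G35090), a catalase, rose under LD in WT (2.93, adjusted p = 0.0307) and FG (2.72, adjusted p = 0.0456). Root markers, of which 2 of 10 genes were kept, had medians from -0.76 in WT to -0.25 in FG on the ground and from -0.39 to 0.03 in space (adjusted p from 0.0951 to 0.862). Guard cell markers, of which 4 of 7 were kept, ran from -0.75 in WT under SD to 0.78 in FG under LD (adjusted p from 0.192 to 0.807). Floral integrators and identity genes had a lower response in FG than in WT under LD (median -1.07, adjusted p = 0.0314, and adjusted p = 0.648 with an estimated correlation). Arrays whose removal ended a call were counted for CAT2 (8 of the 16 arrays) in WT under LD, and CAT2 (14) in FG under LD. The camera call was lost for light harvesting in FG on the ground without any 1 of 3 arrays and in the genotype interaction under SD without any 1 of 3 arrays, and for flowering integrators and floral identity in the genotype interaction under LD without any 1 of 8 arrays. List calls ended, too, with use of only the arrays compared (light harvesting in FG on the ground); no floor, log2(signal + 32), a filter of above 75 on 1 array, a filter of present calls on 2 arrays, quantile normalization and spike-in scaling (flowering integrators and floral identity in the genotype interaction under LD).

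FG and WT differed in few genes within a growth condition. Under LD on the ground limma called 4 probe sets, all lower in FG, against 579 at an unadjusted p and at least 2-fold and 221 by the methods' rule: LURP1 (-5.82, adjusted p = 0.00892), ANK (-4.20 or lower, adjusted p = 0.00892), AtAGAL1 (AT5G08380), an alpha-galactosidase (-2.14, adjusted p = 0.0453), and the lectin probe set of AT2G43730 (-1.39, adjusted p = 0.0453). Under SD on the ground it called 2, higher in FG, against 646 and 151: CYP81D1 (AT3G28740) (at least 2.46, adjusted p = 0.0281) and GLIP1 (at least 1.45, adjusted p = 0.0372). Under LD in space it called 1, against 331 and 266, the myrosinase-binding probe set of MBP2 (-2.33 or lower, adjusted p = 0.0224). With array weights it called 57 there, so the count moved with the setting. Apart from LURP1 and ANK, the genes of this paragraph were chosen after their values were seen. Calls that depended on 1 array were those of LURP1 (2 of the 16 arrays), ANK (2), AtAGAL1 (9) and AT2G43730 (7) in FG against WT under LD on the ground, CYP81D1 (8) and GLIP1 (8) in FG against WT under SD on the ground, and MBP2 (8) in FG against WT under LD in space.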
